# Analytical kinetic model of native tandem promoters in *E*. *coli*

**DOI:** 10.1371/journal.pcbi.1009824

**Published:** 2022-01-31

**Authors:** Vatsala Chauhan, Mohamed N. M. Bahrudeen, Cristina S. D. Palma, Ines S. C. Baptista, Bilena L. B. Almeida, Suchintak Dash, Vinodh Kandavalli, Andre S. Ribeiro

## Abstract

Closely spaced promoters in tandem formation are abundant in bacteria. We investigated the evolutionary conservation, biological functions, and the RNA and single-cell protein expression of genes regulated by tandem promoters in *E*. *coli*. We also studied the sequence (distance between transcription start sites ‘*d*_*TSS*_*’*, pause sequences, and distances from oriC) and potential influence of the input transcription factors of these promoters. From this, we propose an analytical model of gene expression based on measured expression dynamics, where RNAP-promoter occupancy times and *d*_*TSS*_ are the key regulators of transcription interference due to TSS occlusion by RNAP at one of the promoters (when *d*_*TSS*_ ≤ 35 bp) and RNAP occupancy of the downstream promoter (when *d*_*TSS*_ > 35 bp). Occlusion and downstream promoter occupancy are modeled as linear functions of occupancy time, while the influence of *d*_*TSS*_ is implemented by a continuous step function, fit to *in vivo* data on mean single-cell protein numbers of 30 natural genes controlled by tandem promoters. The best-fitting step is at 35 bp, matching the length of DNA occupied by RNAP in the open complex formation. This model accurately predicts the squared coefficient of variation and skewness of the natural single-cell protein numbers as a function of *d*_*TSS*_. Additional predictions suggest that promoters in tandem formation can cover a wide range of transcription dynamics within realistic intervals of parameter values. By accurately capturing the dynamics of these promoters, this model can be helpful to predict the dynamics of new promoters and contribute to the expansion of the repertoire of expression dynamics available to synthetic genetic constructs.

## Author summary

Tandem promoters are common in nature, but investigations on their dynamics have so far largely relied on synthetic constructs. Thus, their regulation and potentially unique dynamics remain unexplored. We first performed a comprehensive exploration of the conservation of genes regulated by these promoters in *E*. *coli* and the properties of their input transcription factors. We then measured protein and RNA levels expressed by 30 *Escherichia coli* tandem promoters, to establish an analytical model of the expression dynamics of genes controlled by such promoters. We show that start site occlusion and downstream RNAP occupancy can be realistically captured by a model with RNAP binding affinity, the time length of open complex formation, and the nucleotide distance between transcription start sites. This study contributes to a better understanding of the unique dynamics tandem promoters can bring to the dynamics of gene networks and will assist in their use in synthetic genetic circuits.

## Introduction

Closely spaced promoters exist in all branches of life in convergent, divergent, and tandem formations [1–7]. Models of tandem promoters [8–10] have largely been based on measurements of synthetic constructs [11–13] and predict that such promoter arrangements result in unique transcription dynamics due to the interference between RNAPs transcribing the promoters [9,10,14–19].

When an RNAP is committed to form the open complex (OC), a process lasting up to hundreds of seconds [20–22], it occupies approximately 35 base pairs (bp), from the transcription start site (TSS, position 0) until position -35 [23–25]. If the TSS of a neighbouring promoter is closer than 35 bp it will not be possible for both promoters to be occupied simultaneously, since an RNAP occupying one of them will ‘occlude’ the other, preventing it from being reached [9]. However, if the promoters are more than 35 bp apart, this occlusion does not occur. Instead, interference will occur when RNAPs elongating from the upstream promoter collide with an RNAP occupying the downstream promoter [14] (in either closed or open complex formation), forcing one of the RNAPs to fall-off (both scenarios are likely possible, and we expect it to differ with, e.g., the binding affinity of the RNAP to the downstream promoter). Meanwhile, models based on empirical parameter values suggest that collisions between two elongating RNAPs are rare (because events such as pausing or simultaneous initiations from both promoters are rare). Also, even if and when such collisions occur, they are unlikely to result in fall-offs since the RNAPs are moving at similar speeds and in the same direction [9,10,26].

Models suggest that both forms of interference decrease the mean RNA production rate while increasing its noise based on the distance between promoters (*d*_*TSS*_), their strengths [10], and the time spent between commitment of the RNAP to OC and escape from the promoter region [27]. These hypotheses have yet to be empirically validated in natural tandem promoters.

We studied how *d*_*TSS*_ and the time spent by RNAPs on the TSSs affect gene expression dynamics due to interference between the transcription processes of tandem promoters (Fig 1). We consider only the natural tandem promoters that neither overlap with nor have in between another gene (positionings I and II, which differ in if the promoter regions overlap or not) (see the other arrangements in Fig A in the S2 Appendix). The numbers of these arrangements in *E*. *coli* are shown in Table H in the S3 Appendix. From the measurements of these genes’ protein levels, we then establish a model that we use to explore the state space of potential dynamics under the control of tandem promoters (Fig 2 illustrates our workflow).

**Fig 1:**
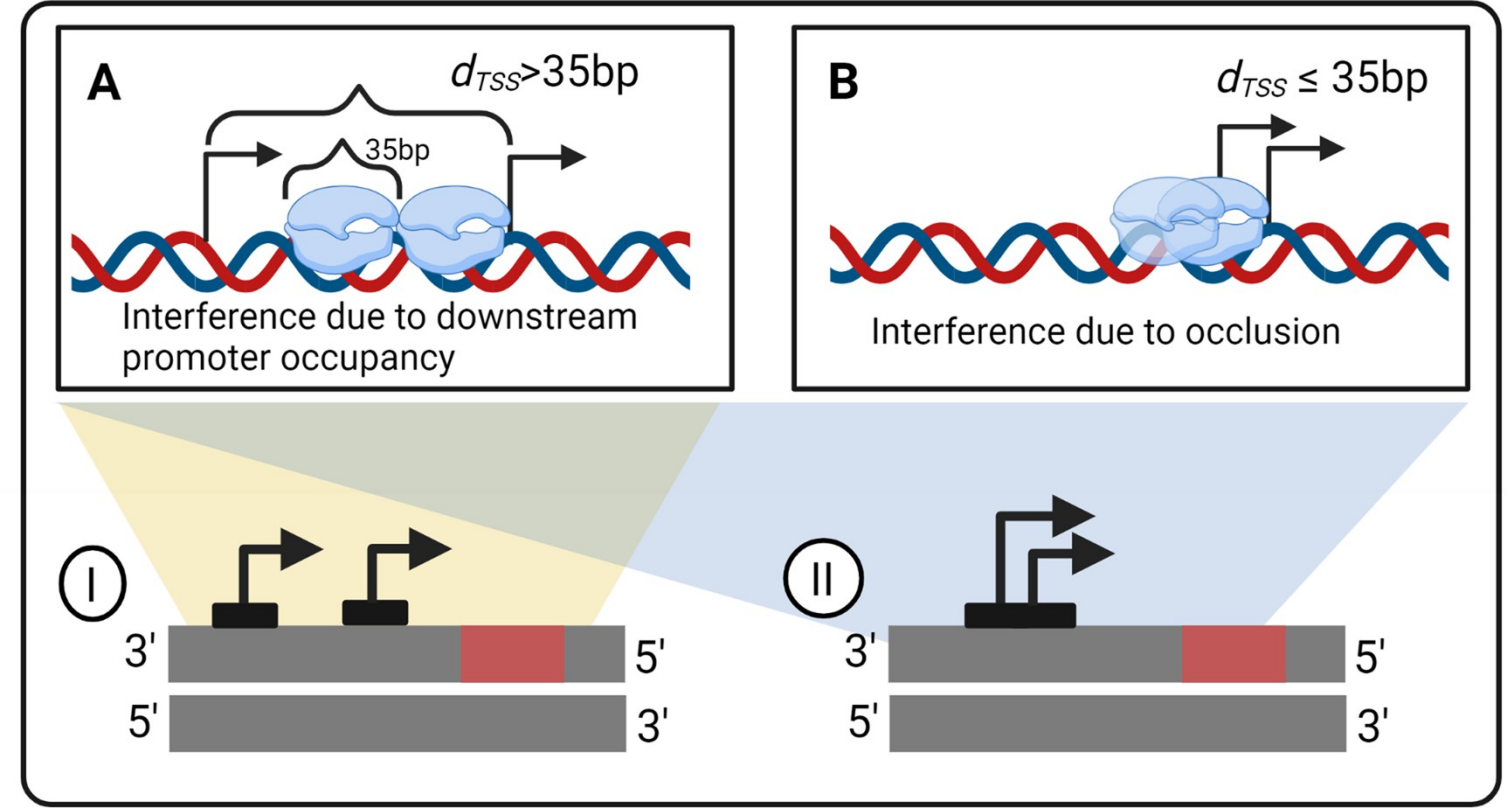
Interference between tandem promoters with different arrangements relative to each other. **(A)** Interference by an RNAP occupying the downstream promoter on the activity of the elongating RNAP from upstream promoter. The TSSs need to be at least 36 bp apart (the length occupied by an RNAP when in OC, [23,25]) **(B)** Interference by occlusion of one of the promoter’s TSS by an RNAP on the TSS of the other promoter. The distance between the TSSs need to be ≤ 35 bp apart. Blue clouds are RNAPs. Black arrows sit on TSSs and point towards the direction of transcription elongation. Arrangements **(I-II)** of two promoters studied in the manuscript in tandem formation are represented. The red rectangles are the protein coding regions. We studied only the natural tandem promoters that neither overlap with nor have in between another gene (arrangements I and II, which differ based on whether the promoter regions overlap or not). Other arrangements (not considered in this study) are shown in Fig A in the S2 Appendix. Figure created with BioRender.com.

**Fig 2:**
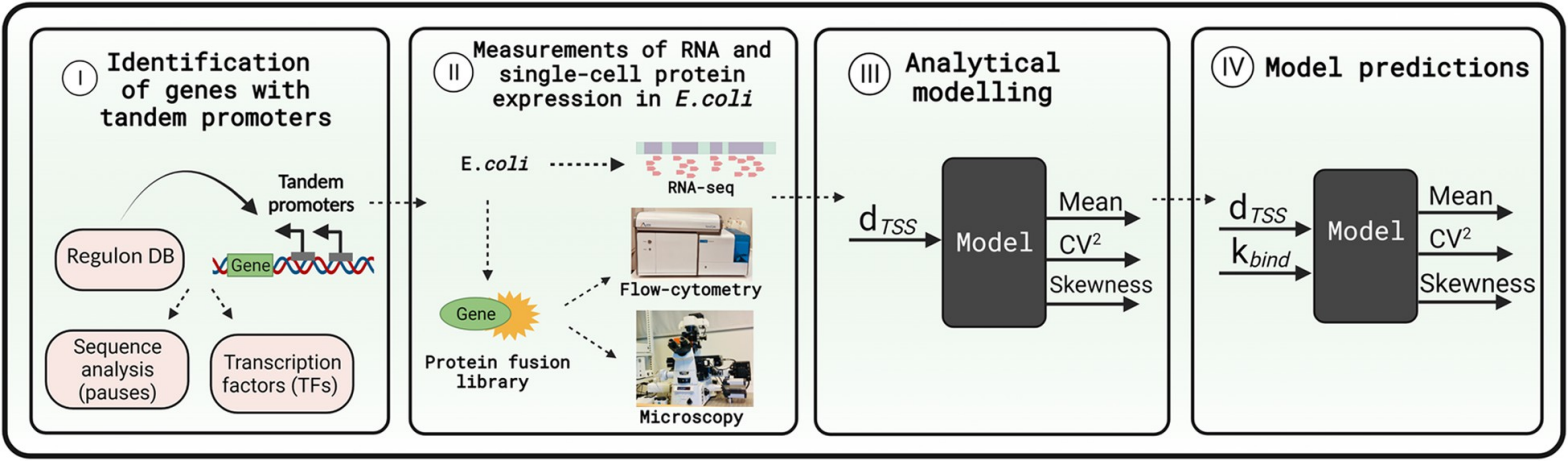
Workflow. (I) We identified genes controlled by tandem promoters in Regulon DB. (II) Next, we measured the single-cell protein levels of those genes with arrangements I and II that are tagged in the YFP strain library [28]. We also measured the mean RNA fold changes of these genes over time (S1 Appendix, section ‘RNA-seq measurements and data analysis’). (III) We used the single-cell data to tune the model. (IV) Finally, we used the model to explore the state space of protein expression. Figure created with BioRender.com.

## Results

*E*. *coli* has 831 genes controlled by two or more promoters in tandem formation (RegulonDB and section ‘Selection of natural genes controlled by tandem promoters’ in the S1 Appendix). However, to study the dynamics of genes controlled by tandem promoters, we focused on only 102 of them, because their activity is expected to be undisturbed by neighboring genes in the DNA (arrangements I and II in Fig 1), for reasons described in section ‘Selection of natural genes controlled by tandem promoters’ in the S1 Appendix.

Further, these promoters do not have specific short nucleotide sequences capable of affecting RNAP elongation (section ‘Pause sequences’ in the S4 Appendix). Also, the 102 genes expressed by these promoters are not overrepresented in a particular biological process (section ‘Over-representation test’ in the S4 Appendix). 

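RNA of *E. coli* K12 MG1655 cells growing in LB medium was sequenced at 0, 20, 80 and 180 min, with 3 biological replicates at each moment. The S1 Appendix describes the moments 0, 20 and 180 min, and the labels of the samples add 80 min. The authors depleted ribosomal RNA, trimmed the reads, aligned them to the MG1655 reference genome with STAR and counted the unique hits on each gene with featureCounts. They deposited these counts for 4419 genes without normalization. The paper's text does not state whether the counting used the strand of the reads. The total count per sample ranged from 13100694 to 16981174 at 0 min (median 16913148), from 14152817 to 18886623 at 20 min (median 17410657), from 13970366 to 16701929 at 80 min (median 15146813) and from 13742260 to 17290995 at 180 min (median 15350006). A gene with a count of 0 in a sample could still be present at up to 0.159 CPM (the count scaled by library size) in the deepest sample and up to 0.229 CPM in the shallowest, where the limit is 3 counts and covers counting error only. Starting from the deposited counts, genes with less than 5 counts in more than 3 samples and genes with a mean count under 10 were removed, as described in the S1 Appendix, which left 4293 genes. The counts were normalized with the TMM method of edgeR, and all 12 samples entered a single fit of edgeR's quasi-likelihood test, so that the 4 moments share an estimate of the spread between replicates. The common biological coefficient of variation in this fit was 0.109. P-values were adjusted with the Benjamini-Hochberg procedure. In the replicates at 0, 80 and 180 min, between 1 and 11 genes lay more than 1 log2 unit from the mean of their moment. At 20 min this number was 83 in replicate 2, against 22 in replicate 1 and 24 in replicate 3. Genes were matched between tables by their locus tag, because the gene symbols of the authors' normalized and comparison tables differ from those of the count table for 4275 of 4291 genes. TFs named as a complex in Table E in S3 Appendix were given the mean log2 fold change (LFC) of their subunit genes.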

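The LFC of the input TF from 0 to 20 min was compared with the LFC of the gene controlled by tandem promoters from 0 to 180 min over the 33 pairs of Table E in S3 Appendix. Pearson's r was 0.227 (two-sided permutation test across pairs with 100000 resamples, p = 0.205). The setting that moved this value most was a lookup of the authors' LFCs by the gene symbols of their comparison tables, chosen after seeing the data, with an r of -0.111 over 31 pairs (permutation test, p = 0.548). As most of these symbols stand at another locus tag, that r mostly compares other genes. Among the settings chosen before, absolute LFCs moved the r of 0.227 most, to an r of 0.0513 (permutation test, p = 0.779). Over the 44 pairs of Table F in S3 Appendix with an LFC for both genes, the LFC of the gene controlled by tandem promoters from 0 to 20 min and the LFC of its output gene from 0 to 180 min had an r of -0.0281 (permutation test, p = 0.856). These correlations are across genes, which are not independent replicates. They belong to a family of 18 correlations between moments, in which their Benjamini-Hochberg adjusted p-values were 0.903 and 0.906. Since both LFCs of a pair use the same 0 min samples, unchanged groups were simulated against these samples. They gave a mean r of 0.0308 in the pairs of Table E, with 95% of the 1000 simulations between -0.307 and 0.356, and a mean r of 0.0138 in the pairs of Table F, with 95% between -0.319 and 0.313. For the TF H-NS, the RNA of *hns* (b1237) was 2211 ± 47.9 CPM (SD, n = 3) at 0 min and 2103 ± 139 CPM (SD, n = 3) at 20 min, an LFC of -0.072 (standard error 0.048, adjusted p = 0.239 from edgeR's quasi-likelihood test), with overlapping replicates. With library size in place of TMM normalization this LFC was 0.055. The RNA of *hchA* (b1967), the gene paired with H-NS in Table E, had an LFC of 7.08 (standard error 0.11, adjusted p = 2.05e-14) at 180 min. The paper reasons that a change in RNA numbers takes time to propagate to protein numbers, and therefore sets the LFC of a TF at 20 min against that of its target at 180 min. The paper states that no influence of the input TFs was observed, from these RNA changes and from single-cell protein numbers of genes and TFs (Fig C). It also reads the linear relation of protein numbers between normal and diluted medium as possible evidence against an effect of TFs.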

From time-lapse RNA-seq data (S1 Appendix, section ‘RNA-seq measurements and data analysis’), we also did not find evidence that their dynamics are affected by their input transcription factors (TFs) in our measurement conditions (section ‘Input-output transcription factor relationships’ in the S4 Appendix) nor by H-NS in a consistent manner (section ‘Regulation by H-NS’ in the S4 Appendix). Finally, they do not exhibit any particular TF network features (Table C in the S3 Appendix). As such, neither input TFs nor specific nucleotide sequences are considered in the model below. In addition to all of the above, we found no correlations between the shortest distance from the TSS of upstream promoters from the oriC region in the DNA and expression levels (section ‘Relationship with the oriC region’ in the S4 Appendix).

### Model of gene expression controlled by tandem promoters

RNAPs bind, slide along, and unbind from a promoter several times until, eventually, one of them finds the TSS [29–30], commits to OC at the TSS, and initiates transcription elongation.

Reactions (1A1) are a 4-step (I-IV) model of transcription [20,31]. The forward reaction in step I in (1A1) models RNAP binding to a free promoter (*P*_*free*_), which becomes no longer free albeit the RNAP might not yet have reached the TSS. This state, pre-finding of the TSS, is here named *P*_*bound*_ and its occurrence increases with RNAP concentration, *[R]*. Next, as it percolates the DNA, the RNAP should find and stop at the nearest TSS and form a closed complex (CC) with the DNA (step II, Reaction 1A1). CCs are unstable, i.e. reversible [22] (reaction 1A2) but, eventually, one of them will commit to OC irreversibly [32], via step III, Reaction 1A1 [21–22]. It follows RNAP escape from the TSS, freeing the promoter (step IV, Reaction 1A1) [33–37]. Then, the RNAP elongates (*R*_*elong*_) until producing a complete RNA (reaction 1A3) and freeing itself.

These set of reactions usually model well stochastic transcription dynamics [20]. However, if two promoters are closely spaced in tandem formation, they can interfere [38]. Fig 3 shows sequences of events that can lead to interference between tandem promoters, not accounted for by the model above.

**Fig 3:**
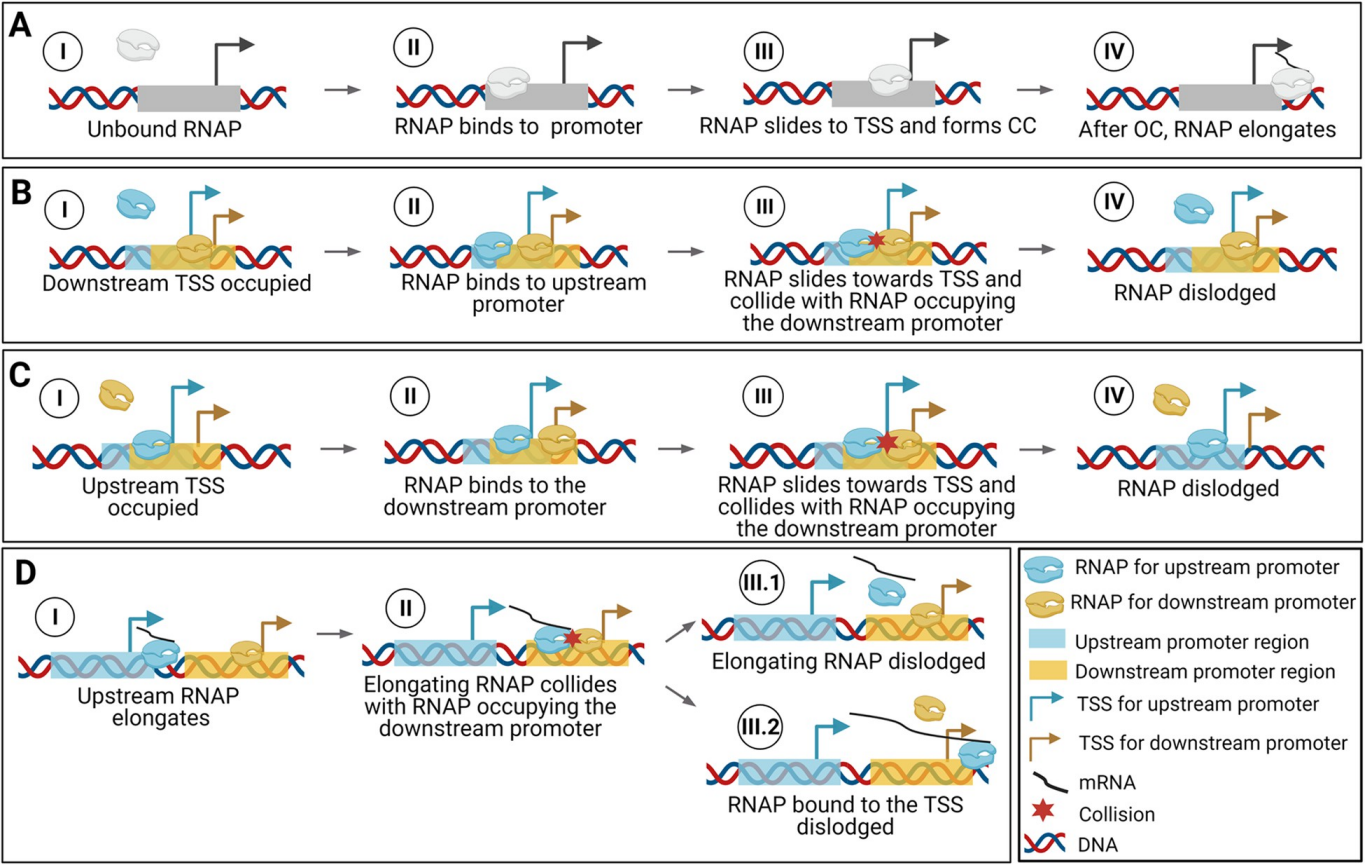
Events leading to transcriptional interference between tandem promoters. (**A**) Sequence of events in transcription in isolated promoters. A similar set of events occurs in tandem promoters, if only one RNAP interacts with them at any given time. (**B / C**) Interference due to the occlusion of the *downstream* / *upstream* promoter by a bound RNAP, which will impede the incoming RNAP from binding to the TSS. (**D**) Interference of the activity of the RNAP incoming from the upstream promoter by the RNAP occupying the downstream promoter. One of these RNAPs will be dislodged by the collision. Created with BioRender.com.

From Fig 3, if the TSSs are sufficiently close, the occupancy of one TSS by an RNAP will occlude the other TSS, blocking its kinetics [18]. This is accounted for by reaction 1A5, which competes with CC formation in reaction 1a1. Its rate constant, *k*_*occlusion*_, is defined in the next section. In (1A5), ‘u/d’ stands for occlusion of the upstream promoter by an RNAP on the TSS of the downstream promoter.

Instead, if the TSSs are not sufficiently close, they will still interfere since the elongating RNAP (*R*_*elong*_) starting from the upstream promoter can collide with RNAPs on the TSS of the downstream promoter. This can dislodge either RNAP via (reaction 1A4) or (reaction 2A3), depending on the sequence-dependent binding strength of the RNAP to the TSS [9].

Finally, once reaction 1A1 occurs, either reaction 1A3 or 1A4 occur. To tune their competition, we introduced the terms *ω*_*d*_ and (1- *ω*_*d*_) in their rate constants, with *ω*_*d*_ being the fraction of times that an elongating RNAP from an upstream promoter finds an RNAP occupying the downstream promoter. Meanwhile, ‘*f*’ is the fraction of times that the RNAP occupying the downstream promoter falls-off due to the collision with an elongating RNAP, whereas ‘*1-f’* is the fraction of times that it is the elongating RNAP that falls-off.

$$P_{free}^{u}\overset{k_{bind}^{u}\cdot [R]}{\underset{I}{\to }}P_{\mathrm{bound}}^{u}\overset{k_{cc}^{u}}{\underset{\mathrm{II}}{\to }}P_{\mathrm{cc}}^{u}\overset{k_{oc}^{u}}{\underset{\mathrm{III}}{\to }}P_{\mathrm{oc}}^{u}\overset{k_{escape}^{u}}{\underset{\mathrm{IV}}{\to }}P_{free}^{u}+R_{elong}^{u}$$ (1A1)

$$P_{\mathrm{cc}}^{u}\overset{k_{unbind}}{\to }P_{free}^{u}$$ (1A2)

$$R_{elong}^{u}\overset{k_{elong}^{u}\cdot (1-\omega_{d}^{}\cdot f)}{\to }RNA$$ (1A3)

$$R_{elong}^{u}\overset{k_{elong}^{u}\cdot \omega_{d}^{}\cdot f}{\to }\emptyset$$ (1A4)

$$P_{\mathrm{bound}}^{u}\overset{k_{occlusion}^{u/d}}{\to }P_{free}^{u}$$ (1A5)

Next, we reduced the model and derived its analytical solution. First, since *P*_*cc*_ completion is expected to be faster than *P*_*bound*_ completion ([10] and references within) we merged them into a single state, *P*_*occupied*_, which represents a promoter occupied by an RNAP prior to commitment to OC, whose time length is similar to *P*_*bound*_.

Similarly, in standard growth conditions, the occurrence of multiple failures in escaping the promoter per OC completion should only occur in promoters with the highest binding affinity to RNAP. Thus, in general promoter escape should be faster than OC [20,32]. We thus merged OC and promoter escape into one step named ‘events *after* commitment to OC’, with a rate constant *k*_*after*_. The simplified model is thus:

$$P_{free}^{u}\overset{k_{bind}^{u}\cdot [R]}{\to }P_{\mathrm{occupied}}^{u}\overset{k_{after}^{u}}{\to }P_{free}^{u}+R_{elong}^{u}$$ (1B1)

These two steps are not merged since only the first differs with RNAP concentration [20,26,39]. Further, reports [40–41] indicate that *E*. *coli* has ~100–1000 RNAPs free for binding at any moment but ~4000 genes, suggesting that the number of free RNAPs is a limiting factor.

Finally, we merge (1A2), (1A5) and (1B1) in one multistep without affecting the model kinetics:

$$P_{free}^{u}\overset{k_{bind}^{u}\cdot [R]}{\underset{k_{occlusion}^{u/d}+k_{unbind}^{u}}{⇄}}P_{\mathrm{occupied}}^{u}\overset{k_{after}^{u}}{\to }P_{free}^{u}+R_{elong}^{u}$$ (1C1)

Overall, this reduced model of transcription of upstream promoters has a multistep reaction of transcription initiation (1C1), a reaction of transcription elongation (1A3) and a reaction for failed elongation due to RNAPs occupying the downstream promoter (1A4).

Regarding RNA production from the downstream promoter, it should either be affected by occlusion if *d*_*TSS*_ ≤ 35, or by RNAPs elongating from the upstream promoter if *d*_*TSS*_ > 35 (Fig 3). We thus use reactions (2A1), (2A2), and (2A3) to model these promoters’ kinetics:

$$P_{free}^{d}\overset{k_{bind}^{d}\cdot [R]}{\underset{k_{occlusion}^{d/u}+k_{unbind}^{d}}{⇄}}P_{occupied}^{d}\overset{k_{after}^{d}}{\to }P_{free}^{d}+R_{elong}^{d}$$ (2A1)

$$R_{elong}^{d}\overset{k_{elong}^{d}}{\to }RNA$$ (2A2)

$$P_{free}^{d}\overset{k_{occupy}^{}}{\to }P_{occupied}^{d}$$ (2A3)

Finally, one needs to include a reaction for translation (reaction 3), as a first order process since protein numbers follow RNA numbers linearly (Fig F in the S2 Appendix), and reactions for RNA and protein decay accounting for degradation and for dilution due to cell division (reactions 4A and 4B, respectively). TF regulation is not included as noted above (Fig C and panel A of Fig D in the S2 Appendix).

$$RNA\overset{k_{p}}{\to }\mathrm{Prot}$$ (3)

$$RNA\overset{k_{rd}}{\to }\emptyset$$ (4A)

$$\mathrm{Prot}\overset{k_{pd}}{\to }\emptyset$$ (4B)

### Transcription interference by occlusion

In a pair of tandem promoters, the *k*_*occlusion*_ of one of them should increase with the fraction of time that the other one is occupied. Further, it should decrease with increasing *d*_*TSS*_ between the two promoters’ TSS. We thus define *k*_*occlusion*_ for the upstream (Eq 5A) and downstream (Eq 5B) promoters, respectively as:

$$k_{\mathrm{occlusion}}^{u/d}=k_{ocl}^{\max}\cdot I(d_{TSS})\cdot \omega_{d}^{}$$ (5A)

$$k_{\mathrm{occlusion}}^{d/u}=k_{ocl}^{\max}\cdot I(d_{TSS})\cdot \omega_{u}^{}$$ (5B)

Here, $k_{ocl}^{\max}$ is the maximum occlusion possible. It occurs when the two TSSs completely overlap each other (*d*_*TSS*_ *= 0*) *and* the TSS of the ‘other’ promoter is always occupied. Meanwhile, *I(d*_*TSS*_*)* models distance-dependent interference.

We tested four models of interference: ‘exponential 1’, ‘exponential 2’, ‘step’, and ‘zero order’ (Table 1). The first two assume that the effects of occlusion decrease exponentially with *d*_*TSS*_ (first and second order dependency, respectively).

**Table 1:** Potential models of transcriptional interference due to promoter occlusion considered.

Interference by occlusion	*I(d*_*TSS*_ *)*	*k*_*occlusion*_
Exponential 1 (“Exp1”)	$e^{-(b_{1}\cdot d_{TSS})}$	$k_{ocl}^{\max}\cdot e^{-(b_{1}\cdot d_{TSS})}\cdot \omega$
Exponential 2 (“Exp2”)	$e^{-(b_{1}\cdot d_{TSS}+b_{2}^{}\cdot d_{TSS}^{2})}$	$k_{ocl}^{\max}\cdot e^{-(b_{1}\cdot d_{TSS}+b_{2}^{}\cdot d_{TSS}^{2})}\cdot \omega$
Step (“Step”)	$1-\frac{1}{1+e^{-m\cdot (d_{TSS}-L)}}$	$k_{ocl}^{\max}\cdot (1-\frac{1}{1+e^{-(d_{TSS}-L)}})\cdot \omega$, for m = 1 bp^-1^
Zero order (“ZeroO”)	*k*	$k_{ocl}^{\max}\cdot \omega$

Meanwhile, the ‘Step’ model assumes that interference only occurs precisely in the region in the DNA occupied by the RNAP when in OC formation. For this, it uses a logistic equation to build a continuous step function, where *L* is the length of DNA (in bp) occupied by the RNAP in OC. As such, L tunes at what *d*_*TSS*_ the step occurs, while *m* is the steepness of that step (set to 1 bp^-1^).

Finally, the ‘Zero order’ model assumes (unrealistically) that interference by occlusion, is independent of *d*_*TSS*._ Fig G in the S2 Appendix shows how *k*_*occlusion*_ differs with *d*_*TSS*_ in each model, for various parameter values.

Finally, *ω* is the fraction of time that the ‘other’ promoter is occupied. It ranges from 0 (no occupancy) to 1 (always occupied). It is estimated for upstream and downstream promoters as:

$$\omega_{u}^{}=\frac{k_{bind}^{u}\cdot [R]}{k_{unbind}^{u}+k_{bind}^{u}\cdot [R]+k_{after}^{u}}$$ (6A)

$$\omega_{d}^{}=\frac{k_{bind}^{d}\cdot [R]}{k_{unbind}^{d}+k_{bind}^{d}\cdot [R]+k_{after}^{d}}$$ (6B)

Similarly, if $k_{{}_{occupy}}^{\max}$ is the maximum possible interference due to RNAPs occupying the downstream promoter, *k*_*occupy*_ is defined as:

$$k_{occupy}=\omega_{u}^{}\cdot k_{after}^{}\cdot k_{occupy}^{\max}\cdot (1-f)$$ (7)

### Analytical solution of the moments of the single-cell protein numbers

Next, we derived an analytical solution of the expected mean single-cell protein numbers at steady state, *M*_*P*_, which is later tuned to fit the empirical data. For any gene, regardless of the underlying kinetics of transcription, *k*_*r*_ is the *effective* rate of RNA production. Based on the reactions above, the mean protein numbers in steady state will be (see sections “Analytical model of mean RNA levels controlled by a single promoter in the absence of a closely spaced promoter” and “Derivation of mean protein numbers at steady state produced by a pair of tandem promoters” in the S1 Appendix):

$$M_{P}=\frac{k_{r}^{}\cdot k_{p}^{}}{k_{rd}^{}\cdot k_{pd}^{}}$$ (8)

This equation applies to a pair of tandem promoters as well. In that case, assuming that *k*_*bind*_ of the two tandem promoters is similar, we have:

$$k_{r}=(\begin{array}{l} \frac{k_{bind}^{}\cdot [R]\times k_{after}^{}\cdot (1-\omega_{d}\cdot f)}{k_{occlusion}^{}+k_{bind}^{}\cdot [R]+k_{unbind}^{}+k_{after}^{}}+\\ \frac{k_{bind}^{}\cdot [R]\times k_{after}^{}}{k_{occlusion}^{}+k_{occupy}^{}+k_{bind}^{}\cdot [R]+k_{unbind}^{}+k_{after}^{}} \end{array})$$ (9)

To derive the other moments, we considered that empirical single-cell protein numbers in *E*. *coli* are well fit by negative binomials [28]. Consequently, *M*_*p*_ and the squared coefficient of variation $CV_{P}^{2}$, should be related as (Equations S28 to S38 in the S1 Appendix):

$$\log_{10}(CV_{P}^{2})=\log_{10}(C_{1})-\log_{10}(M_{P}),\;\mathrm{with}\;C_{1}=\frac{k_{p}^{}}{k_{pd}^{}+k_{rd}^{}}$$ (10)

This relationship matches empirical data at the genome wide level, except for genes with high transcription rates [42]. Additionally, we further derived a relationship (Section ‘*CV*^*2*^ and Skewness of single-cell protein expression of a model tandem promoters’ in the S1 Appendix) between *M*_*P*_ and the skewness, *S*_*P*_, of the single-cell distribution of protein numbers:

$$\log_{10}(S_{P})=\log_{10}(C_{2})-\frac{1}{2}\cdot \log_{10}(M_{P}),\;\mathrm{with}\;C_{2}=2\sqrt{C_{1}}-\frac{1}{\sqrt{C_{1}}}$$ (11)

### Single-cell distributions of protein numbers

To validate the model, we measured by flow-cytometry the single-cell distributions of protein fluorescence of 30 out of the 102 genes known to be controlled by tandem promoters (with arrangements I and II). Measurements were made in 1X and 0.5X media (3 replicates per condition) using cells from the YFP strain library (section ‘Strains and Growth Conditions’ in the S1 Appendix). Data from past studies show that, in these 30 genes, RNA and protein numbers are well correlated (Fig F in the S2 Appendix) in standard growth conditions. Past studies also suggest that most of these genes are active during exponential growth (~95% of our 30 genes selected should be active, according to data in [43] using SEnd-seq technology).

Single-cell distributions of protein expression levels are shown in Fig 4A for one of these genes as an example. The raw data from all 30 genes (only one replicate) are shown in Fig H in the S2 Appendix. Finally, the mean, *CV*^*2*^ and skewness for each gene, obtained from the triplicates, are shown in Excel sheets 1 and 2 in the S2 Table. In addition, we also show this mean, *CV*^*2*^ and skewness after subtracting the first, second, and third moments of the single-cell distribution of the fluorescence of control cells, which do not express YFP (Sheets 3, 4 in the S2 Table) (Section ‘Subtraction of background fluorescence from the total protein fluorescence’ in flow-cytometry in the S1 Appendix).

**Fig 4:**
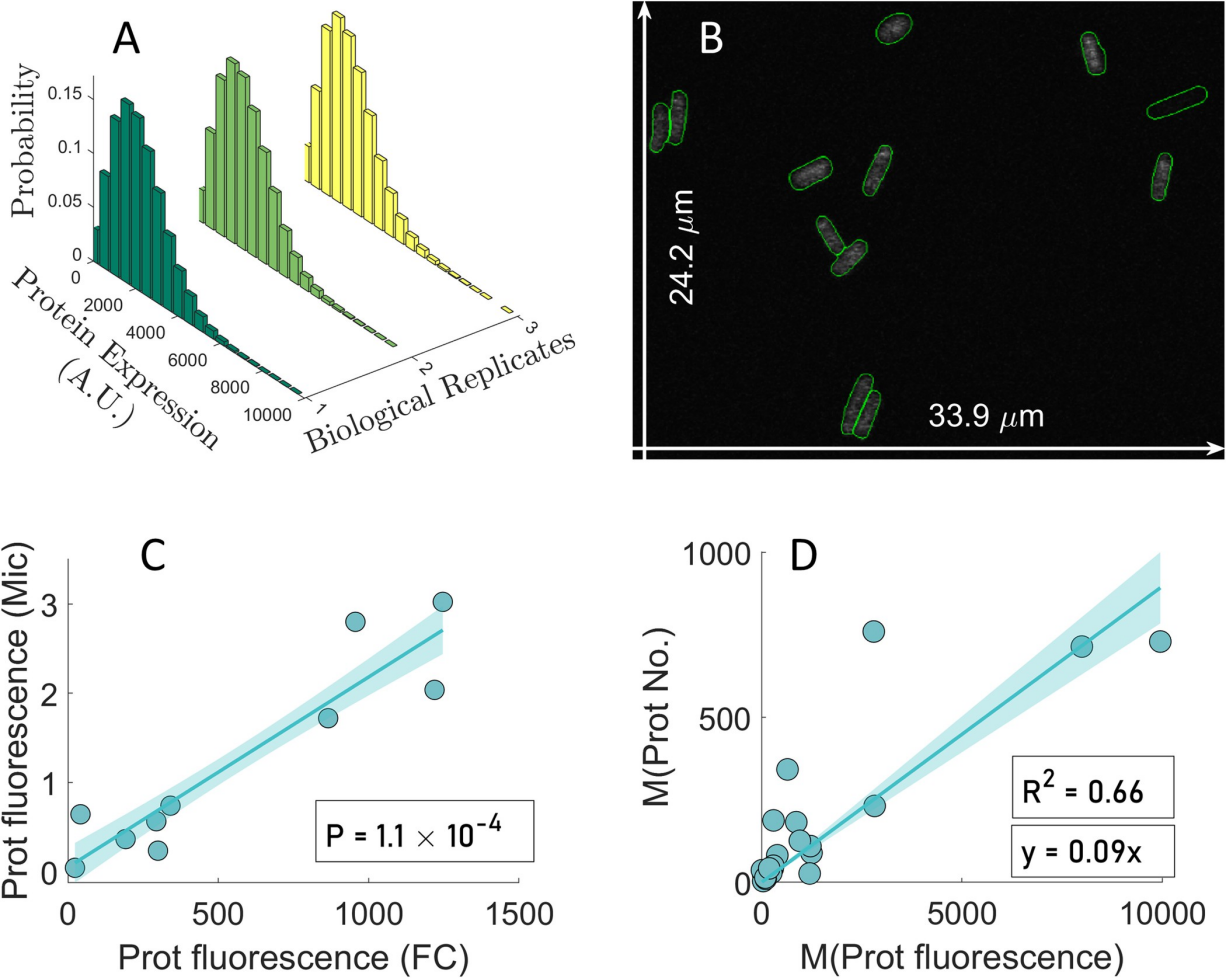
Single cell protein numbers by microscopy and flow-cytometry. (A) Example single-cell distributions (3 biological replicates) of fluorescence (in arbitrary units) of cells with a YFP tagged gene controlled by a pair of tandem promoters obtained by flow-cytometry, ‘FC’. (B) Example confocal microscopy image of cells overlapped by the results of cell segmentation from the corresponding phase contrast image. The two white arrows show the dimensions of the image, for scaling purposes. (C) Mean single-cell protein fluorescence of 10 genes (Table G in the S3 Appendix) when obtained by FC plotted against when obtained by microscopy, ‘Mic’. (D) Mean single-cell protein fluorescence (own measurements) plotted against the corresponding mean single-cell protein numbers reported in [28]. From the equation of the best fitting line without y-intercept (y-intercept = 0), we obtained a scaling factor, *sf*, equal to 0.09.

Based on the analysis of the data of these 30 genes, we removed from subsequent analysis those genes (5 in 1X and 14 in 0.5X) whose mean, variance, or third moment of their protein fluorescence distributions are lower than in control cells (not expressing YFP), i.e., than cellular autofluorescence (Sheets 3, 4 in S2 Table). As such, only one gene studied here (in condition 1X alone) codes for a protein that is associated to membrane-related processes, which might affect its quantification (section ‘Proteins with membrane-related positionings’ in S4 Appendix). As such, we do not expect this phenomenon to influence our results significantly. The data from these genes removed from further analysis is shown in Fig F in S2 Appendix alone, for illustrative purposes.

We started by testing the accuracy of the background-subtracted flow-cytometry data by confronting it with microscopy data (also after background subtraction, see section ‘Microscopy and Image Analysis’ in the S1 Appendix). We collected microscopy data on 10 out of the 30 genes (Table G in the S3 Appendix). The microscopy measurements of the mean single-cell fluorescence expressed by these genes (example image in Fig 4B), were consistent, statistically, with the corresponding data obtained by flow-cytometry (Fig 4C).

Next, we converted the fluorescence distributions from flow-cytometry (25 genes in 1X and 16 genes in 0.5X) into protein number distributions. In Fig 4D we plotted our measurements of mean protein fluorescence in 1X against the protein numbers reported in [28] for the same genes, in order to obtain a scaling factor (sf = 0.09). Using sf, we estimated *M*_*P*_, $CV_{P}^{2}$, and *S*_*P*_ of the distribution of protein numbers expressed by the tandem promoters in (Sheets 5, 6 in S2 Table) (Section ‘Conversion of protein fluorescence to protein numbers’ in S1 Appendix).

To test the robustness of the estimation of the scaling factor, we also estimated a scaling factor from 10 other genes present in the YFP strain library [28] (listed in Table B in S3 Appendix). These genes were selected as described in the section ‘Selection of natural genes controlled by single promoters’ in S1 Appendix. Using the data from this new gene cohort (Panel A of Fig I in S2 Appendix) reported in S3 Table, we estimated a scaling factor of 0.08, supporting the previous result. Meanwhile, since when merging the data from tandem and single promoters, the resulting scaling factor equals 0.09 (Panel B of Fig I in S2 Appendix), we opted for using 0.09 from here onwards.

We also tested how sensitive the estimated scaling factor is to the removal of data points. Specifically, for 1000 times, we discarded N randomly selected data points, and estimated the resulting scaling factor. We then compared, for each N, the mean and the median of the distribution of 1000 scaling factors (Fig J in S2 Appendix). Since the median is not sensitive to outliers, if mean and median are similar, one can conclude that the scaling factor is not biased by a few data points. Visibly, the mean and the median only start differing for N larger than 6, which corresponds to nearly 30% of the data.

### Log-log relationship between the mean single-cell protein numbers of tandem promoters and the other moments

We plotted *M*_*P*_ against $CV_{P}^{2}$ and *S*_*P*_ in log-log plots, in search for the fitting parameters, ‘*C*_*1*_’ and ‘*C*_*2*_*’*, to estimate the rate of protein production per RNA (Eq 10). To increase the state space covered by our measurements, in addition to M9 media (named ‘1X’), we also used diluted M9 media (named ‘0.5X’), known to cause cells to have lower RNAP concentrations (Fig 5A) (Section ‘Strains and growth conditions’ in the S1 Appendix), without altering the division rate (Panels A and B of Fig K in the S2 Appendix). We note that 1X and 0.5X only refer to the degree of dilution of the original media and not to how much RNAP concentration and consequently, protein concentrations, were reduced by media dilution. From the same figures, we attempted stronger dilutions, but no further decreases in RNAP concentration were observed and the growth rate decreased.

**Fig 5:**
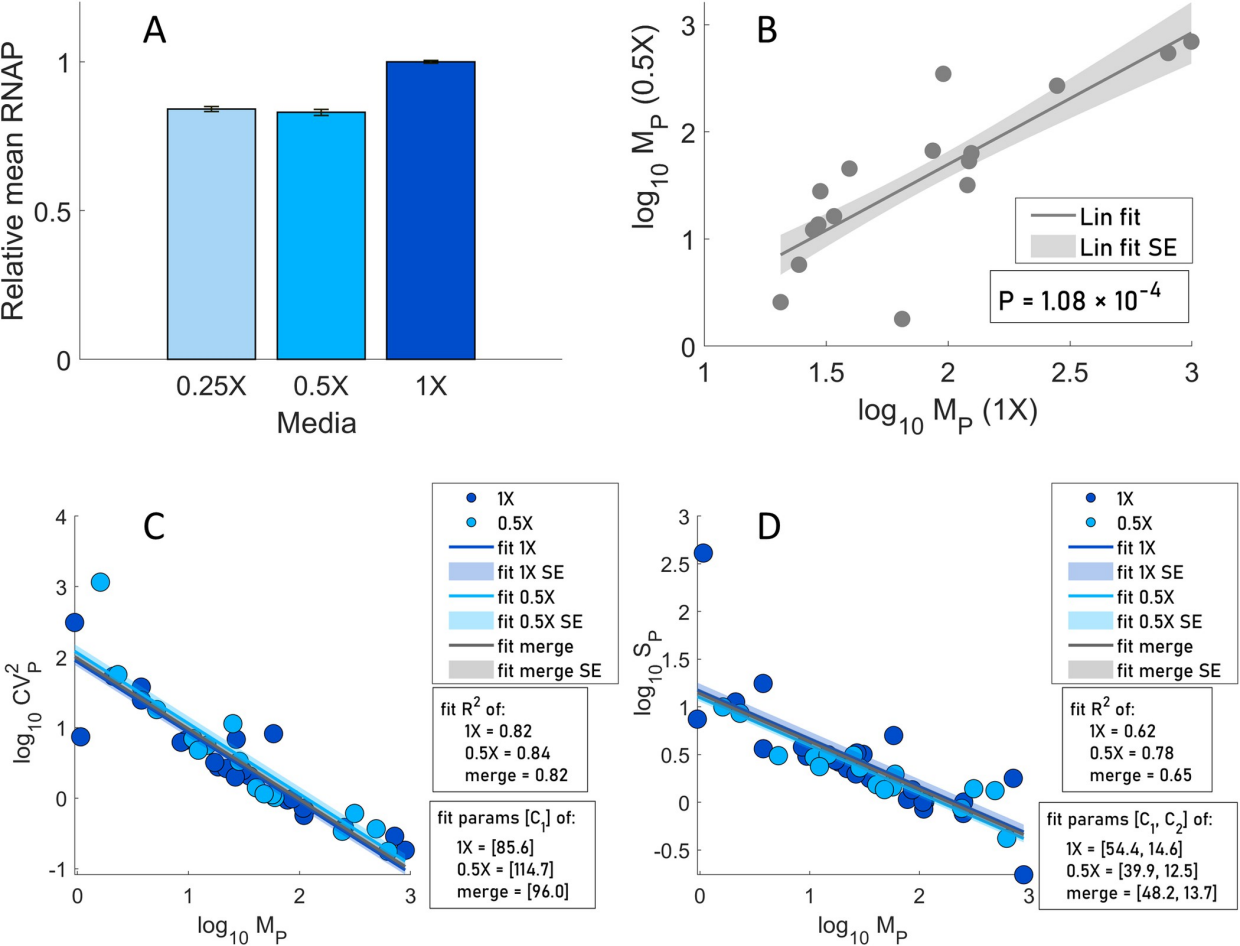
Relative RNAP concentrations along with the relationships between the moments of the single cell distributions of protein numbers. (A) Relative RNAP levels measured by flow-cytometry (Section ‘flow-cytometry and data analysis’ in the S1 Appendix) in three media. (B) Scatter plot between *M*_*P*_ in M9 (1X) and diluted M9 (0.5X) media. Also shown are the best fitting line and standard error and p-value for the null hypothesis that the slope is zero. (C) *M*_*P*_ vs $CV_{P}^{2}$ and (D) *M*_*P*_ vs *S*_*P*_ of single-cell protein numbers of genes with tandem promoters in M9 (1X) and M9 diluted (0.5X) media. The lines and their shades are the best fitting lines and standard errors, respectively. ‘Merge’ stands for data from both 0.5X and 1X conditions.

Next, from Fig 5B, most genes (of those expressing tangibly in both media) suffered similar reductions (well fit by a line) in protein numbers with the media dilution, as expected by the model of gene expression (Eqs 8 and 9). This linear relationship could also be interpreted as evidence that the difference in expression of these genes between the two conditions is not affected by TFs in our measurement conditions. Namely, if TF influences existed, and TF numbers changed, they would likely be diversely affected by their output genes (weakly and strongly activated, repressed, etc.) and, thus, our proteins of interest would not have changed in such similar manners (linearly).

Meanwhile, as in [42,44], $CV_{P}^{2}$ decreases linearly with *M*_*P*_ (log-log scale), irrespective of media (*R*^*2*^ > 0.8 in all fitted lines), in agreement with the model (Fig 5C). Fitting Eq 10 to the data, we extracted *C*_*1*_ in each condition. *S*_*P*_ also decreases linearly with *M*_*P*_, irrespective of the media (Fig 5D). Similar to above, Eq 11 was fitted to each data set and *C*_*1*_ and *C*_*2*_ were obtained (*R*^*2*^ > 0.6 for all lines).

Since *C*_*1*_ from Fig 5C and 5D differed slightly (likely due to noise), we instead obtained *C*_*1*_ and *C*_*2*_ values that maximized the mean *R*^*2*^ of both plots. Using ‘fminsearch’ function in MATLAB [45], we obtained *C*_*1*_ = 72.71 and *C*_*2*_ = 16.94 (*R*^*2*^ of 0.80 and 0.61, respectively) for Fig 5C and Fig 5D, respectively.

### Inference of parameter values and model predictions as a function of *d*_*TSS*_

We next used the model, after fitting, to predict how *d*_*TSS*_ and the promoters’ occupancy regulate the moments of the single-cell distribution of protein numbers (*M*_*P*_, $CV_{P}^{2}$, and *S*_*P*_) under the control of tandem promoters. We started by assuming the parameter values from the literature listed in Table 2 and tuned the remaining parameters.

**Table 2:** Parameter values imposed identically on all models.

Parameter description	Parameter	Value	References
Inverse of the mean time to complete OC	*k*_*after*_	0.005 s^-1^	Differs between promoters. Since empirical data lacks, we used the data from *in vivo* single RNA measures for Lac-Ara-1 [20].
RNA and protein dilution due to division	$k_{dil}=\frac{\ln(2)}{D}$	1.005× 10^−4^ s^-1^	Legend of Fig H in the S2 Appendix.
RNA degradation	*k*_*rdeg*_	2.3 × 10^−3^ s^-1^	[28]
RNA decay due to dilution from cell division and due to degradation	*k*_*rd*_ *= k*_*rdeg*_ *+ k*_*dil*_	2.4 × 10^−3^ s^-1^	From row 2.
Protein degradation	*k*_*pdeg*_	2.93 × 10^−5^ s^-1^	[46], estimates it to be from ~6×10^−5^ to ~2×10^−5^. We used the value in [47], in that interval.
Protein decay due to dilution by cell division and degradation	*k*_*pd*_ *= k*_*pdeg*_ *+ k*_*dil*_	1.3 × 10^−4^ s^-1^	From rows 2 and 5.
Fall-off probability of the RNAP occupying the downstream promoter	*f*	50% (0.5)	Set here (likely sequence-dependent)
Protein production rate constant	*k*_*p*_ = *C*_*1*_×(*k*_*pd*_*+k*_*rd*_)	0.18 s^-1^	*C*_*1*_ is estimated here.
Free RNAP per cell	*[R]*	144/cell in 1X and 120/cell in 0.5X media	See main text.

To set the RNAP numbers in Table 2, we considered that the RNAPs affecting transcription rates are the *free* RNAPs in the cell, and that, for doubling times of 30 min in rich medium, there are ~1000 free RNAPs per cell [41]. Meanwhile, for doubling times of 60 min in minimal medium, there are ~144 [40]. In both our media, we observed a doubling time of ~115 mins (Fig 5B). Thus, we expect the free RNAP in 1X to also be ~144/cell or lower. Meanwhile, in 0.5X, we measured the RNAP concentration to be 17% lower than in 1X (Fig 5A) and no morphological changes. Thus, we assume the free RNAP in 0.5X to equal ~120/cell.

Next, we fitted the Eqs (8) and (9) relating *d*_*TSS*_ with log_10_ (*M*_*P*_) in all interference models (Table 1), using the data on *M*_*P*_ in 1X medium (Fig 6A) and the ‘fit’ function of MATLAB. For this, we set $k_{}^{\max}=k_{occupy}^{\max}=k_{ocl}^{\max}$, for simplicity, as well as realistic bounds for each parameter to infer. To avoid local minima, we performed 200 searches, each starting from a random initial point, and selected the one that maximized *R*^*2*^. Results are shown in Table 3.

**Fig 6:**
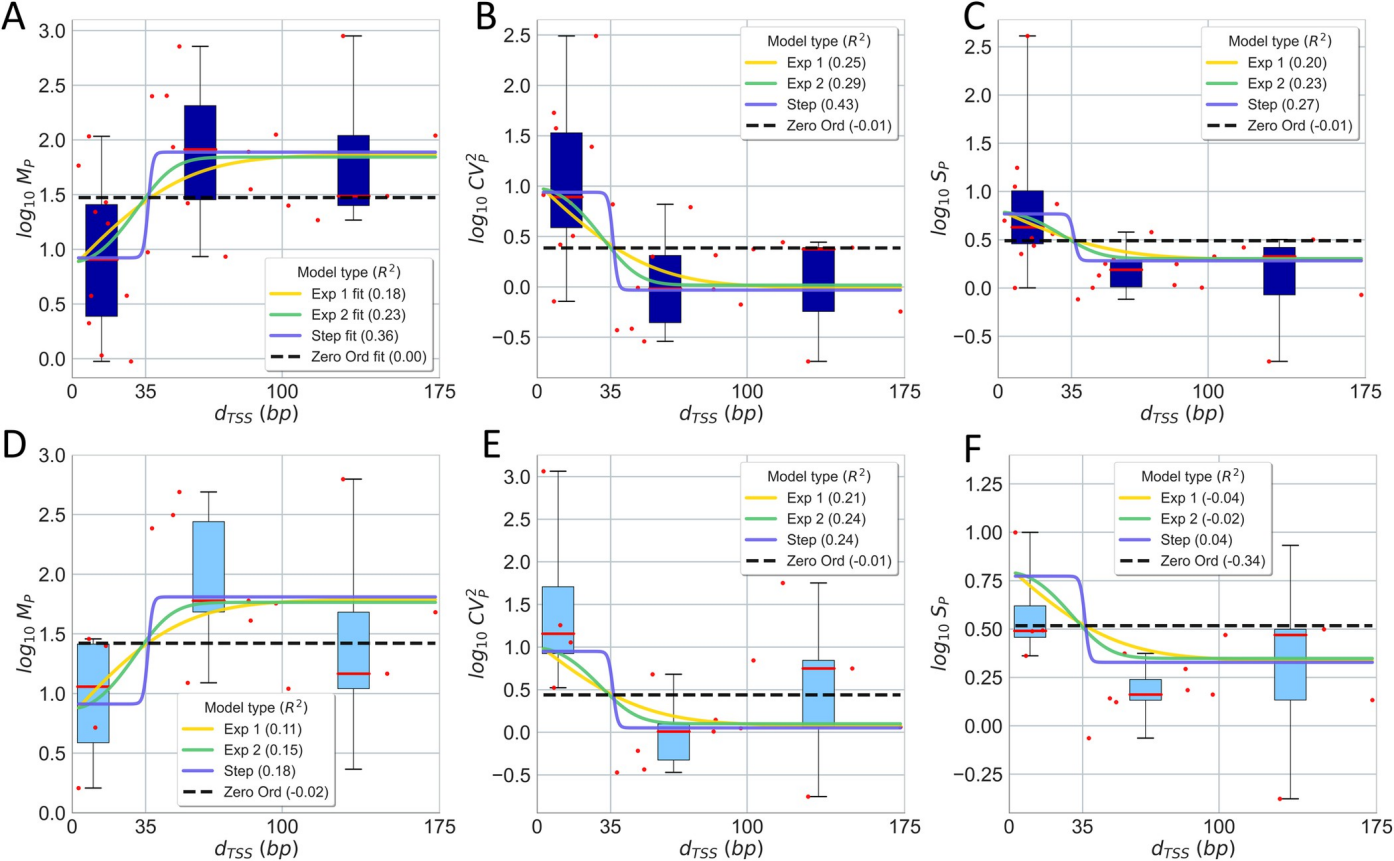
Empirical data and analytical model of how *d*_*TSS*_ influences the single-cell protein numbers of genes controlled by tandem promoters. **(A)** Mean, **(B)** *CV*^*2*^, and **(C)** *S* of single protein numbers in the **1X** media as a function of *d*_*TSS*_. **(D)**, **(E),** and **(F)** show the same for the **0.5X** media, respectively. Each red dot is the mean from 3 biological repeats for a pair of promoters (S2 Table). The dots were also grouped in 3 ‘boxes’ based on their *d*_*TSS*_. In each box, the red line is the median and the top and bottom are the 3^rd^ and 1^st^ quartiles, respectively. The vertical black bars are the range between minimum and maximum of the red dots. In **A**, all lines are best fits. In **B**, **C**, **D**, **E**, and **F**, all lines are model predictions, based on the parameters used to best fit **A**. The insets show the *R*^*2*^ for each model fit and prediction.

**Table 3:** Parameter values inferred for each model.

Interference model	Inferred parameter values	Average *R*^*2*^ (*M*, *CV*^*2*^, *S*) 1X medium	Average *R*^*2*^ (*M*, *CV*^*2*^, *S*) 0.5X medium
Exponential 1	*k*_*bind*_⋅[*R*] = 1.09 × 10^−2^ s^-1^ × (cell vol)^-1^ *k*_*bind*_ = 7.53 × 10^−5^ s^-1^ *k*_*unbind*_ = 0.84 s^-1^ *k*^max^ = 677.7 s^-1^ *b*_*1*_ = 5.08 × 10^−2^ bp^-1^	0.21 (Fig 6A–6C)	0.09 (Fig 6D–6F)
Exponential 2	*k*_*bind*_⋅[*R*] = 9.71 × 10^−3^ s^-1^ × (cell vol)^-1^ *k*_*bind*_ = 6.74 × 10^−5^ s^-1^ *k*_*unbind*_ = 0.80 s^-1^ *k*^max^ = 554.8 s^-1^ *b*_*1*_ = 7.92 × 10^−8^ bp^-1^ *b*_*2*_ = 1.47 × 10^−3^ bp^-2^	0.25 (Fig 6A–6C)	0.12 (Fig 6D–6F)
Step	*k*_*bind*_⋅[*R*] = 6.62 × 10^−3^ s^-1^ × (cell vol)^-1^ *k*_*bind*_ = 4.60 × 10^−5^ s^-1^ *k*_*unbind*_ = 0.49 s^-1^ *k*^max^ = 313.4 s^-1^ *L* = 35.11 bp (by best fitting, which corresponds to 35 bp)	0.35 (Fig 6A–6C)	0.15 (Fig 6D–6F)
zero order	*k*_*bind*_⋅[*R*] = 4.63 × 10^−3^ s^-1^ × (cell vol)^-1^ *k*_*bind*_ = 3.22 × 10^−5^ s^-1^ *k*_*unbind*_ = 0.57 s^-1^ *k*^max^ = 6.48 s^-1^	-0.007 (Fig 6A–6C)	-0.12 (Fig 6D–6F)

Next, we inserted all parameter values (empirical and inferred) in Eqs (10) and (11) to predict $CV_{P}^{2}$ and *S*_*P*_ in 1X medium (Fig 6B and 6C). Also, we inserted the same parameter values and the estimated RNAP numbers in 0.5X medium in Eqs (8–11) to obtain the analytical solutions for *M*_*P*_, $CV_{P}^{2}$ and *S*_*P*_ for 0.5X medium (Fig 6D,6E and 6F).

From Fig 6, the data is ‘noisy’, which suggests that it is not possible to establish if the models are significantly different. As such, here we only select the one that best explains the data, based on the *R*^*2*^ values of the fittings. Table 3 shows the mean *R*^*2*^ for *M*_*P*_, $CV_{P}^{2}$, and *S*_*P*_ when confronting the model with the data. Overall, from the *R*^*2*^ values, the step model is the one that best fits the data. Meanwhile, the ‘ZeroO’ model is the least accurate, which supports the existence of distinct kinetics when *d*_*TSS*_ is smaller or larger than 35 nucleotides, which is the length of the RNAP when committed to OC on the TSS [23–25].

In summary, the proposed model of expression of genes under the control of a pair of tandem promoters is based on a standard model of transcription of each promoter, which are subject to interference, either due to occlusion of the TSSs or by RNAP occupying the TSS of the downstream promoter. The influence of each occurrence of these events is well modeled by linear functions of TSS occupancy times, while their dependency on *d*_*TSS*_ is modeled by a continuous step function. If *d*_*TSS*_ is larger than 35 bp, effects from the RNAP occupying the downstream promoter can occur, else occlusion can occur.

We then confronted the analytical solutions of the step model with stochastic simulations (Section ‘Stochastic simulations for the step inference model’ in the S1 Appendix). We first assumed various *d*_*TSS*_, but fixed *k*_*bind*_, for simplicity. Visibly, *M*_*P*_, $CV_{P}^{2}$, and *S*_*P*_ of the stochastic simulations are well-fitted by the analytical solution, supporting the initial assumption that $CV_{P}^{2}$, and *S*_*P*_ follow a negative binomial (Fig M in the S2 Appendix).

However, natural promoters are expected to differ in *k*_*bind*_ as they differ in sequence [48,49]. Thus, we introduced this variability and studied whether the analytical model holds. To change the variability, we obtained each *k*_*bind*_ from gamma distributions (means shown in Table 3 and CVs in Table I in the S3 Appendix). We chose a gamma distribution since its values are non-negative and non-integer (such as rate constants). Meanwhile, all parameters of the step model, aside from *k*_*bind*_, are obtained from Tables 2 and 3. For *d*_*TSS*_ ≤ 35 and *d*_*TSS*_ > 35, and each CV considered, we sampled 10000 pairs of values of *k*_*bind*_⋅[*R*], and calculated *M*, *CV*^*2*^ and *S* for each of them. Next, we estimated the average and standard deviation of each statistics. From Fig N in the S2 Appendix, if *CV*(*k*_*bind*_)<1, the analytical solution is robust. In that the standard error of the mean is smaller than *M*_*P*_/3. Notably, for such C*V*, the strength of the two paired promoters would have to differ unrealistically by more than 2000%, on average (Table I in the S3 Appendix). Thus, we find the analytical solution to be reliable.

From our estimation of *k*_*p*_, we further estimated a protein-to-RNA ratio, $\frac{M_{P}}{M_{RNA}}=\frac{k_{p}}{k_{pd}}$. From Eq 8 and Table 2, we find that $\frac{k_{p}}{k_{pd}}$ ~ 1418 in both media, which agrees with previous estimations (~1832 in 27]).

Next, we used the fitted model to predict (using Eqs 8 to 11) the influence of promoter occupancy (*ω*) on the *M*_*P*_, $CV_{P}^{2}$ and *S*_*P*_ of upstream and downstream promoters. We set *d*_*TSS*_ to 20 bp to represent promoters where ≤ 35, and to 100 bp to represent promoters with *d*_*TSS*_ > 35. Then, for each cohort, we changed *ω* from 0.01 to 0.99 (i.e., nearly all possible values). In addition, we estimated these moments when *k*_*occlusion*_, *k*_*occupy*_, and *ω* are all set to zero (i.e., the two promoters do not interfere), for comparison.

From Fig 7, a pair of tandem promoters can produce less proteins than a single promoter with the same parameter values, if *d*_*TSS*_ ≤ 35, which makes occlusion possible. Meanwhile, if *d*_*TSS*_ > 35, tandem promoters can only produce protein numbers in between the numbers produced by one isolated promoter and the numbers produced by two isolated promoters. In no case can two interfering tandem promoters produce more than two isolated promoters with equivalent parameter values. I.e., according to the model, the interference between tandem promoters cannot enhance production.

**Fig 7:**
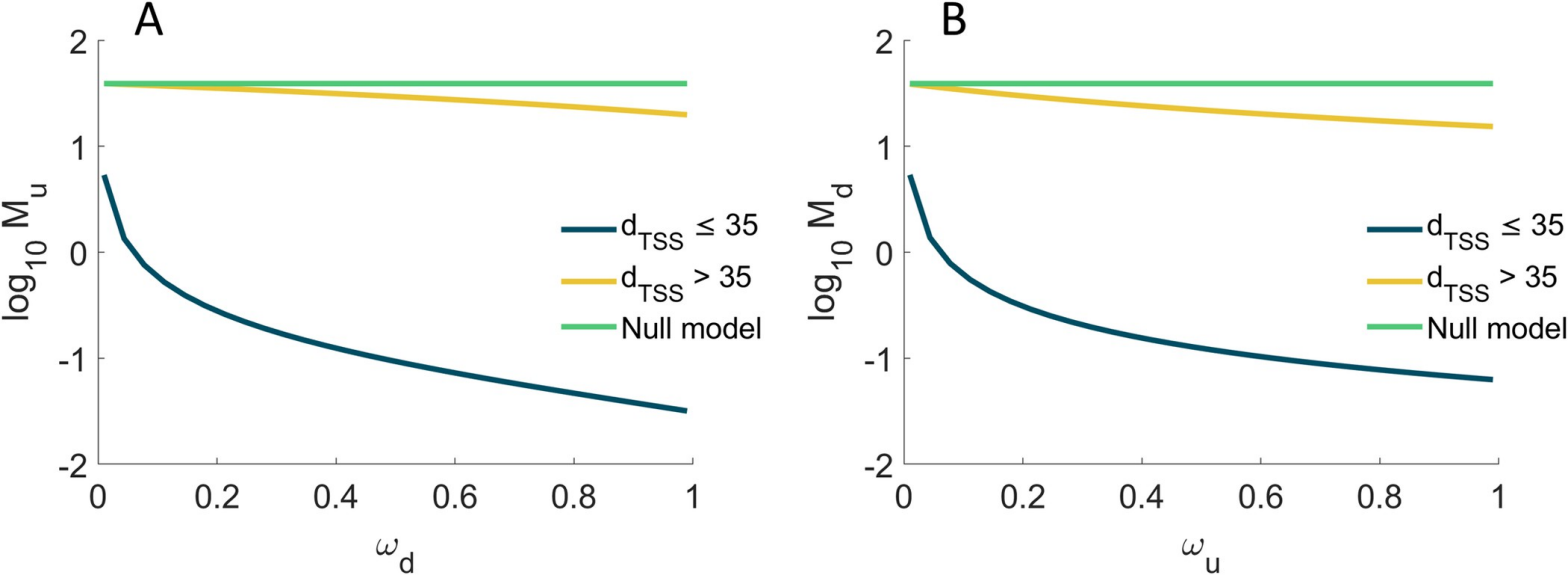
Mean protein numbers produced as a function of other promoter’s occupancy. *M*_*P*_ of the single-cell distribution of the number of proteins produced (**A**) by the upstream promoter alone, and (**B**) by the downstream promoter alone. Results are shown as a function of the fraction of times that the upstream (0.01 ≤ *ω*_*u*_≤ 0.99) and the downstream (0.01 ≤ *ω*_*d*_ ≤ 0.99) promoter are occupied by RNAP. The null model is estimated by setting *k*_*occlusion*_, *k*_*occupy*_, and *ω* to zero.

Meanwhile, the kinetics of the upstream (Fig 7A and panel A of Fig O in the S2 Appendix) and downstream promoters (Fig 7B and panel B of Fig O in the S2 Appendix) only differ in that the downstream promoter is more responsive to *ω*.

Finally, consider that the model predicts that transcription interference should occur in tandem promoters, either due to occlusion if *d*_*TSS*_ ≤ 35 occupancy or due to occupancy of the downstream promoter if *d*_*TSS*_ > 35. Meanwhile, in single promoters, neither of these phenomena occurs. Thus, on average, two single promoters should produce more RNA and proteins than a pair of tandem promoters of similar strength. Using the genome wide data from [28] on protein expression levels during exponential growth we estimated the double of the mean expression level (it equals 183.8) of genes controlled by single promoters (section ‘Selection of natural genes controlled by single promoters’ in the S1 Appendix). Meanwhile, also using data from [28], the mean expression level of genes controlled by tandem promoters equals 148 (estimated from the 26 that they have reported on), in agreement with the hypothesis. Nevertheless, this data is subject to external variables (e.g., TF interference). A definitive test would require the use of synthetic constructs, lesser affected by external influences.

### Regulatory parameters of promoter occupancy and occlusion

Since the occupancy, *ω*, of each of the tandem promoters is responsible for transcriptional interference by occlusion and by RNAPs occupying the downstream promoter, we next explored the biophysical limits of *ω*. Eqs 6A and 6B define the occupancies of the upstream and downstream promoters, *ω*_*u*_ and *ω*_*d*_, respectively. For simplicity, here we refer to both of them as *ω*. Fig 8A shows that *ω* increases with the rate of RNAP binding (*k*_*bind*_⋅[*R*]), but only within a certain range of (high) values of the time from binding to elongating ($k_{after}^{-1}$). I.e., RNAPs need to spend a significant time in OC, if they are to cause interference, which is expected. Similarly, *ω* changes with $k_{after}^{-1}$, but only for high values of *k*_*bind*_⋅[*R*]. I.e., if it’s rare for RNAPs to bind, the occupancy will necessarily be weak.

In detail, from Fig 8A, *ω* can change significantly within 10^−2^ < *k*_*bind*_*×[R]* < 10 s^-1^ and 10^−2^ < $k_{after}^{-1}$ < 10^2^ s. For these ranges, we expect RNA production rates (*k*_*r*_, Eqs 5A, 5B, 6B, 7 and 9) to vary from ~10^−5^ (if *d*_*TSS*_ ≤ 35) and ~10^−4^ (if *d*_*TSS*_ > 35) until 10 s^-1^. In agreement, in *E*. *coli*, promoters have RNA production rates from ~10^−3^ to 10^−1^ s^-1^ when induced [20–21,39,50–51]and ~10^−4^ to 10^−6^ s^-1^ when non-fully active [28]. Thus, *ω* can differ within realistic intervals of parameter values.

**Fig 8:**
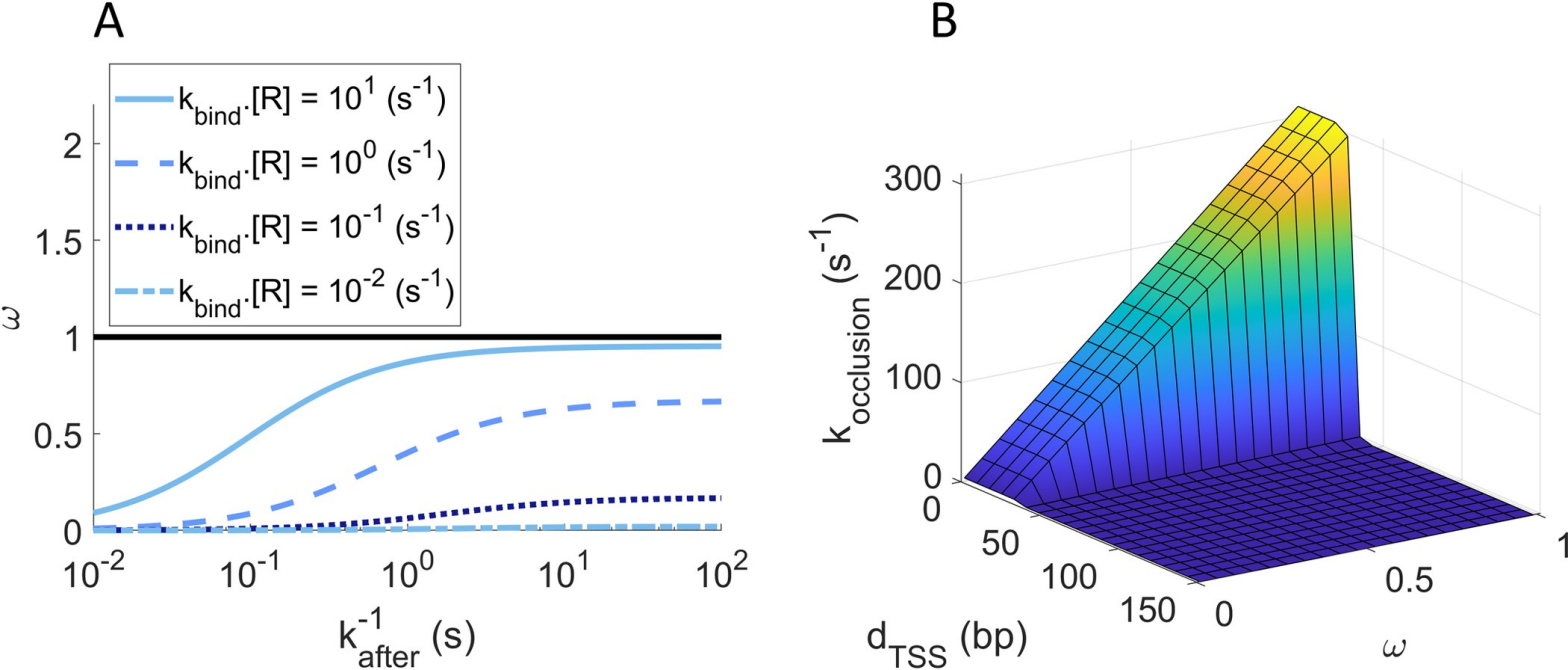
Promoter occupancy *ω* estimated for the step model. (A) *ω* as a function of the rate constant for a *free* RNAP to bind to the *unoccupied* promoter (*k*_*bind*_⋅[*R*]) and of the time for that RNAP to start elongation after commitment to OC, $k_{after}^{-1}$. The horizontal black line at *ω* = 1, is the maximum fraction of time that the promoter can be occupied (i.e., the maximum promoter occupancy). (B) *k*_*occlusion*_ plotted as a function of *ω* and *d*_*TSS*_. Since *k*_*occlusion*_ increases with *ω* if and only if *d*_*TSS*_ ≤ 35, it renders the simultaneous occupation of both TSS’s impossible.

Next, we estimated *k*_*occlusion*_, the rate at which a promoter occludes the other as a function of *d*_*TSS*_ and *ω* using Eqs 6A and 6B. *k*^*max*^ is shown in Table 3. To model *I(d*_*TSS*_*)* we used the step function in Table 1. Overall, *k*_*occlusion*_ changes linearly with *ω*, when and only when *d*_*TSS*_ ≤ 35 (Fig 8B).

### State space of the single cell statistics of protein numbers of tandem promoters

We next studied how much the single-cell statistics of protein numbers (*M*_*P*_, $CV_{P}^{2}$, and *S*_*P*_) of the upstream, ‘u’, and downstream, ‘d’, promoters changes with *ω*_*u*_, *ω*_*d*_, and *d*_*TSS*_. Here, *ω*_*u*_ and *ω*_*d*_ are increased from 0 to 1 by increasing the respective *k*_*bind*_ (Eqs 6A and 6B).

From Fig 9A, if *d*_*TSS*_ ≤ 35 bp, reducing *ω*_*d*_ while also increasing *ω*_*u*_ is the most effective way to increase *M*_*u*_, since this increases the number of RNAPs transcribing from the upstream promoter that are not hindered by RNAPs occupying the downstream promoter. If *d*_*TSS*_ > 35 bp, the occupancy the downstream promoter, *ω*_*d*_, becomes ineffective.

**Fig 9:**
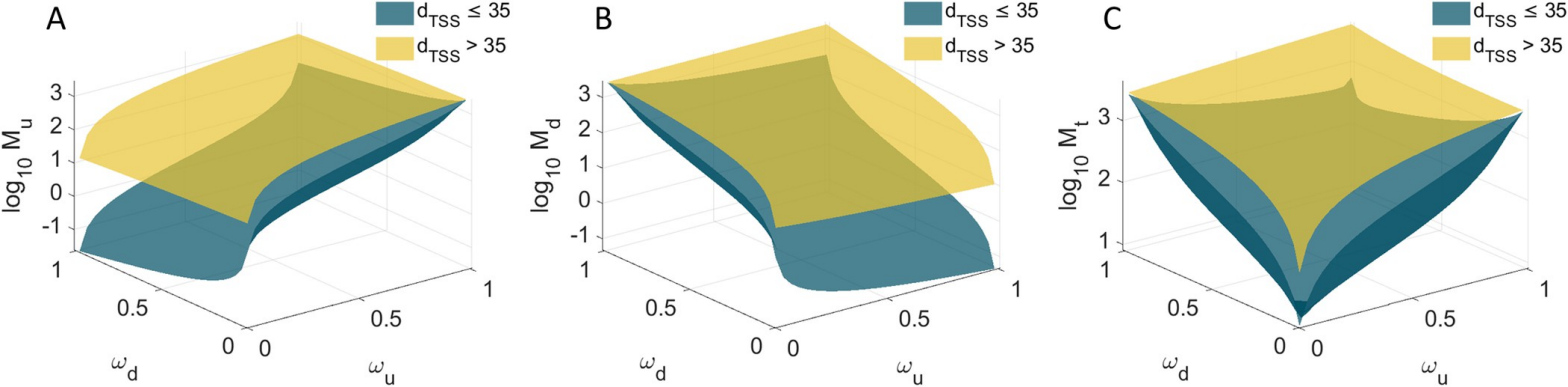
Mean protein expression as a function of both promoters’ occupancy. Expected mean protein numbers due to the activity of: (**A**) the upstream promoter alone, (**B**) the downstream promoter alone, and (**C**) both promoters. *M*_*P*_ is shown as a function of the fraction of times that the upstream (0 ≤ *ω*_*u*_ ≤ 1) and the downstream (0 ≤ *ω*_*d*_ ≤ 1) promoters are occupied by RNAP, when *d*_*TSS*_ > 35 (yellow) and *d*_*TSS*_ ≤ 35 (dark green) bp.

Oppositely, from Fig 9B, if *d*_*TSS*_ ≤ 35 bp, increasing *ω*_*d*_ while also decreasing *ω*_*d*_, is the most effective way to increase *M*_*d*_ since this increases the number of RNAPs transcribing from the downstream promoter does not interfere by RNAPs elongating from the upstream promoter. If *d*_*TSS*_ > 35 bp, the occupancy the upstream promoter, *ω*_*u*_, becomes ineffective.

Finally, from Fig 9C, regardless of *d*_*TSS*_, for small *ω*_*d*_ and *ω*_*u*_, as the occupancies increase, *M*_*t*_ increases quickly and in a non-linear fashion. However, as both *ω*_*d*_ and *ω*_*u*_ reach high values, *M*_*t*_ decreases for further increases, if *d*_*TSS*_ ≤ 35 bp. Instead, if *d*_*TSS*_ > 35 bp, Mt appears to saturate.

From Fig P in the S2 Appendix, $CV_{P}^{2}$ and *S*_*P*_ behave inversely to *M*_*P*_.

Relevantly, in all cases, the range of predicted protein numbers (Fig 9C) are in line with the empirical values (~10^−1^ to 10^3^ proteins per cell) (Fig 4D).

## Discussion

*E*. *coli* genes controlled by tandem promoters have a relatively high mean conservation level (0.2, while the average gene has 0.15, with a p-value of 0.009), suggesting that they play particularly relevant biological roles (section ‘Gene Conservation’ in the S1 Appendix). From empirical data on single-cell protein numbers of 30 *E*. *coli* genes controlled by tandem promoters, we found evidence that their dynamics is subject to RNAP interference between the two promoters. This interference reduces the mean single-cell protein numbers, while increasing its *CV*^*2*^ and skewness, and can be tuned by *ω*, the promoters’ occupancy by RNAP, and by *d*_*TSS*_. Since both of these parameters are sequence dependent [21,31] the interference should be evolvable. Further, since *ω* of at least some of these genes should be under the influence of their several input TFs, the interference has the potential to be adaptive.

We proposed models of the dynamics of these genes as a function of *ω* and *d*_*TSS*_, using empirically validated parameter values. In our best fitting model, transcription interference is modelled by a step function of *d*_*TSS*_ (instead of gradually changing with *d*_*TSS*_), since the only detectable differences in dynamics with changing *d*_*TSS*_ were between tandem promoters with *d*_*TSS*_ ≤ 35 and *d*_*TSS*_ > 35 nucleotides (the latter cohort of genes having higher mean expression and lower variability). We expect that causes this difference tangible is the existence of the OC formation. In detail, the OC is a long-lasting DNA-RNAP formation that occupies that strict region of DNA at the promoter region [24,31]. As such, occlusion should share these physical features. Because of that, when *d*_*TSS*_ ≤ 35, an RNAP bound to TSS always occludes the other TSS, significantly reducing RNA production. Meanwhile, if *d*_*TSS*_ > 35, interference occurs when an RNAP elongating from the upstream promoter is obstructed by an RNAP occupying the downstream promoter.

Meanwhile, contrary to *d*_*TSS*_, if one considers realistic ranges of the other model parameters, it is possible to predict a very broad range of accessible dynamics for tandem promoter arrangements. This could explain the observed diversity of single-cell protein numbers as a function of *d*_*TSS*_ (Fig 6). At the evolutionary level, such potentially high range of dynamics may provide high evolutionary adaptability and thus, it may be one reason why genes controlled by these promoters are relatively more conserved.

One potentially confounding effect which was not accounted for in this model is the accumulation of supercoiling. Closely spaced promoters may be more sensitive to supercoiling buildup than single promoters [52–54]. If so, it will be useful to extend the model to include these effects [26]. Using such model and measurements of expression by tandem promoters when subject to, e.g. Novobiocin [55], may be of use to infer kinetic parameters of promoter locking due to positive supercoiling build-up.

Other potential improvements could be expanding the model to tandem arrangements other than I and II (Fig 1), to include a third form of interference (transcription elongation of a nearby gene).

One open question is whether placing promoters in tandem formation increases the robustness of downstream gene expression to perturbations (e.g., fluctuations in the concentrations of RNAP or TF regulators). A tandem arrangement likely increases the robustness to perturbations which only influence one of the promoters. 

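In the time-lapse RNA-seq data, 15 of the 33 pairs of a single input TF and a gene controlled by tandem promoters (Table E in S3 Appendix) had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test on both sides, for the TF at 20 min and for the gene at 180 min. In 10 of these 15 pairs both changes had the same sign, and in 5 the signs were opposite. The 10 include the 2 self-regulated pairs, of *argR* and *fadR*, in which the RNA of the same gene is compared at 20 and 180 min. Over all pairs, these 2 included, 20 of 33 had the same sign. Simulated unchanged groups against the same 0 min samples gave a mean of 16.8 pairs of the same sign, and between 11 and 22 in 95% of the simulations. Whether a TF activates or represses its target is not part of these counts.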

Another open question is why several of the 102 tandem promoters with arrangements I and II appeared to behave independently from their input TFs (according to the RNA-seq data), albeit having more input TFs (1.62 on average) than expected by chance (the average *E*. *coli* gene only has 0.95). As noted above, we hypothesize that these input TFs may become influential in conditions other than the ones studied here.

Here, we also did not consider any influence from the phenomenon of “RNAP cooperation” [56]. This is based on this being an occurrence in elongation, and we expect interactions between two *elongating* RNAPs to rarely affect the interference between tandem promoters [9]. However, potentially, it could be of relevance in the strongest tandem promoters.

Finally, a valuable future study on tandem promoters will require the use of synthetic tandem promoters (integrated in a specific chromosome location) that systematically differ in promoter strengths and nucleotide distances. This would allow extracting parameter values associated to promoter interference to create a more precise model than the one based on the natural promoters (which is influenced by TFs, etc). Similarly, measuring the strength of individual natural promoters would contribute to this effort.

Overall, our model, based on a significant number of natural tandem promoters whose genes have a wide range of expression levels, should be applicable to the natural tandem promoters not observed here (at least of arrangements I and II), including of other bacteria, and to be accurate in predicting the dynamics of synthetic promoters in these arrangements.

Currently, predicting how gene expression kinetics change with the promoter sequence remains challenging. Even single- or double-point mutants of known promoters behave unpredictably, likely because the individual sequence elements influence the OC and CC in a combinatorial fashion. Consequently, the present design of synthetic circuits is usually limited to the use of a few promoters whose dynamics have been extensively characterized (Lac, Tet, etc.). This severely limits present synthetic engineering.

We suggest that a promising methodology to create new synthetic genes with a wide range of predictable dynamics is to assemble well-characterized promoters in a tandem formation, and to tune their target dynamics using our model. Specifically, for a given dynamics, it is possible to invert the model and find a suitable pair of promoters with known occupancies and corresponding *d*_*TSS*_ (smaller or larger than 35), which achieve these dynamics. A similar strategy was recently proposed in order to achieve strong expression levels [57]. Our results agree and further expand on this by showing that the mean expression level can also be reduced and expression variability can further be fine-tuned.

Importantly, this can already be executed, e.g., using a library of individual genes whose expression can be measured [28]. From this library, we can select any two promoters of interest and arrange them as presented here, in order to obtain a kinetics of expression as close as possible to a given target. Note that these dynamics have a wide range, from weaker to stronger than that of either promoter (albeit no stronger than their sum, Fig 9C). Given the number of natural genes whose expression is already known and given the present accuracy in assembling specific nucleotide sequences, we expect this method to allow the rapid engineering of genes with desired dynamics with an enormous range of possible behaviours. As such, these constructs could represent a recipe book for the components of gene circuits with predictable complex kinetics.

## Materials and methods

Using information from RegulonDB v10.5 as of 30^th^ of January 2020 [58], we started by searching natural genes controlled by two promoters (Section ‘Selection of natural genes controlled by tandem promoters’ in the S1 Appendix). Next, we studied their evolutionary conservation and ontology (Sections ‘Gene conservation’ and ‘Gene Ontology’ in the S1 Appendix) and analysed their local topological features within the TFN of *E*. *coli* (Section ‘Network topological properties’ in the S1 Appendix).

RNA-seq measurements were conducted in two points in time (Section ‘RNA-seq measurements and data analysis’ in the S1 Appendix), to obtain fold changes in RNA numbers of genes controlled by tandem promoters with arrangements I and II, their input TFs, and their output genes (Fig 1). We used this data to search for relationships between input and output genes.

Next, a model of gene expression was proposed, and reduced to obtain an analytical solution of the single-cell protein expression statistics of tandem promoters (Sections ‘Derivation of mean protein numbers at steady state produced by a pair of tandem promoters’ and ‘*CV*^*2*^ and skewness of the distribution of single-cell protein numbers of model tandem promoters’ in the S1 Appendix). This analytical solution was compared to stochastic simulations conducted using the simulator SGNS2. (Section ‘Stochastic simulations for the step inference model’ in the S1 Appendix).

We collected single-cell flow-cytometry measurements of 30 natural genes controlled by tandem promoters (Section ‘Flow-cytometry and data analysis’ in the S1 Appendix) to validate the model. For this, first, from the original data, we subtracted the cellular background fluorescence (Section ‘Subtraction of background fluorescence from the total protein fluorescence’ in the S1 Appendix). Then, we converted the fluorescence intensity into protein numbers (Section ‘Conversion of protein fluorescence to protein numbers in the S1 Appendix). From this we obtained empirical data on *M*, *CV*^*2*^, *and S* of the single-cell distributions of protein numbers in two media (Sections ‘Media and chemicals’ and ‘Strains and growth conditions’ in the S1 Appendix). Flow-cytometry measurements were also compared to microscopy data, supported by image analysis (Section ‘Microscopy and Image analysis’ in the S1 Appendix), for validation.

Comparing the data from RegulonDB (30.01.2020) used here, with the most recent (21.07.2021), we found that the numbers of genes controlled by tandem promoters of arrangements I and II differed by ~4% (from 102 to 98). Regarding those whose activity was measured by flow-cytometry, this difference is ~3% (30 to 31). Globally, 163 TF-gene interactions differed (~3.4%) while for the 98 genes controlled by tandem promoters of arrangements I and II, only 10 TF-gene interactions differ (~2.7%). Finally, globally the numbers of TUs differed by ~1%, promoters by ~0.6%, genes by ~1%, and terminators by ~15% (which did not affect the genes studied, as they changed by ~4% only). These small differences should not affect our conclusions.

Finally, a data package is provided in Dryad [59] with flow-cytometry and microscopy data and codes used. The RNAseq data has been deposited in NCBI’s Gene Expression Omnibus [60] and are accessible through GEO Series accession number GSE183139 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE183139).

### Dryad DOI

10.5061/dryad.bnzs7h4bs.

## Supporting information

S1 Appendix Extended Materials and Methods. (DOCX) Click here for additional data file.

S2 Appendix Supporting Figures. (DOCX) Click here for additional data file.

S3 Appendix Supporting Tables. (DOCX) Click here for additional data file.

S4 Appendix Supporting Results. (DOCX) Click here for additional data file.

S1 Table Gene Ontology. Overrepresentation tests using the PANTHER Classification System. List of biological processes which are overrepresented using Fisher’s exact tests are shown. (Excel)
(XLSX) Click here for additional data file.

S2 Table Protein statistics. Statistics of single-cell distributions of protein fluorescence of genes controlled by tandem promoters as measured by flow-cytometry in 1X and 0.5X diluted M9 media conditions. (Excel)
(XLSX) Click here for additional data file.

S3 Table Protein statistics. Statistics of single-cell distributions of protein fluorescence of genes controlled by single promoter as measured by flow-cytometry in 1X M9 media condition. (Excel)
(XLSX) Click here for additional data file.

# Supplementary material for: Analytical kinetic model of native tandem promoters in E. coli
**Source:** PLoS Comput Biol. 2022 Jan 31;18(1):e1009824. doi: 10.1371/journal.pcbi.1009824
**Supplement:** S1 Appendix

**S1 Appendix: Extended Materials and Methods**

**Selection of natural genes controlled by tandem promoters**

We define a pair of tandem promoters as two promoters in a head-to-tail formation transcribing the same gene, as in [1]. In order to find them in the genome of *E. coli*, from RegulonDB, we obtained the lists of all known transcription units (TUs), promoters (defined as stretches of 60 upstream and 20 downstream nucleotide sequences from a TSS), gene sequences, TFs, and terminators [2].

From the list of TUs (3560), we extracted all genes (510) under the control of two and only two promoters in tandem formation with known TSS and DNA strand (information from the promoters’ list). Then, we calculated the nucleotide distance between their pair of TSSs (*dTSS*) and obtained the start and end positions of their sequence in the DNA. As a side note, we found additional 321 genes controlled by more than two promoters in tandem formation, which are not accounted for as they are not included in the model, for simplicity.

Next, we removed all genes with another gene or promoter sequence (associated to a TU) located in the opposing strand anywhere between the start of the upstream promoter and the end of the gene sequence (186 out of 510) since their dynamics may be subject to interference from convergent RNAPs [1,3,4]

Out of the remaining 324 genes, only 152 are in the first position of a TU or in a TU with only one gene. Since evidence suggests that the existence of multiple genes in a TU influences their transcription significantly, due to premature terminations, distance to the promoter etc. [5,6], we opted for keeping only those 152 genes. Subsequently, from the list of terminators, we obtained their start and end positions and DNA strand and filtered out (9 out of 152) genes with a terminator sequence in between the beginning of the upstream promoter and the end of the gene sequence, due to potential enhanced premature terminations. Finally, from these, we only considered promoter pairs (102 out of the 143 genes) such that no gene is coded in the regions containing them or the space in between them (Fig 1), so that elongation of other genes do not perturb their transcription.

Finally, of these 102 genes, we measured the expression levels at the single-cell level of 30 of them (Table A in S3 Appendix) using a YFP strain library [7]. These genes are of the categories ‘I’ (9 genes) and ‘II’ (21 genes) in Fig 1. Their *dTSS*range from 84 to 173, and from 3 to 73 nucleotides, respectively.

**Selection of natural genes controlled by single promoters**

To select natural genes controlled by single promoters in the genome of *E. coli,* from RegulonDB, we obtained the lists of all known transcription units (TUs), promoters, gene sequences and terminators [2]. From the list of TUs (3560), we extracted all genes (1760) under the control of one and only one promoter with known TSS and DNA strand (information from the promoters’ list). Next, we filtered out all genes with another gene or promoter sequence (associated to a TU) located in the opposing strand anywhere between the start of the promoter and the end of the gene sequence (446 out of 1760) since their dynamics may be subject to interference from convergent RNAPs [1,3,4] Out of the remaining 1314 genes, only 649 are in the first position of a TU or in a TU with only one gene and no other promoter sequence (associated to another TU) between the promoter and the end of the gene of interest. Since evidence suggests that the existence of multiple genes in a TU influences their transcription significantly, due to premature terminations, distance to the promoter etc. [5,6], we opted for keeping only those 649 genes. Subsequently, from the list of terminators, we obtained their start and end positions and DNA strand and filtered out (36 out of 649) genes with a terminator sequence in between the promoter and the end of the gene sequence, due to potential enhanced premature terminations. Finally, of these 613 genes, we obtained data on the expression levels of 126 genes from [7], which we used to compare expression levels of genes controlled by tandem promoters and genes controlled by single promoters.

Meanwhile, for purposes of validating the scaling factor between protein fluorescence and numbers, of these 613 genes, we measured the expression levels at the single-cell level of 10 of them, randomly selected (Table B in S3 Appendix) [7].

**Gene Conservation**

From a list of 5443 reference bacterial genomes [8], we used the Rentrez package [9] to obtain which genes are present in each genome. Next, we removed those genomes without gene entries (1310). Using the remaining genomes, we estimated the evolutionary conservation of each gene in the genome of MG1655 (GCF_000005845.2_ASM584v2), including those controlled by tandem promoters, by the ratio between the number of genomes where the gene is present, and the total number of genomes considered. Fig Q in S2 Appendix shows the conservation levels as a function of dTSS of the tandem promoters controlling the genes’ expression.

**Gene Ontology (GO)**

For gene ontology representations, we performed overrepresentation tests using the PANTHER Classification System [10], which finds statically significant overrepresentations using Fisher’s exact tests. For p-values < α (here set to 0.05), the null hypothesis that there are no associations between the gene cohort and the corresponding GO of the biological process is rejected, which we interpret as the gene cohort being associated with corresponding GO of the biological process.

**Network topological properties**

By ‘network topologicalproperty’ we refer to some feature of a gene that is related to how that gene is integrated with the network formed by TFs linking genes. We used *Cytoscape* [11] to extract these features for the genes controlled by tandem promoters from the *known* transcription factor (TF) network of *E. coli*, using information from RegulonDB v10.5 on all known transcription factors (TFs) and their binding sites [2].

Next, for the two cohorts of genes with *dTSS* larger or not than 35 bps, based on definitions in [12], we calculated (Table C in S3 Appendix) the mean and standard error of each cohort’s average shortest path length (minimum number of edges between pairs of genes), clustering coefficient (fraction of input nodes to a node that are also linked), eccentricity (maximum non-infinite shortest path length between the node and another node in the network), edge count (number of edges/nodes that are connected to the node), indegree (number of incoming edges), neighbourhood connectivity (average connectivity of all nearest neighbours), and outdegree (number of outgoing edges).

For each feature, we also obtained a p-value, which is the probability that the genes of the cohort have a smaller mean than the mean from all genes of *E. coli*. This probability is estimated from 105 cohorts assembled from random samples from all genes with replacement, using a non-parametric bootstrap method. The sample size is equal to the size of the cohort being compared with.

**Media and chemicals**

Measurements were performed in Luria-Bertani (LB) and M9 media (standard and diluted). The chemicals, such as tryptone, sodium chloride, agarose, MEM amino acids (50X), MEM Vitamin solution (100X), Glucose and antibiotic chloramphenicol, etc. were purchased from Sigma Aldrich. Yeast extract was purchased from Lab M (Topley House, Bury, Lancashire, UK). The components of LB medium were 10 g tryptone, 10 g NaCl, and 5 g yeast extract in 1000 mL distilled water. For M9 medium, the components were 1x M9 Salts, 2 mM MgSO4, 0.1 mM CaCl2; 5x M9 Salts with 34 g/L Na2HPO4, 15 g/L KH2PO4, 2.5 g/L NaCl, 5 g/L NH4Cl supplemented with 100X vitamins, 0.2% Casamino acids and 0.4% glucose. We also used ‘0.5X’ and ‘0.25X’ media by diluting the M9 medium to 1:1 and to 1:3 respectively, using autoclaved distilled water [13-16].

**Strains and growth conditions**

To measure RNA polymerase (RNAP) levels at different medium, we used the RL1314 strain with RpoC endogenously tagged with GFP (generously provided by Robert Landick), which was engineered from the W3110 strain (used here to measure background fluorescence).

To measure single-cell protein levels of genes controlled by tandem promoters, we used genes endogenously tagged with the YFP coding sequence from the YFP fusion library [7]. These were purchased from the *E. coli* genetic stock center (CGSC) of Yale University, U.S.A. (Table B in S3 Appendix), which has wild type MG1655 cells as the reference genome (and thus was used to measure cellular background fluorescence). Measurements of protein levels using this library are expected to be precise for a wide range of expression levels, given evidence for strong correlation in single gene expression levels when measured by RNA-fish, RNA-seq, mass spectrometry and flow cytometry (taken using the YFP library) [7]. The lesser accurate estimations occur for the weakest expressing genes [7][17], due to their values being near the level of cellular autofluorescence. For this reason as well, we do not consider all of the 30 genes in our analysis as described in the Results section.

From a glycerol stock (-80°C), cells were streaked on LB agar plates with the appropriate antibiotics and incubated at 37°C overnight. From the plates, a single colony was picked, inoculated in LB medium and supplemented with appropriate antibiotics and incubated at 30°C overnight with shaking at 250 rpm. Next, overnight cultures were diluted into freshly prepared tailored media (see ‘Media and Chemicals’), with appropriate antibiotics with an O.D600 of 0.03 (Optical Density, 600 nm; Ultrospec 10, Amersham biosciences, UK) and allowed to grow at 30°C with shaking at 250 rpm until reaching the mid-exponential phase (O.D600 ~0.4-0.5). At this stage, measurements of protein levels were conducted using ﬂow-cytometry and/or microscopy.

**Growth curves**

Growth curves were measured by O.D600 using a spectrophotometer (Ultrospec 10; GE Healthcare). From the overnight culture, cells were diluted (1:10000) into the respective fresh media and allowed to grow while shaking (250 rpm). O.D.’s were recorded for 450 min. every 30 min. We performed 3 biological replicates for each condition. We found negligible variability between replicates. The results shown are the averages and standard error of the mean.

**Microscopy and image analysis**

When reaching the mid-exponential growth phase, cells were pelleted by centrifugation (10000 rpm for 1 min), and the supernatant was discarded. The pellet was re-suspended in 100 µL of the remaining medium Next, 3 µL of cells were placed in between 2% agarose gel pad and a coverslip and imaged using a confocal microscopy with a 100X objective. The ﬂuorescence was measured with a 488 nm laser and a 514/30 nm emission ﬁlter. Phase-contrast images were simultaneously acquired for purposes of segmentation and to assess health, morphology, and physiology.

Using the software *CellAging* [18], from phase contrast images, we segmented cells semi-automatically, correcting errors manually. Next, phase-contrast and corresponding fluorescence images were aligned to extract single-cell fluorescence intensities (example image in Fig 4B). We then performed background subtraction, i.e., from each cell’s total fluorescence we subtracted the mean fluorescence of control cells, not expressing YFP.

**RNA-seq measurements and data analysis**

We searched for correlations between the LFCs over time of genes controlled by tandem promoters (‘Tg’) and the LFCs over time of their output genes (‘Og’) as well as their input genes (‘Ig’).

Given known rates of RNA and protein production and degradation in *E. coli* [7, 19-22], we expect changes in RNA numbers to take at least 60 min. on average, to propagate to protein numbers. Thus, we performed RNA-seq of cells in exponential growth phase at moments ‘0 min’, and then 20 and 180 mins. later. We then calculated LFCs between 0 and 20 min, and between 0 and 180 min.

Specifically, to assess if LFCs in Ig propagate to Tg, we compared changes in Ig between moments 0 and 20, with changes in Tg between moments 0 and 180 min. Similarly, to assess LFCs in Tg propagate to Og, we compared changes in Tg between moments 0 and 20, with changes in Og between moments 0 and 180 min. Results are shown in Panels A and B of Fig D in S2 Appendix.

**Sample preparation**

For RNA-seq experiments, single colonies of K12 MG1655 cells were picked from LB Agar plates and inoculated into 5 ml of LB medium. Cultures were grown overnight with shaking at 250 rpm. Next, these cultures were diluted to O.D600 of 0.05 in fresh LB medium and incubated, with a 250 rpm agitation. RNA-seq was performed over time (0, 20 and 180 min). Total RNA from 3 independent biological replicates in each medium was extracted using RNeasy kit (Qiagen). RNA was treated twice with DNase (Turbo DNA-free kit, Ambion) and quantified using Qubit 2.0 Fluorometer RNA assay (Invitrogen, Carlsbad, CA, USA). Total RNA amounts were determined by gel electrophoresis, using a 1% agarose gel stained with SYBR safe (Invitrogen). RNA was detected using UV with a Chemidoc XRS imager (Biorad).

Sequencing was performed by GENEWIZ, Inc. (Leipzig, Germany). The RNA integrity number (RIN) was obtained with the Agilent 4200 TapeStation (Agilent Technologies, Palo Alto, CA, USA). Ribosomal RNA depletion was performed using Ribo-Zero Gold Kit (Bacterial probe) (Illumina, San Diego, CA, USA). RNA-seq libraries were constructed using NEBNext Ultra RNA Library Prep Kit (NEB, Ipswich, MA, USA). Sequencing libraries were multiplexed and clustered on 1 lane of a flow-cell. Samples were sequenced using a single-index, 2x150 bp paired-end (PE) configuration on an Illumina HiSeq instrument. Image analysis and base calling were conducted with HiSeq Control Software (HCS). Raw sequence data (.bcl files) were converted into fastq files and de-multiplexed using Illumina bcl2fastq v.2.20. One mismatch was allowed for index sequence identification.

**Data analysis**

RNA-seq data analysis pipeline was: i) RNA sequencing reads were trimmed with Trimmomatic [23] v.0.39 to remove possible adapter sequences and nucleotides with poor quality. ii) Trimmed reads were mapped to the reference genome, *E. coli* MG1655 (NC_000913.3), using the using the STAR aligner v.2.5.2b, which outputs BAM files [24]. iii) Then, ‘*featureCounts’* from the Rsubread R package v.1.34.7 was used to calculate unique gene hit counts [25]. iv) These counts were used for the differential expression analysis. Genes with less than 5 counts in more than 3 samples, and genes whose mean counts are less than 10 were removed from further analysis. We used the DESeq2 R package v.1.24.0 [26] to compare gene expression between groups of samples and calculate p-values and log2 of fold changes using Wald tests (function *nbinomWaldTest*). P-values were adjusted for multiple hypotheses testing (Benjamini–Hochberg, BH procedure, [27]).

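Against 0 min, 2054 of the 4293 genes tested had an adjusted p-value under 0.05 at 20 min in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1088 higher and 966 lower, and 3712 at 180 min, 1883 higher and 1829 lower. The direction of the calls at 20 min depended on the scaling, with 53.0% higher with TMM, 41.3% with DESeq2 and 72.7% with library size only. With only the 6 samples of the moments compared, the number at 20 min was 1519. Without replicate 2 at 20 min it was 2462. With DESeq2, 1972 genes passed at 20 min and 3649 at 180 min, and 1775 and 3618 of these were among the genes called by edgeR. The authors' deposited table of the comparison at 20 min holds 1830 genes under the same threshold, and the authors' deposited table at 180 min holds 3634.
Among genes with a mean count of at least 100 and replicates that do not overlap, the largest falls at 20 min were those of *ilvC* (b3774), with an LFC of -3.54 (standard error 0.12, adjusted p = 2.04e-09), *yhjX* (b3547), with an LFC of -3.43 (standard error 1.09, adjusted p = 0.0216), and *malE* (b4034), with an LFC of -2.73 (standard error 0.16, adjusted p = 8.79e-08). The largest rises were those of *cspI* (b1552), *lldD* (b3605) and *cspG* (b0990). The LFC of *lldD* was 3.21 (standard error 0.088, adjusted p = 3.68e-10), and this gene overlaps *lldR* by 4 bp. Replicate 2 set the values of *cspI* and *cspG*. The counts of *cspI* at 20 min were 16, 2149 and 21 in replicates 1, 2 and 3, and its LFC of 6.15 (standard error 1.75, adjusted p = 0.0124) was 0.63 without replicate 2 (adjusted p = 0.133). For *cspG* the LFC was 2.91 (standard error 0.87, adjusted p = 0.0158), it was 0.30 without replicate 2, and it no longer passed the threshold without replicate 1 or without replicate 3 at 0 min. The LFC of *yhjX* was -7.56 in the lowest of these fits, as replicate 2 holds 4518 counts against 118 and 93 in replicates 1 and 3.
At 180 min the largest rises were those of *gadB* (b1493), from 5.41 ± 0.755 CPM to 26619 ± 160 CPM (SD, n = 3 each), an LFC of 12.26 (standard error 0.099), *gadC* (b1492), with an LFC of 11.98 (standard error 0.15), and *gadA* (b3517), with an LFC of 11.72 (standard error 0.096). *gadA* and *gadB* are near-identical copies, so that the counting of unique hits could have split or lost their reads, and the value of each is uncertain. The largest falls were those of *malK* (b4035), with an LFC of -8.46 (standard error 0.30), *treB* (b4240), with an LFC of -7.73 (standard error 0.11), and *glpT* (b2240), with an LFC of -7.58 (standard error 0.12). The adjusted p-values of these 6 genes at 180 min in edgeR's quasi-likelihood test lay between 3.30e-16 and 3.06e-11.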

**Flow-cytometry and data analysis**

We measured single-cell fluorescence using a ACEA NovoCyte Flow Cytometer (ACEA Biosciences Inc., San Diego, USA). Upon reaching the mid-exponential phase (OD~0.4-0.5), cells were diluted (1:10000) into 1 mL of phosphate buffer saline (PBS) solution and vortexed for 5 s. For a single run, 50000 events were collected at a flow rate of 14 µL/minute and a core diameter of 7.7 mm using the Novo Express software using a blue laser (488 nm) for excitation. We obtained the height of the fluorescein isothiocyanate channel (FITC-H) (530/30 nm filter). A PMT voltage of 600 volts was set for FITC. To avoid background signal from particles smaller than bacteria, the detection threshold was set to 5000 for FSC-H analyses. Three biological replicates were performed per condition.

We applied unsupervised gating [28] to the flow-cytometry data, setting the fraction of single-cell events used in the analysis, α, to 0.99. We proved to be enough to remove non-cell events due to debris, doublets, fragments, cell clumps, and other undesired events. Reducing α did not change the results qualitatively.

To remove outliers from the flow-cytometry distributions, we applied secondary gating. In detail, we sorted the data based on FITC-H values and calculated the difference between consecutive samples. Then, we obtained the indices of those differing by more than 10000 (approximately 10 times the mean fluorescent level observed). Next, we obtained the minimum of those indices to define the upper bound. Finally, values above this index were considered an outlier and discarded. In all measurements, never more than 10000 events were discarded, thus, more than 40000 were used for the analysis.

**Subtraction of background fluorescence from total protein fluorescence in flow-cytometry**

First, we collected mean background fluorescence from distributions of cells not carrying YFP. Then we measured the distributions of fluorescence of cells carrying the protein tagged with YFP. Having this, the protein fluorescence ‘g’ of a gene is obtained by subtracting mean background fluorescence ‘bg’ from the (total ‘T’) measured fluorescence. For the mean (M) protein fluorescence from a cell population, we write:

(1)

Similarly, the variance ‘Var’ is obtained by:

(2)

The *CV2* of the distribution protein fluorescence of a gene after background subtraction is:

(3)

Finally, the third moment of protein fluorescence and the skewness after background subtraction are given by:

(4)

(5)

After background subtraction, any genes with negative means, variance or third moment, will not be included in the data (except in Fig F in S2 Appendix for illustrative purposes).

**Conversion of protein fluorescence into protein numbers**

To convert protein fluorescence into protein numbers, we made a correlation plot between the mean protein fluorescence measured in our lab (after background subtraction) and the mean protein numbers reported in [7] for the same genes. We fitted a line to the data points by forcing the intercept with the Y axis to be at zero. The slope of the fitted line is used as a scaling factor (~0.09) with an *R2* value of 0.68 (Fig 4D). For protein fluorescence to protein numbers correction only the mean gets changed whereas the normalised moments *CV2* and *S* remain unchanged.

**Analytical model of mean RNA levels controlled by a single promoter in the absence of a closely spaced promoter**

From Reactions 1c1 and 1a4 in the main manuscript, for an isolated promoter, one would have:

(6)

(7)

At steady state *Poccupied* is:

(8)

(9)

Since necessarily:

(10)

From equations 9 and 10:

(11)

(12)

Note that, by definition (main manuscript, equations 6a and 6b), the fraction of time that an RNAP is bound to the promoter, *ω*, should equal *Poccupied* in (12). Meanwhile, at steady state, *Relong*becomes:

(13)

(14)

From equations 12 and 14:

(15)

At steady state, the mean *RNA* numbers, MRNA, is:

(16)

From equations 15 and 16s:

(S7)

(18)

From S18, the RNA numbers at steady state do not depend on *kelong*.

**Derivation of mean protein numbers at steady state produced by a pair of tandem promoters**

For the upstream promoter, from (1c1), (1a3), and (1a4) in the main manuscript, at steady state:

(19)

From this and equation 6b in the main manuscript:

(20)

Meanwhile, for the downstream promoter, from reactions (2a1), (2a2), and (2a3) in the main manuscript, at steady state:

(21)

(22)

Having this, since at steady state the RNA numbers produced by a pair of tandem promoters should equal the sum of RNA numbers from the upstream (S20) and downstream (S22) promoters, we have:

(23)

Thus, the mean protein numbers is:

(24)

If the upstream and downstream promoters have similar strengths, i.e., if , , and , we can expect that: ,. If so, the equation above becomes:

(25)

Here, the symbols “u” and “d” are removed, as they no longer imply potentially different amounts. Having this, let *kr* be the effective transcription rate constant of a pair of tandem proteins. It should equal:

(26)

Thus, from equation 25 and 26:

(27)

***CV2* and skewness of the distribution of single-cell protein numbers of model tandem promoters**

The distributions of protein numbers in *E. coli* cells, can, in general, be well approximated by a Gamma or by a negative binomial distribution [7]. We assume here a negative binomial distribution. For a given number of events, if *r* is the number of failures, *p* is the probability of success per event, and an ‘event’ is an attempt to produce a protein, then the mean, variance, and skewness of the single-cell distribution of protein numbers should equal:

(28)

(29)

(30)

The relationship between the mean, *CV2* could be written as:

(31)

Substituting (S28) and (S29) in (S31)

(32)

Rewriting the above equation by assuming a scaling factor *C1* as:

(33)

(34)

Taking log10 on both sides

(35)

From [17], *C1* is approximated as

(36)

and are the lifetimes of proteins and RNAs, respectively. The above equation is rewritten as:

(37)

(38)

From (S28) and (S30), the relationship between the mean, skewness could be written as:

(39)

The equation can be rewritten assuming constant *C2*as:

(40)

(41)

Taking log10 on both sides

(42)

The constants *C1* and *C2* are related as follows. From equation 33:

(43)

Inserting S43 in S40:

(44)

The equation can be rewritten as

(45)

**Stochastic simulations for the step inference model**

Stochastic simulations of the models were done using the stochastic gene network simulator SGNS2 [29]. These stochastic models were compared to the analytical solutions to assess how much variability can there be in without the analytical solution deviating too much.

First, to compare analytical and stochastic solutions, we set *dTSS* between 0 and 180 with an increment of 30. For each *dTSS*, we calculated the occlusion rate constant (*kocclusion*) for upstream and downstream promoters (Equations 5a and 5b in the main manuscript). The other parameters are listed in Tables 2 and 3 in the main manuscript. To obtain protein numbers at steady state, we have set the simulation time to 105 seconds and performed 1000 runs per condition. From these runs, for each condition, we calculated the mean, *CV2* and skewness, along with their standard errors using bootstrapping (104 resampling with replacement). Additional runs would slightly decrease the deviation between the two solutions.

**References**

1. Shearwin KE, Callen BP, Egan JB. Transcriptional interference--a crash course. Trends Genet. 2005;21: 339–345. doi: 10.1016/j.tig.2005.04.009
2. Santos-Zavaleta A, Salgado H, Gama-Castro S, Sánchez-Pérez M, Gómez-Romero L, Ledezma-Tejeida D, et al. RegulonDB v 10.5: tackling challenges to unify classic and high throughput knowledge of gene regulation in E. coli K-12. Nucleic Acids Res. 2019;47: D212–D220. doi:10.1093/nar/gky1077
3. Crampton N, Bonass WA, Kirkham J, Rivetti C, Thomson NH. Collision events between RNA polymerases in convergent transcription studied by atomic force microscopy. Nucleic Acids Res. 2006;34: 5416–5425. doi:10.1093/nar/gkl668
4. Ward DF, Murray NE. Convergent transcription in bacteriophage λ: Interference with gene expression. J Mol Biol. 1979;133: 249–266. doi:10.1016/0022-2836(79)90533-3
5. Lewin B. Genes IX. 9th ed. Sudbury, Mass: Jones and Bartlett Publishers; 2008.
6. Turnbough CL Jr. Regulation of bacterial gene expression by transcription attenuation. Microbiol Mol Biol Rev. 2019;83. doi:10.1128/MMBR.00019-19
7. Taniguchi Y, Choi PJ, Li G-W, Chen H, Babu M, Hearn J, et al. Quantifying E. coli Proteome and Transcriptome with Single-Molecule Sensitivity in Single Cells. Science. 2010;329: 533–538. doi:10.1126/science.1188308
8. Xavier JC, Gerhards RE, Wimmer JLE, Brueckner J, Tria FDK, Martin WF. The metabolic network of the last bacterial common ancestor. Commun Biol. 2021;4: 413. doi:10.1038/s42003-021-01918-4
9. Winter D. rentrez: An R package for the NCBI eUtils API. R J. 2017;9: 520. doi:10.32614/rj-2017-058
10. Mi H, Muruganujan A, Ebert D, Huang X, Thomas PD. PANTHER version 14: more genomes, a new PANTHER GO-slim and improvements in enrichment analysis tools. Nucleic Acids Res. 2019;47: D419–D426. doi:10.1093/nar/gky1038
11. Shannon P, Markiel A, Ozier O, Baliga NS, Wang JT, Ramage D, et al. Cytoscape: a software environment for integrated models of biomolecular interaction networks. Genome Res. 2003;13: 2498–2504. doi:10.1101/gr.1239303
12. Doncheva NT, Assenov Y, Domingues FS, Albrecht M. Topological analysis and interactive visualization of biological networks and protein structures. Nat Protoc. 2012;7: 670–685. doi:10.1038/nprot.2012.004
13. Lloyd-Price J, Startceva S, Kandavalli V, Chandraseelan JG, Goncalves N, Oliveira SMD, et al. Dissecting the stochastic transcription initiation process in live Escherichia coli. DNA Res. 2016;23: 203–214. doi:10.1093/dnares/dsw009
14. Kandavalli VK, Tran H, Ribeiro AS. Effects of σ factor competition are promoter initiation kinetics dependent. Biochim Biophys Acta. 2016;1859: 1281–1288. doi:10.1016/j.bbagrm.2016.07.011
15. Startceva S, Kandavalli VK, Visa A, Ribeiro AS. Regulation of asymmetries in the kinetics and protein numbers of bacterial gene expression. Biochimica et Biophysica Acta (BBA) - Gene Regulatory Mechanisms. 2019;1862: 119–128. doi:10.1016/j.bbagrm.2018.12.005
16. Oliveira SMD, Goncalves NSM, Kandavalli VK, Martins L, Neeli-Venkata R, Reyelt J, et al. Chromosome and plasmid-borne P LacO3O1 promoters differ in sensitivity to critically low temperatures. Sci Rep. 2019;9: 1–15. doi:10.1038/s41598-019-39618-z
17. Bar-Even A, Paulsson J, Maheshri N, Carmi M, O’Shea E, Pilpel Y, et al. Noise in protein expression scales with natural protein abundance. Nat Genet. 2006;38: 636–643. doi:10.1038/ng1807
18. Häkkinen A, Muthukrishnan A-B, Mora A, Fonseca JM, Ribeiro AS. CellAging: a tool to study segregation and partitioning in division in cell lineages of Escherichia coli. Bioinformatics. 2013;29: 1708–1709. doi:10.1093/bioinformatics/btt194
19. Bernstein JA, Khodursky AB, Lin P-H, Lin-Chao S, Cohen SN. Global analysis of mRNA decay and abundance in Escherichia coli at single-gene resolution using two-color fluorescent DNA microarrays. Proc Natl Acad Sci U S A. 2002;99: 9697–9702. doi:10.1073/pnas.112318199
20. Balleza E, Kim JM, Cluzel P. Systematic characterization of maturation time of fluorescent proteins in living cells. Nat Methods. 2018;15: 47–51. doi:10.1038/nmeth.4509
21. Hebisch E, Knebel J, Landsberg J, Frey E, Leisner M. High variation of fluorescence protein maturation times in closely related Escherichia coli strains. PLoS One. 2013;8: e75991. doi:10.1371/journal.pone.0075991
22. Maurizi MR. Proteases and protein degradation in Escherichia coli. Experientia. 1992;48: 178–201. doi:10.1007/BF01923511
23. Bolger AM, Lohse M, Usadel B. Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics. 2014;30: 2114–2120. doi:10.1093/bioinformatics/btu170
24. Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, et al. STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 2012;29: 15–21. doi:10.1093/bioinformatics/bts635
25. Liao Y, Smyth GK, Shi W. The R package Rsubread is easier, faster, cheaper and better for alignment and quantification of RNA sequencing reads. Nucleic Acids Res. 2019;47: e47. doi:10.1093/nar/gkz114
26. Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014;15: 550. doi:10.1186/s13059-014-0550-8
27. Benjamini Y, Hochberg Y. Controlling the false discovery rate: A practical and powerful approach to multiple testing. J R Stat Soc. 1995;57: 289–300. doi:10.1111/j.2517-6161.1995.tb02031.x
28. Razo-Mejia M, Barnes SL, Belliveau NM, Chure G, Einav T, Lewis M, et al. Tuning Transcriptional Regulation through Signaling: A Predictive Theory of Allosteric Induction. Cell Syst. 2018;6: 456-469.e10. doi:10.1016/j.cels.2018.02.004
29. Lloyd-Price J, Gupta A, Ribeiro AS. SGNS2: a compartmentalized stochastic chemical kinetics simulator for dynamic cell populations. Bioinformatics. 2012;28: 3004–3005. doi:10.1093/bioinformatics/bts556

# Supplementary material for: Analytical kinetic model of native tandem promoters in E. coli
**Source:** PLoS Comput Biol. 2022 Jan 31;18(1):e1009824. doi: 10.1371/journal.pcbi.1009824
**Supplement:** S2 Appendix

**S2 Appendix: Supporting Figures**

**
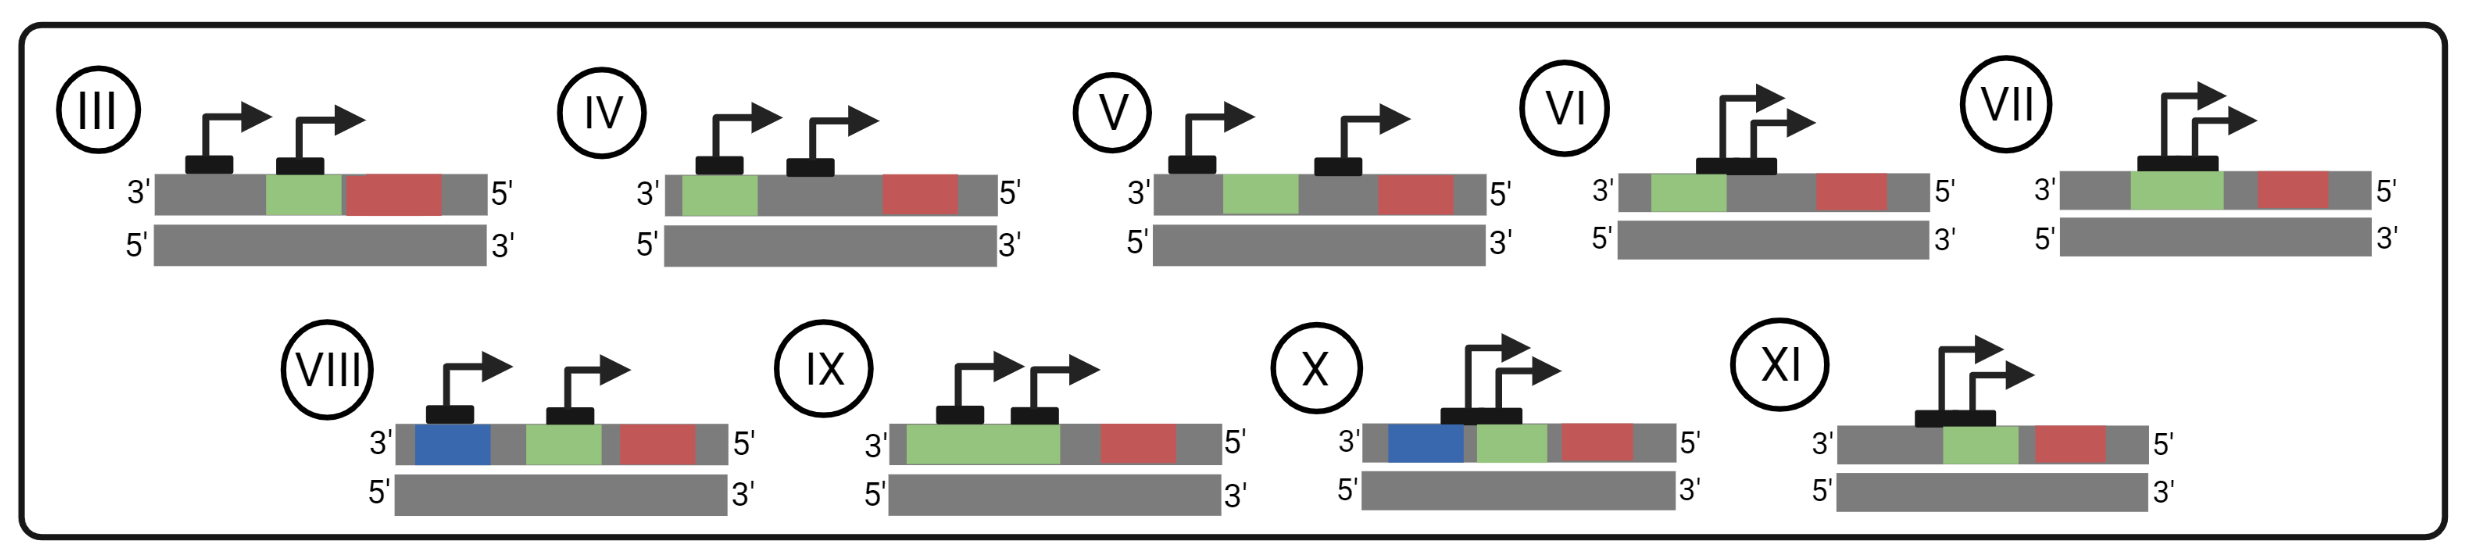
Fig A.** **Other arrangements of tandem promoters in *E. coli.*** Unlike the arrangements I and II in Fig 1 in the main manuscript, the arrangements here (III-XI) allow for overlaps with or in between other gene(s). The red, green, and blue rectangles are DNA regions coding for RNA. These arrangements are not considered in this study. Figure created with BioRender.com.

**
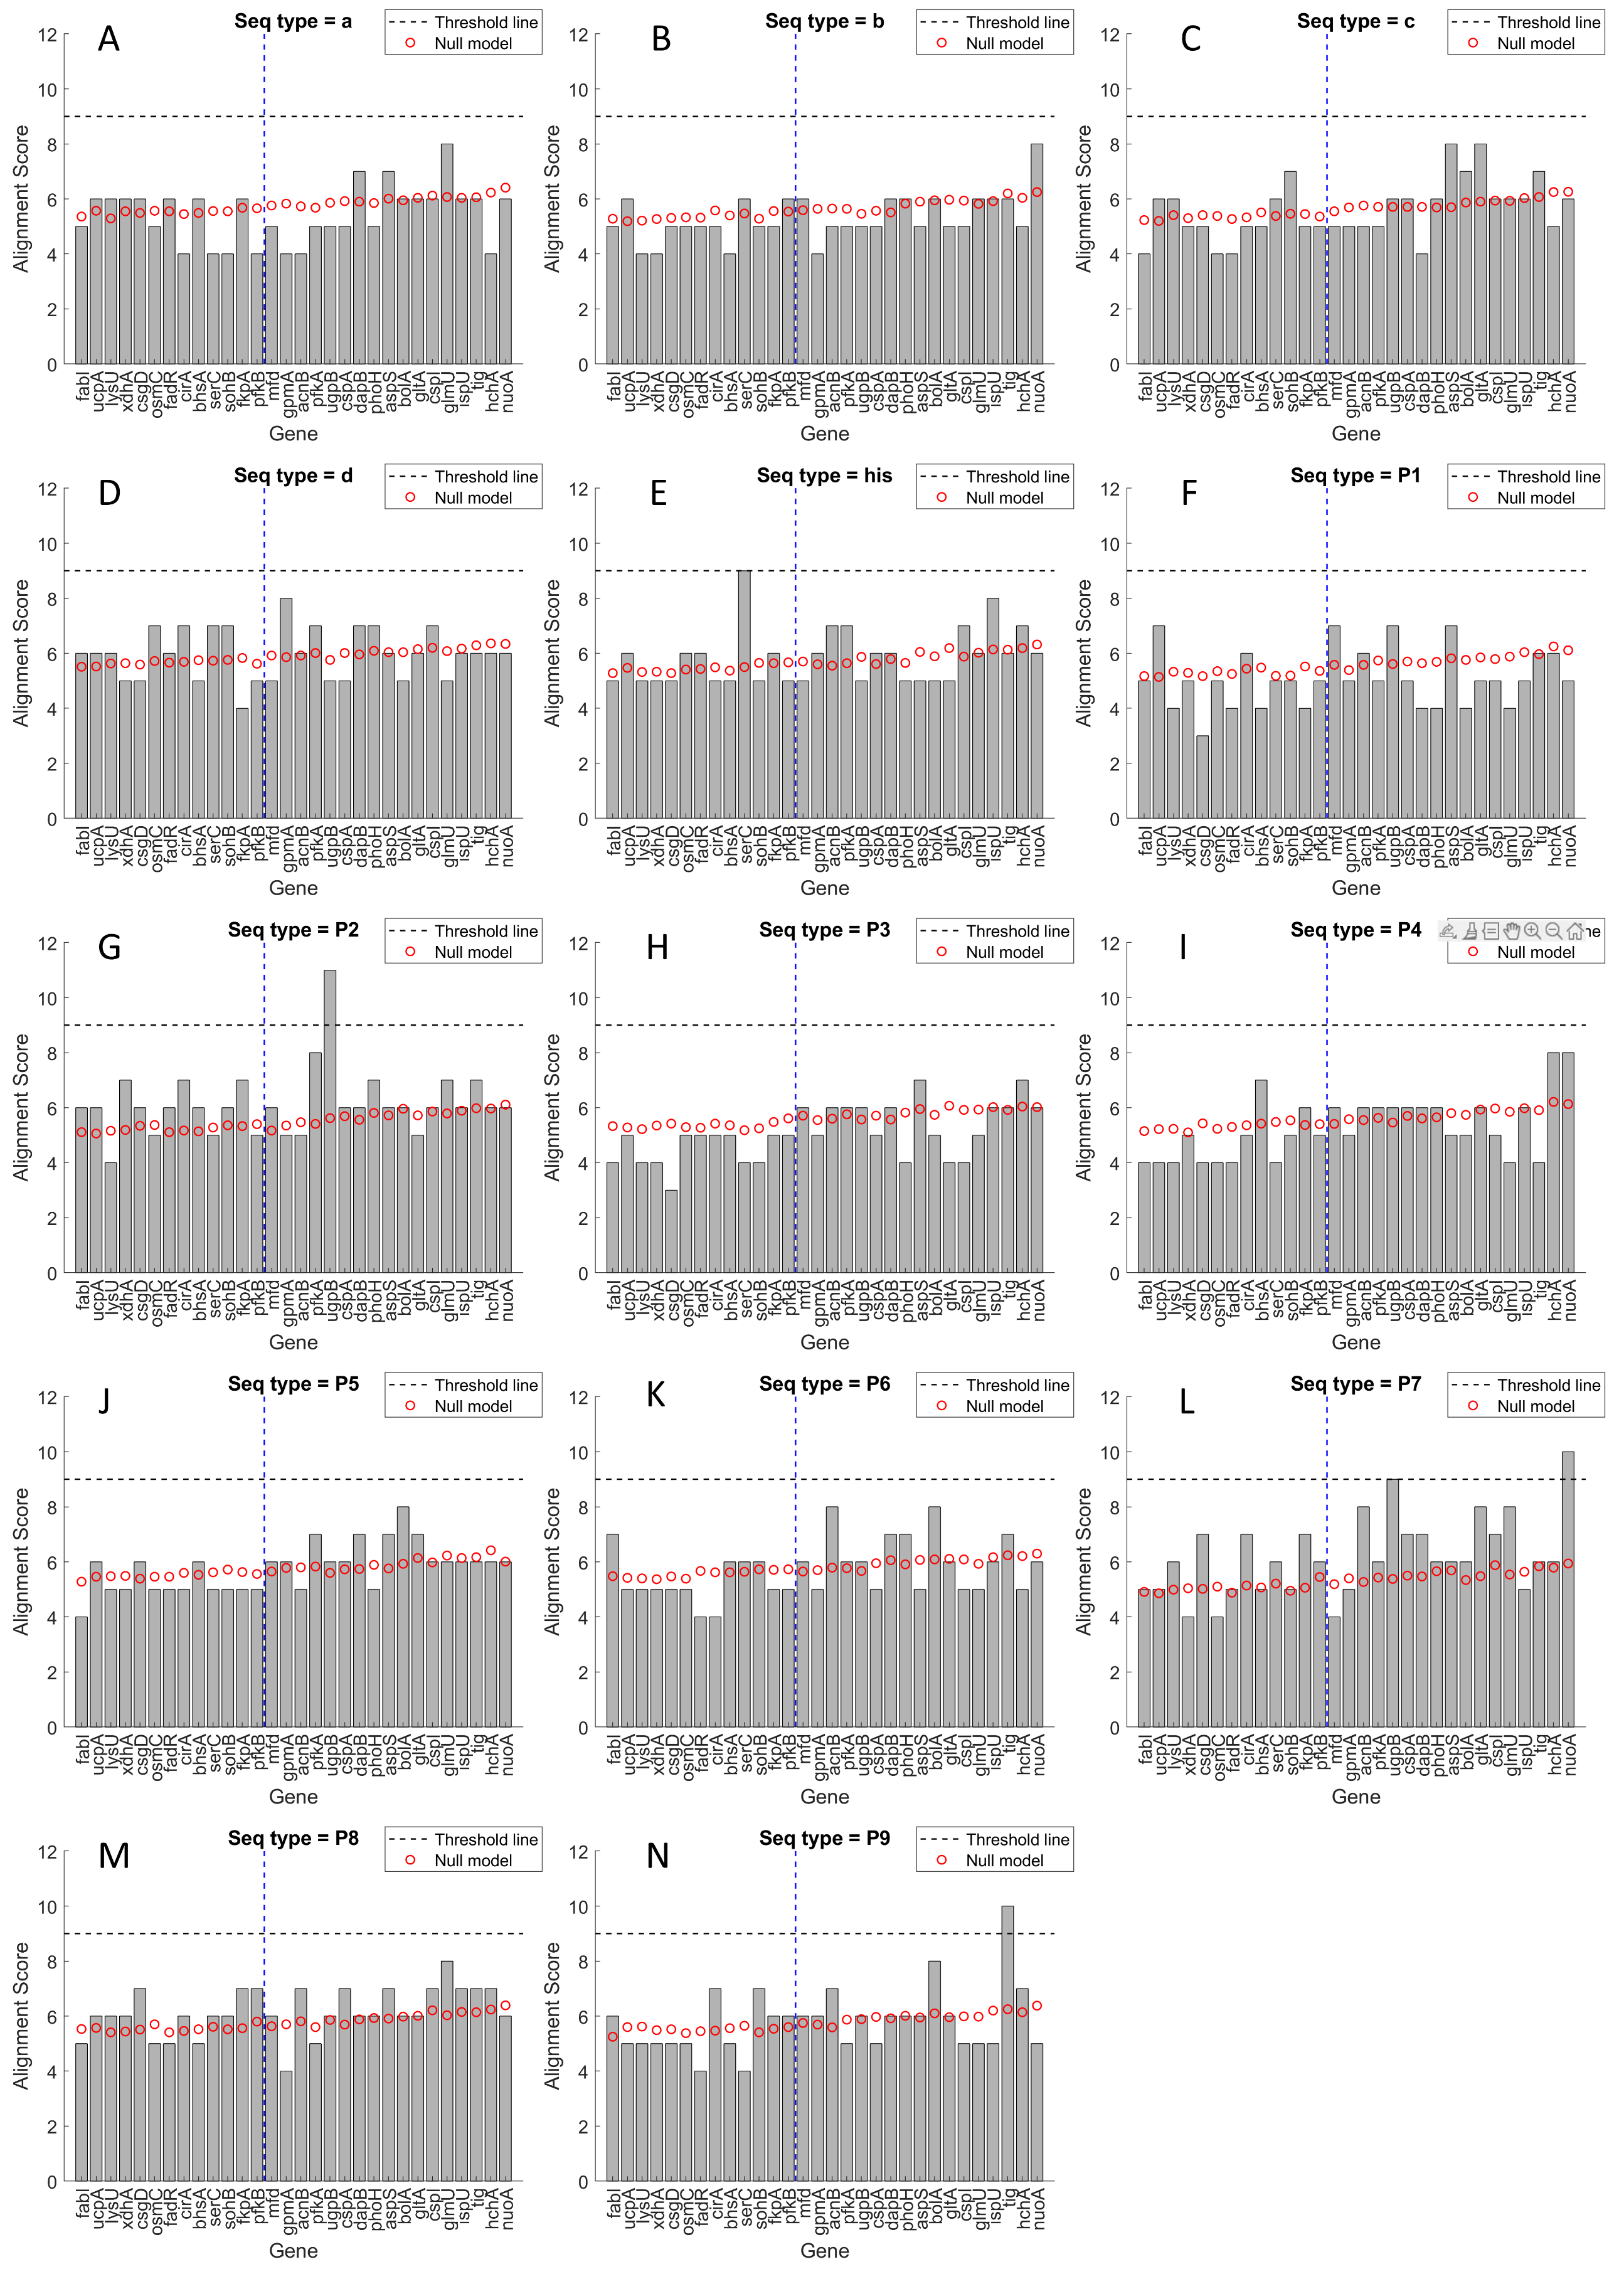
**

**Fig B. Local alignment scores.** Local alignment scores between known pause sequences and the sequences in between the tandem promoter regions (grey bars). Also shown by red circles are the alignment scores between each pause sequence and randomly generated sequences with the same *dTSS* as the natural genes. The minimum alignment score to be considered significant is shown by a dashed black line. Finally, the blue vertical dashed line at *dTSS* = 35 bp shows the separation between genes subject to occlusion or not.

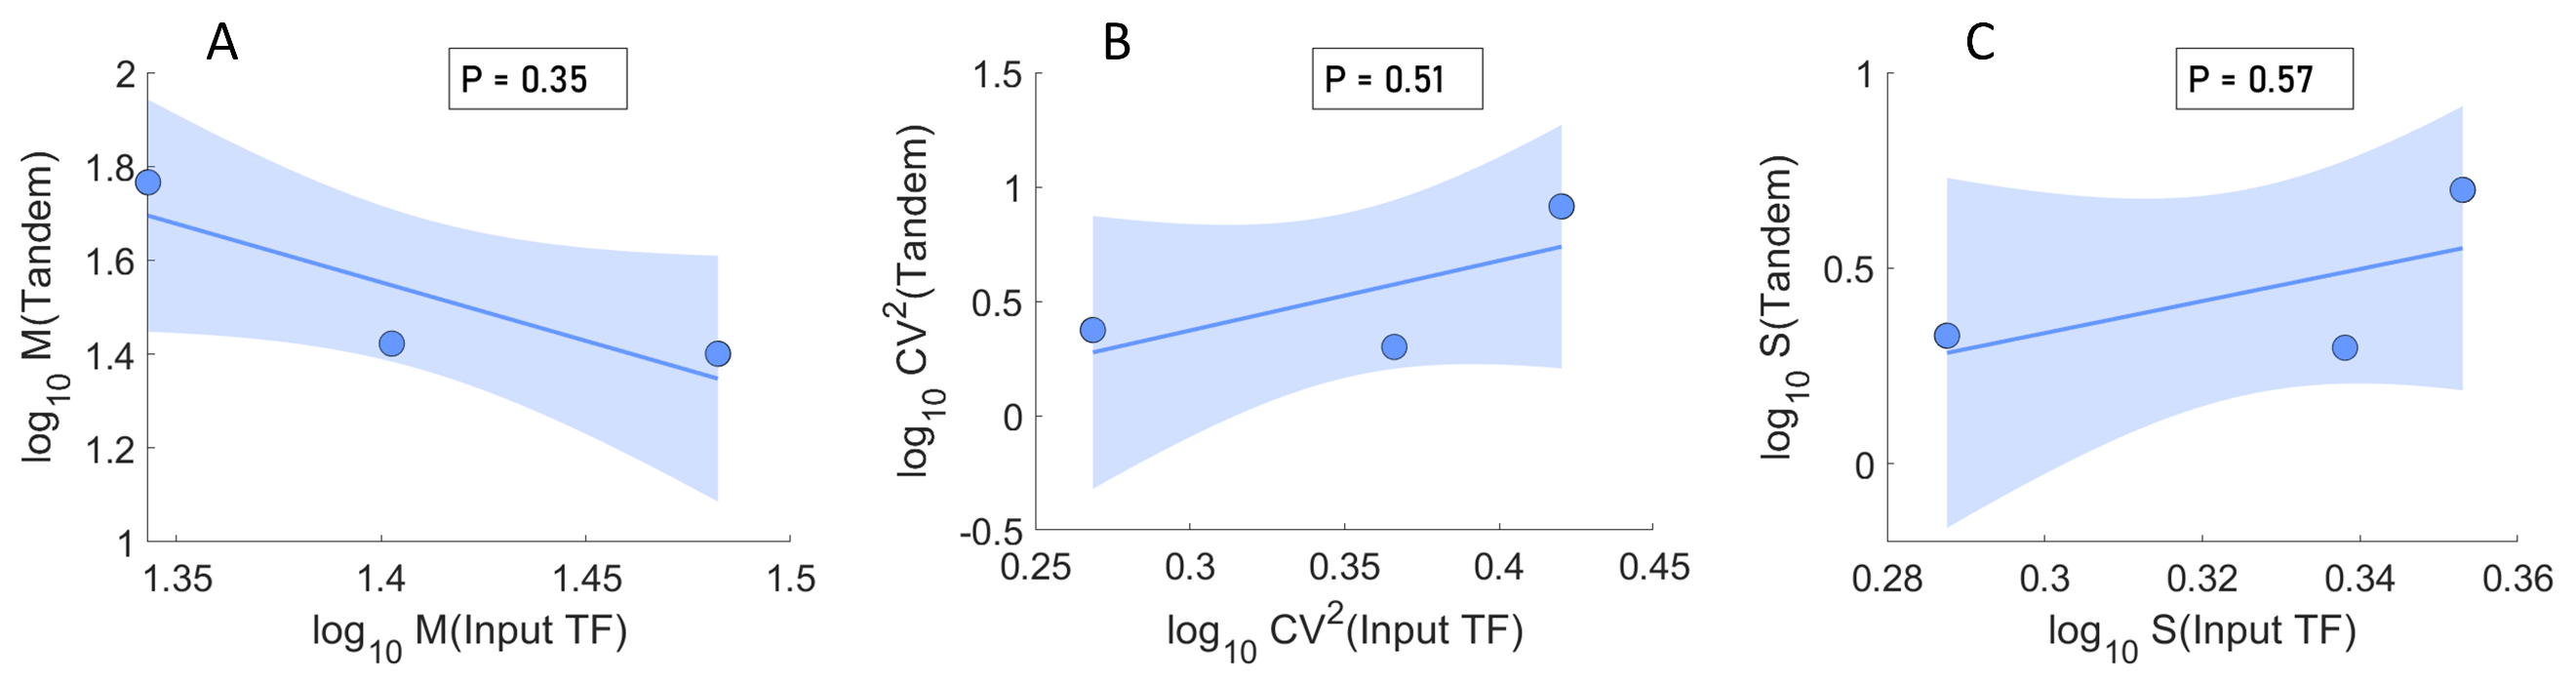

**Fig C. Correlation of the moments of the single-cell protein numbers between genes and their input TFs.** Scatter plots between the moments of the single-cell protein numbers (in log10 scale) of genes regulated by tandem promoters (‘Tandem’) and their input TFs. (A) Mean, (B) CV2, and (C) Skewness. The blue line is the best linear fit, and its shadow is the standard error of the fit. The p-value, *P* is the probability that the slope of the line equals 0. If P < 0.05, there is a statistically significant correlation. The genes used in these results are listed in Table E in S3 Appendix. The axes differ widely in scales between the figures to facilitate visualization of the relationships.

**
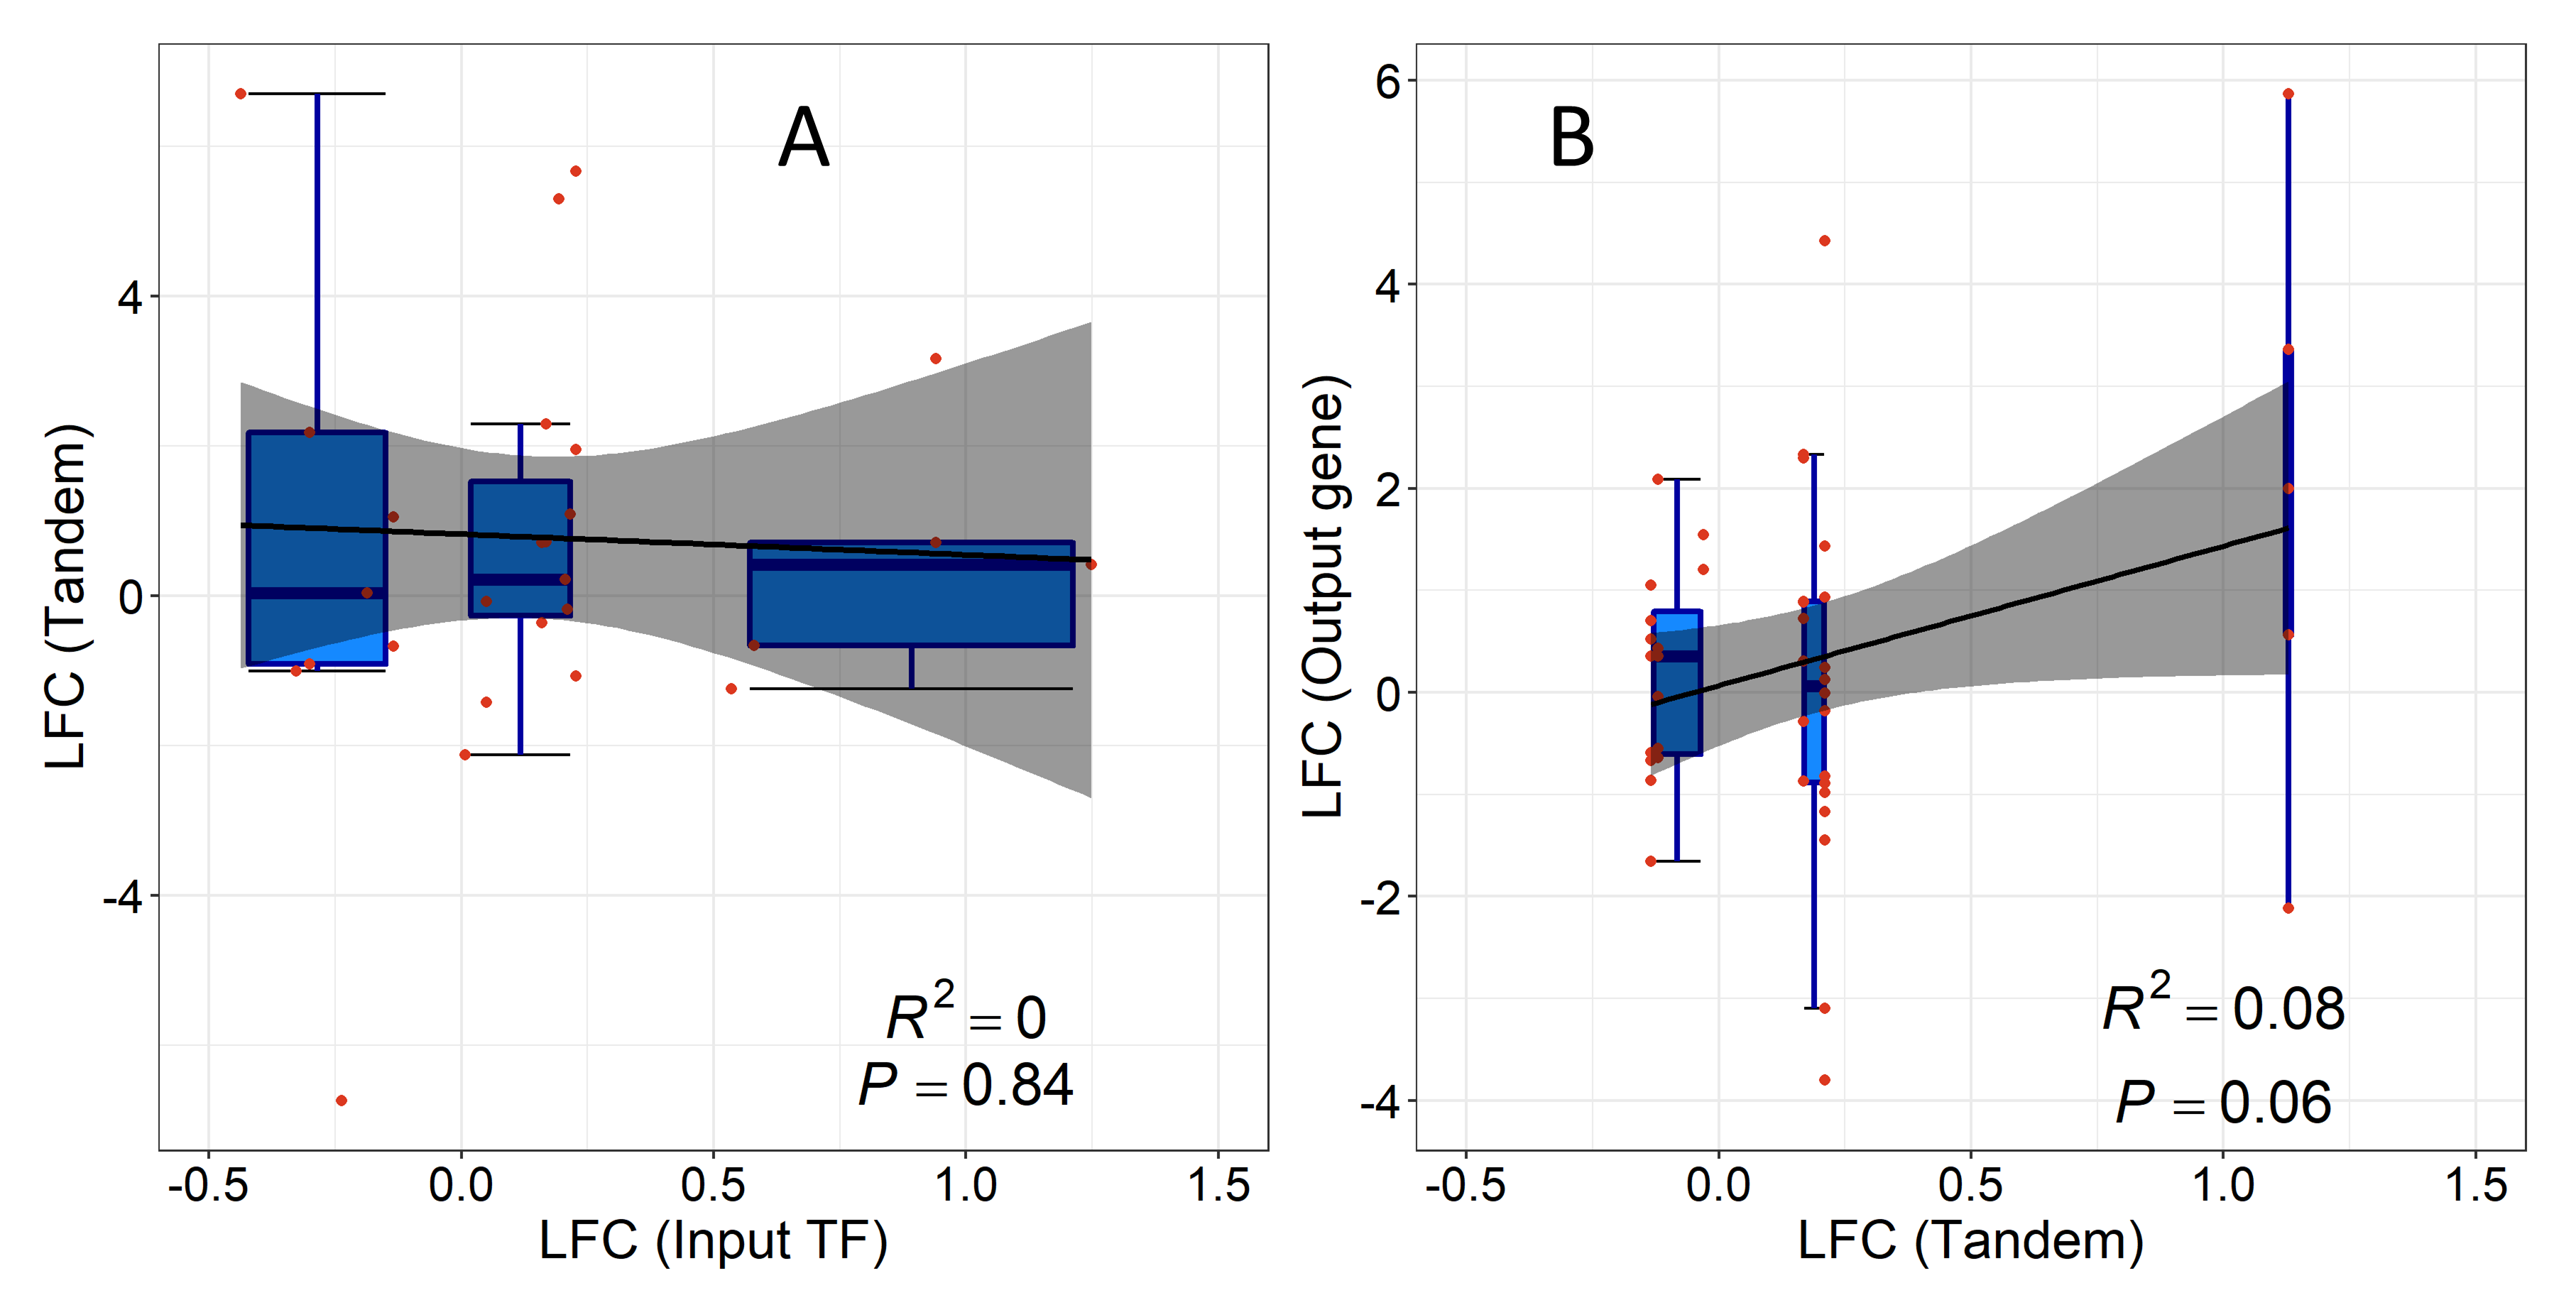
Fig D. Correlation of RNA fold changes of genes and their input TFs.** Correlation plots between the LFCs of the RNA numbers of genes controlled by tandem promoters with their input and output genes. (A) LFCs (from 0 to 20 min) of 29 genes expressing input TFs plotted against the correspondingLFCs (from 0 to 180 min) of the genes controlled by tandem promoters. (B) LFCs (from 0 to 20 min) of genes controlled by tandem promoters plotted against the corresponding LFCs of their output genes (from 0 to 180 min). A total of 43 TF-gene interactions were analysed. RNA-seq measurements described in section “RNA-seq Measurements and Analysis in S1 Appendix”. The black line is the best linear fit and the grey shadow area is the standard error of the fit. The blue horizontal lines inside the boxes are the median, the top of the boxes are the 3rd quartile (Q3) and the bottom of the boxes are the first quartile (Q1). The error bars at the top and bottom range from (Q3+1.5*IQR) to (Q1-1.5*IQR), with an interquartile range: IQR = Q3 – Q1. The three box plots correspond to the data points with LFCs < 0, LFC between 0 and 0.5, and LFC > 0.5. Related to Table E and F in S3 Appendix.

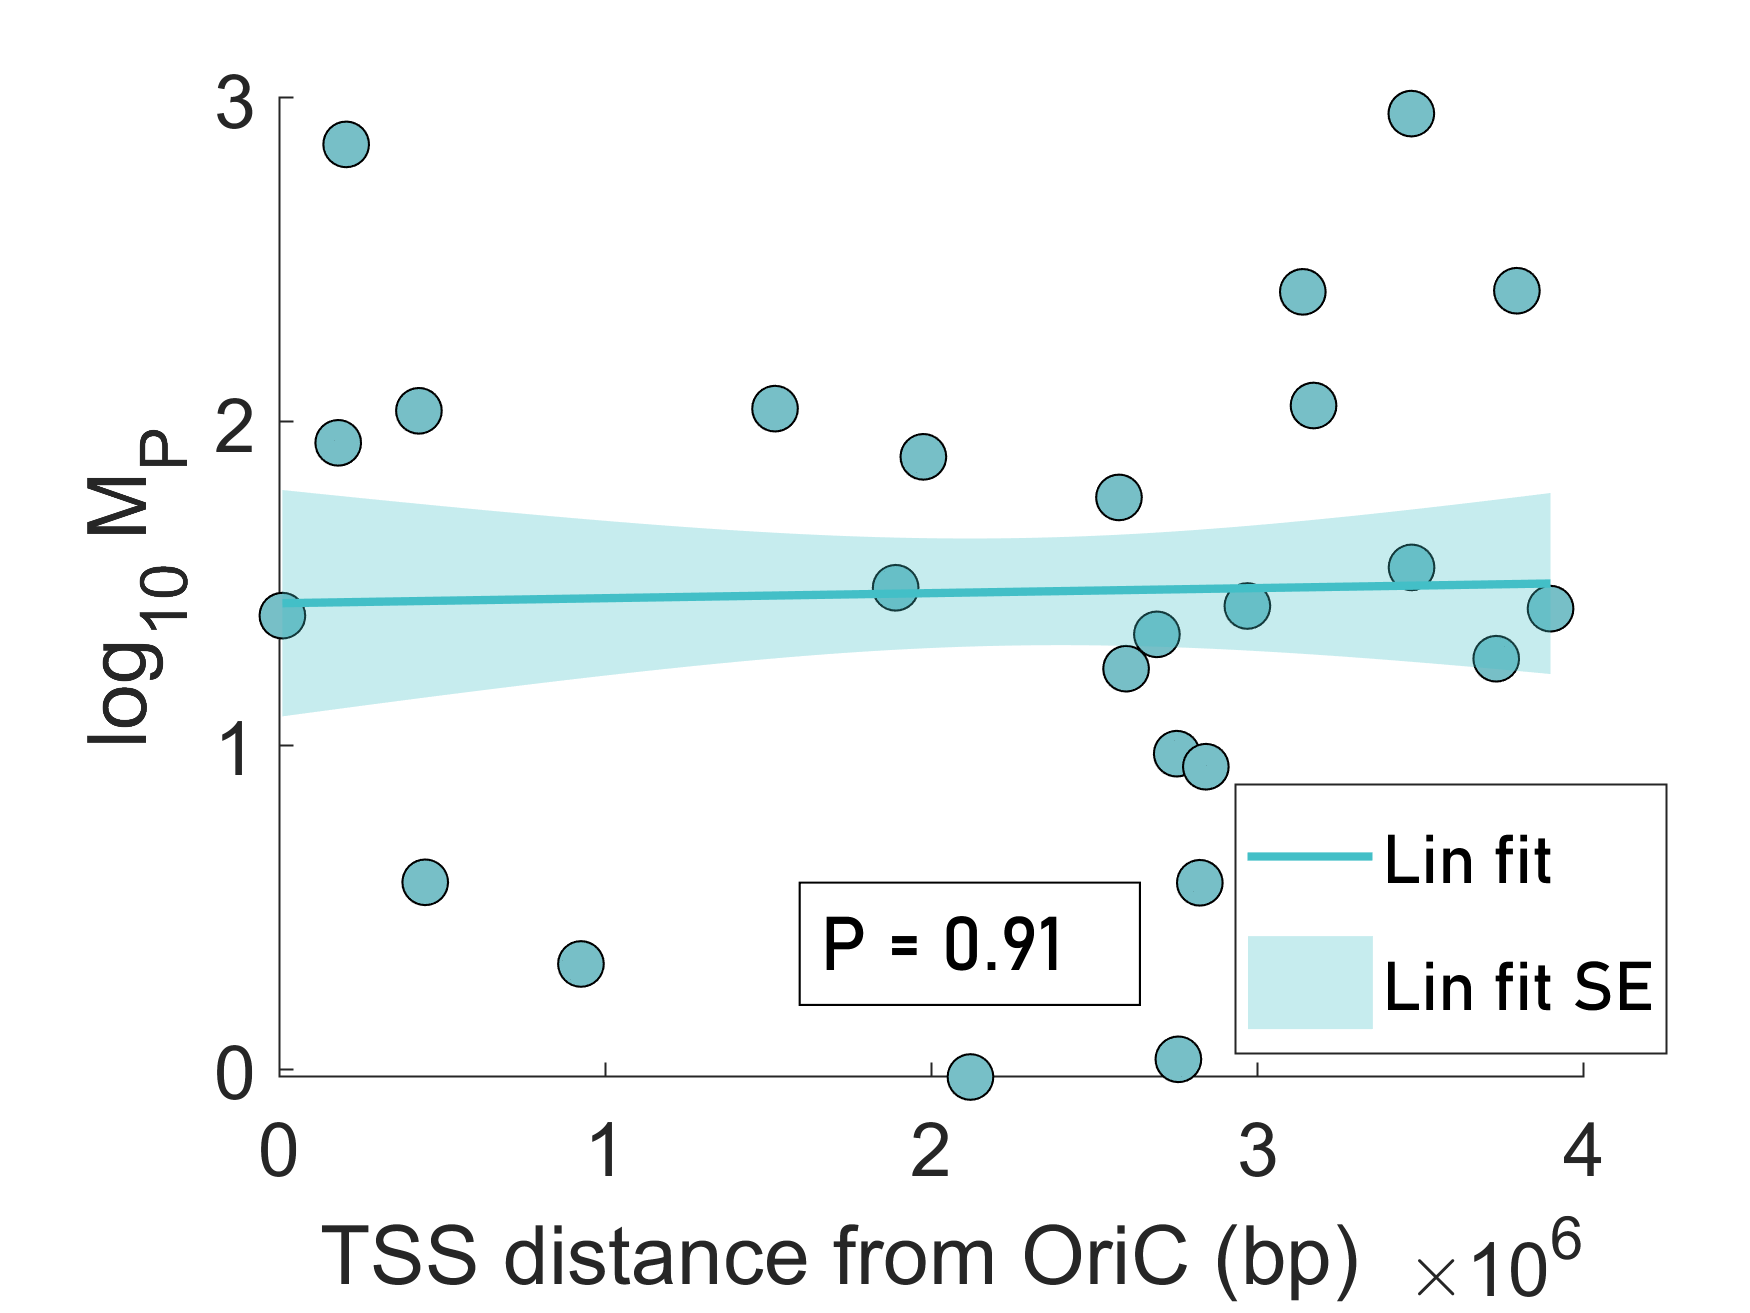

**Fig E. Relationship between expression levels of the genes controlled by tandem promoters and the distance in nucleotides (bp) from the upstream promoter and the Oric region in the DNA.** Data from 25 genes for the 1X condition. Also shown in a linear fit and the corresponding 1 standard error of the fit (shadow area). The p-value, *P*, is the probability that the slope of the line equals 0.

**
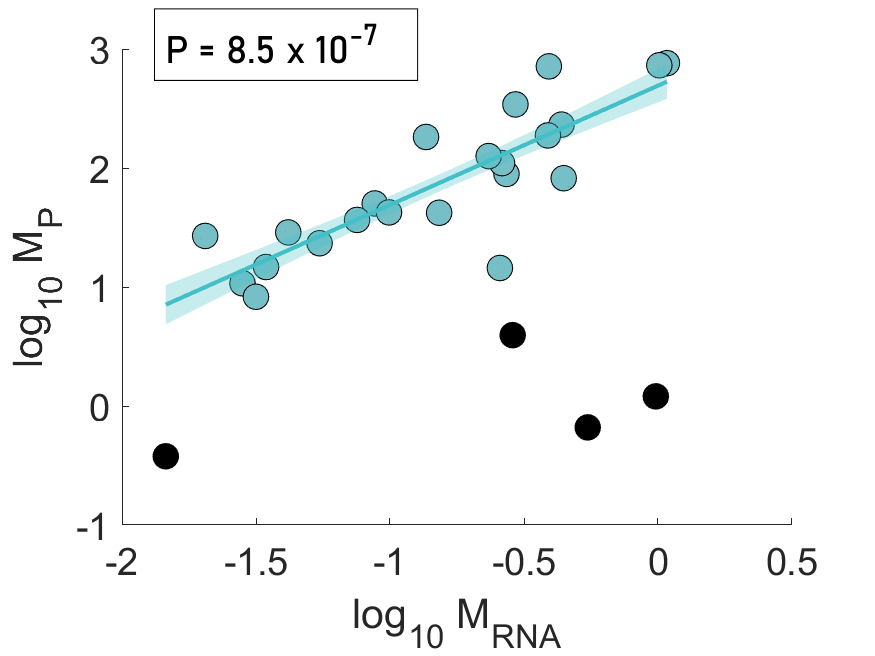
**

**Fig F. Correlation plot between the mean single-cell RNA levels (*MRNA*) and the mean single-cell protein numbers (*MP*)**. Both data are obtained from Ref. [28] in main manuscript and are processed to include only genes controlled by tandem promoters (classes I and II, Table H in S3 Appendix). The line is the best linear fit to the data, and its shadow area is the standard error of the fit. The p-value, *P* is the probability that the slope of the line equals 0. Since P < 0.05, we conclude that *MRNA* and *MP* are significantly correlated. The black balls correspond to 4 genes that were not considered when fitting the line, due to being outliners. In our own data, cells carrying these same 4 genes exhibited a fluorescence that was equal or lower than the cellular background fluorescence in either 1X or 0.5X media.

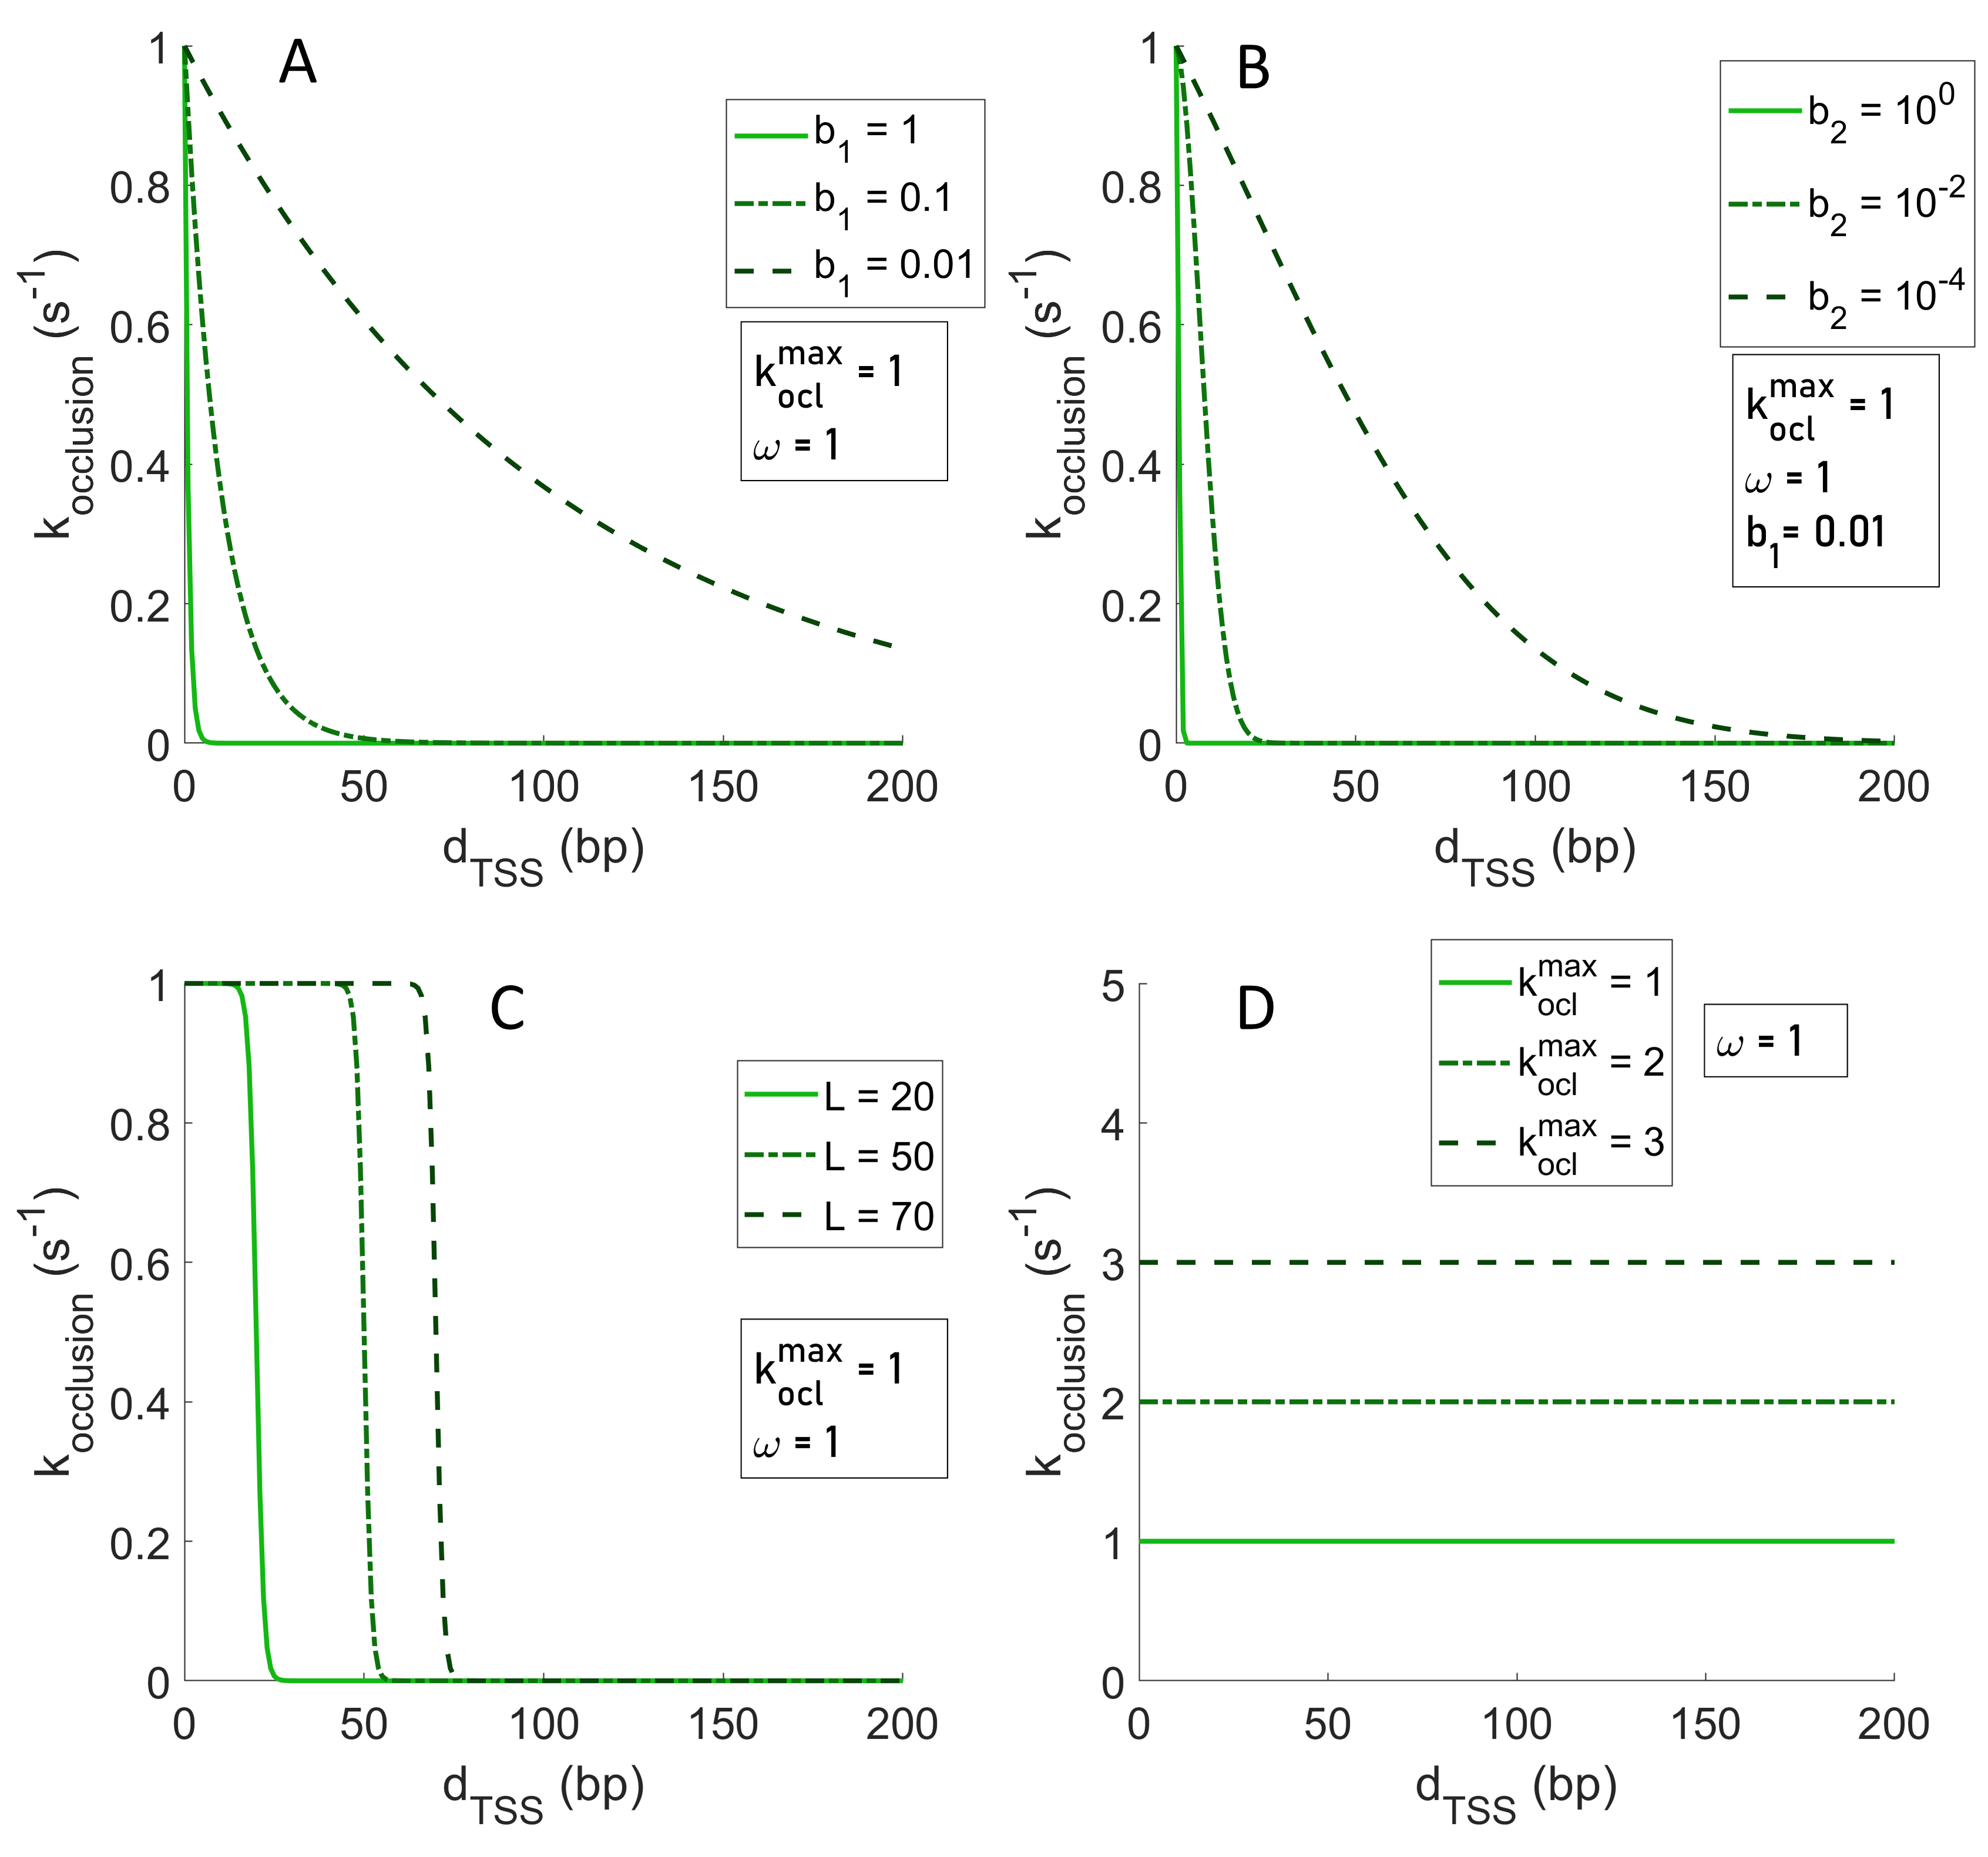

**Fig G. Models of transcription interference.** Models of transcription interference between RNAPs in tandem promoters as a function of the *dTSS* between them. (A) ‘Exponential 1’ as a function for different values of ‘*b1*’. (B) ‘Exponential 2’ as a function at different values of ‘*b2*. (C) Continuous ‘step-like’ function for different values of ‘*L*’ (which is the *dTSS* at which the step occurs). (D) Zero order polynomial for different values of . See Table 1 in the main manuscript for the definitions of these models and variables within.

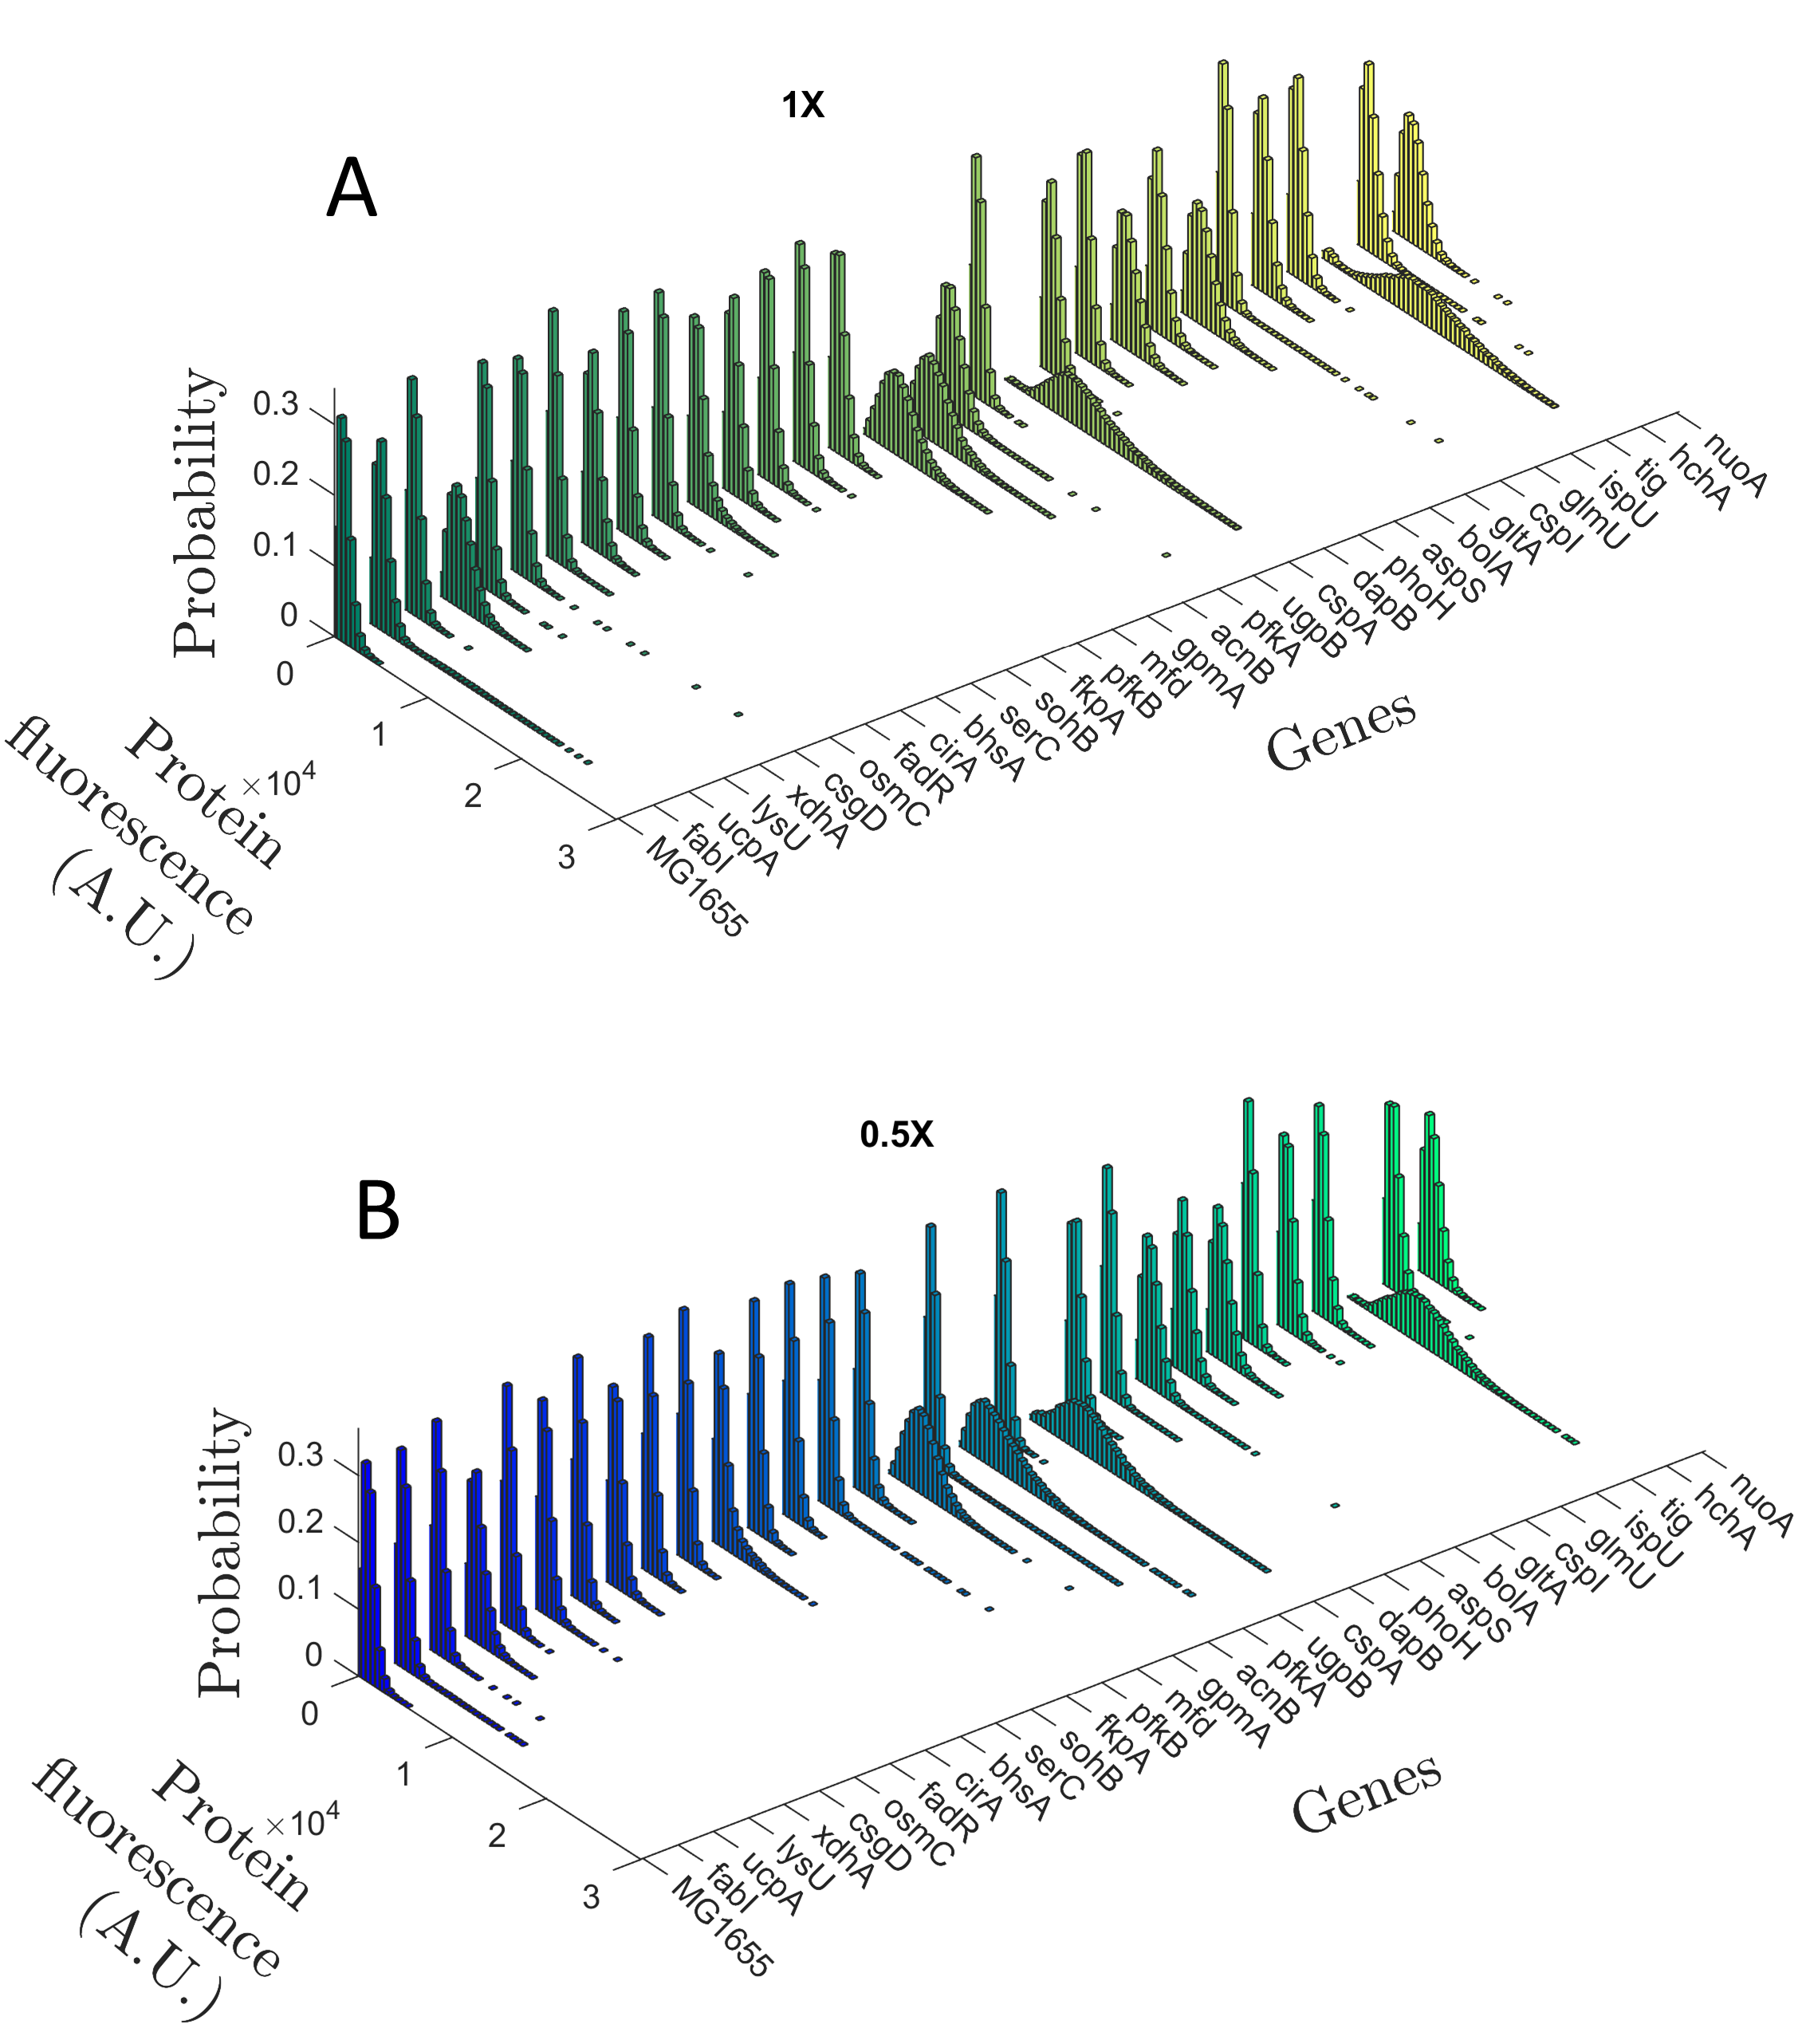
 **Fig H. Protein florescence distributions.** Protein florescence distributions of genes controlled by tandem promoters measured by flow-cytometry**.** Each protein is tagged with a YFP (YFP strain library). Only 1 of 3 biological replicates is shown per gene. (A) M9 medium (1X). (B) Diluted M9 medium (0.5X). ‘MG1655’ are control cells, not carrying YFP. Protein fluorescence is shown in arbitrary units.

*
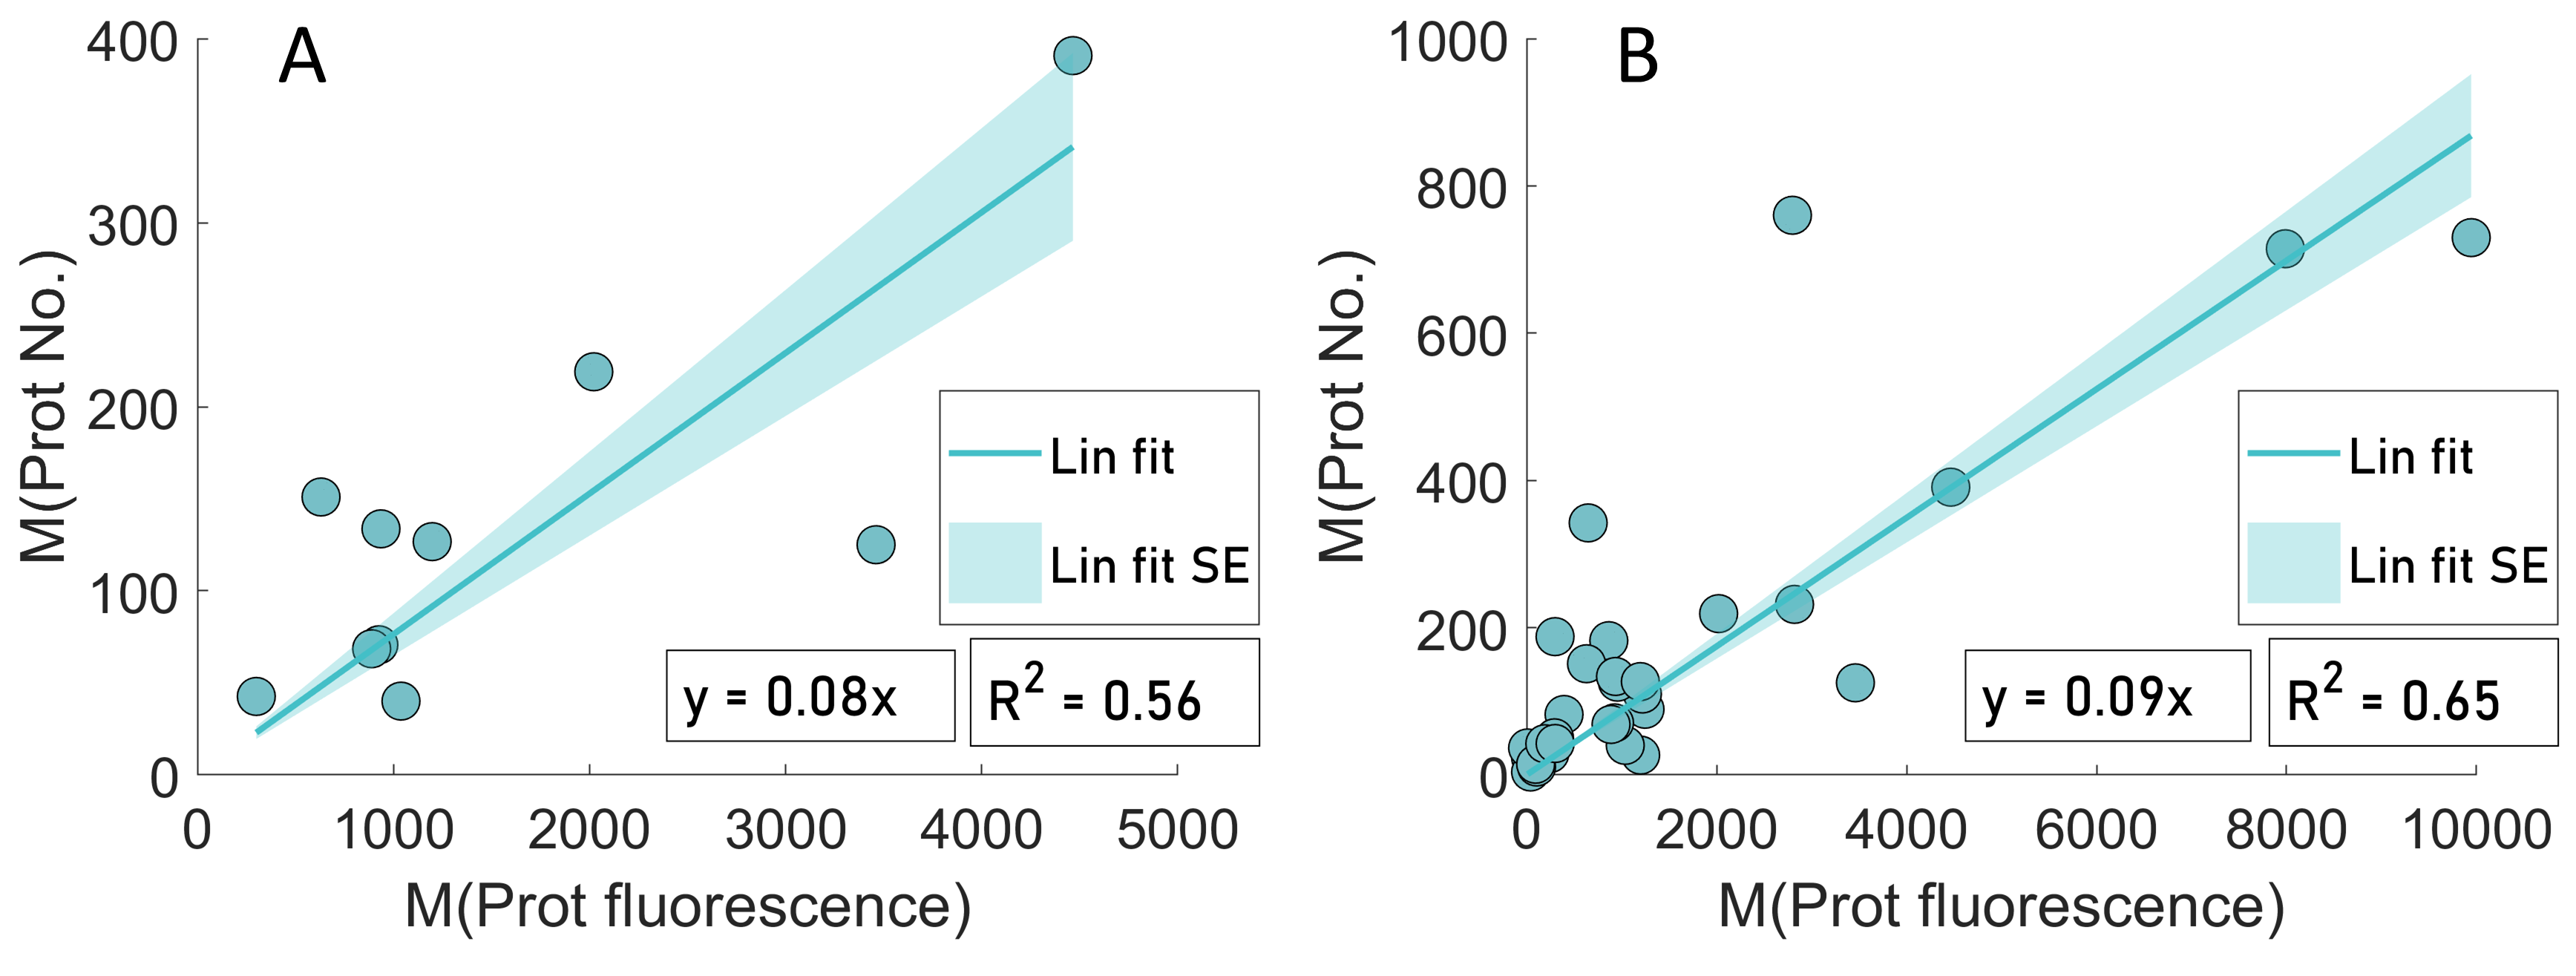
*

**Fig I. Estimation of scaling factors** **using data from genes controlled by single promoters**. A) Mean single-cell protein fluorescence (own measurements of genes controlled by single promoters) plotted against the corresponding mean single-cell protein numbers reported in [28]. From the equation of the best fitting line without y-intercept (y-intercept = 0), we obtained a scaling factor, sf, equal to 0.08. B) Same as (A) but the own measurements are of both single promoters and tandem promoters, merged. From the equation of the best fitting line without y-intercept (y-intercept = 0), we obtained a scaling factor, sf, equal to 0.09.

*
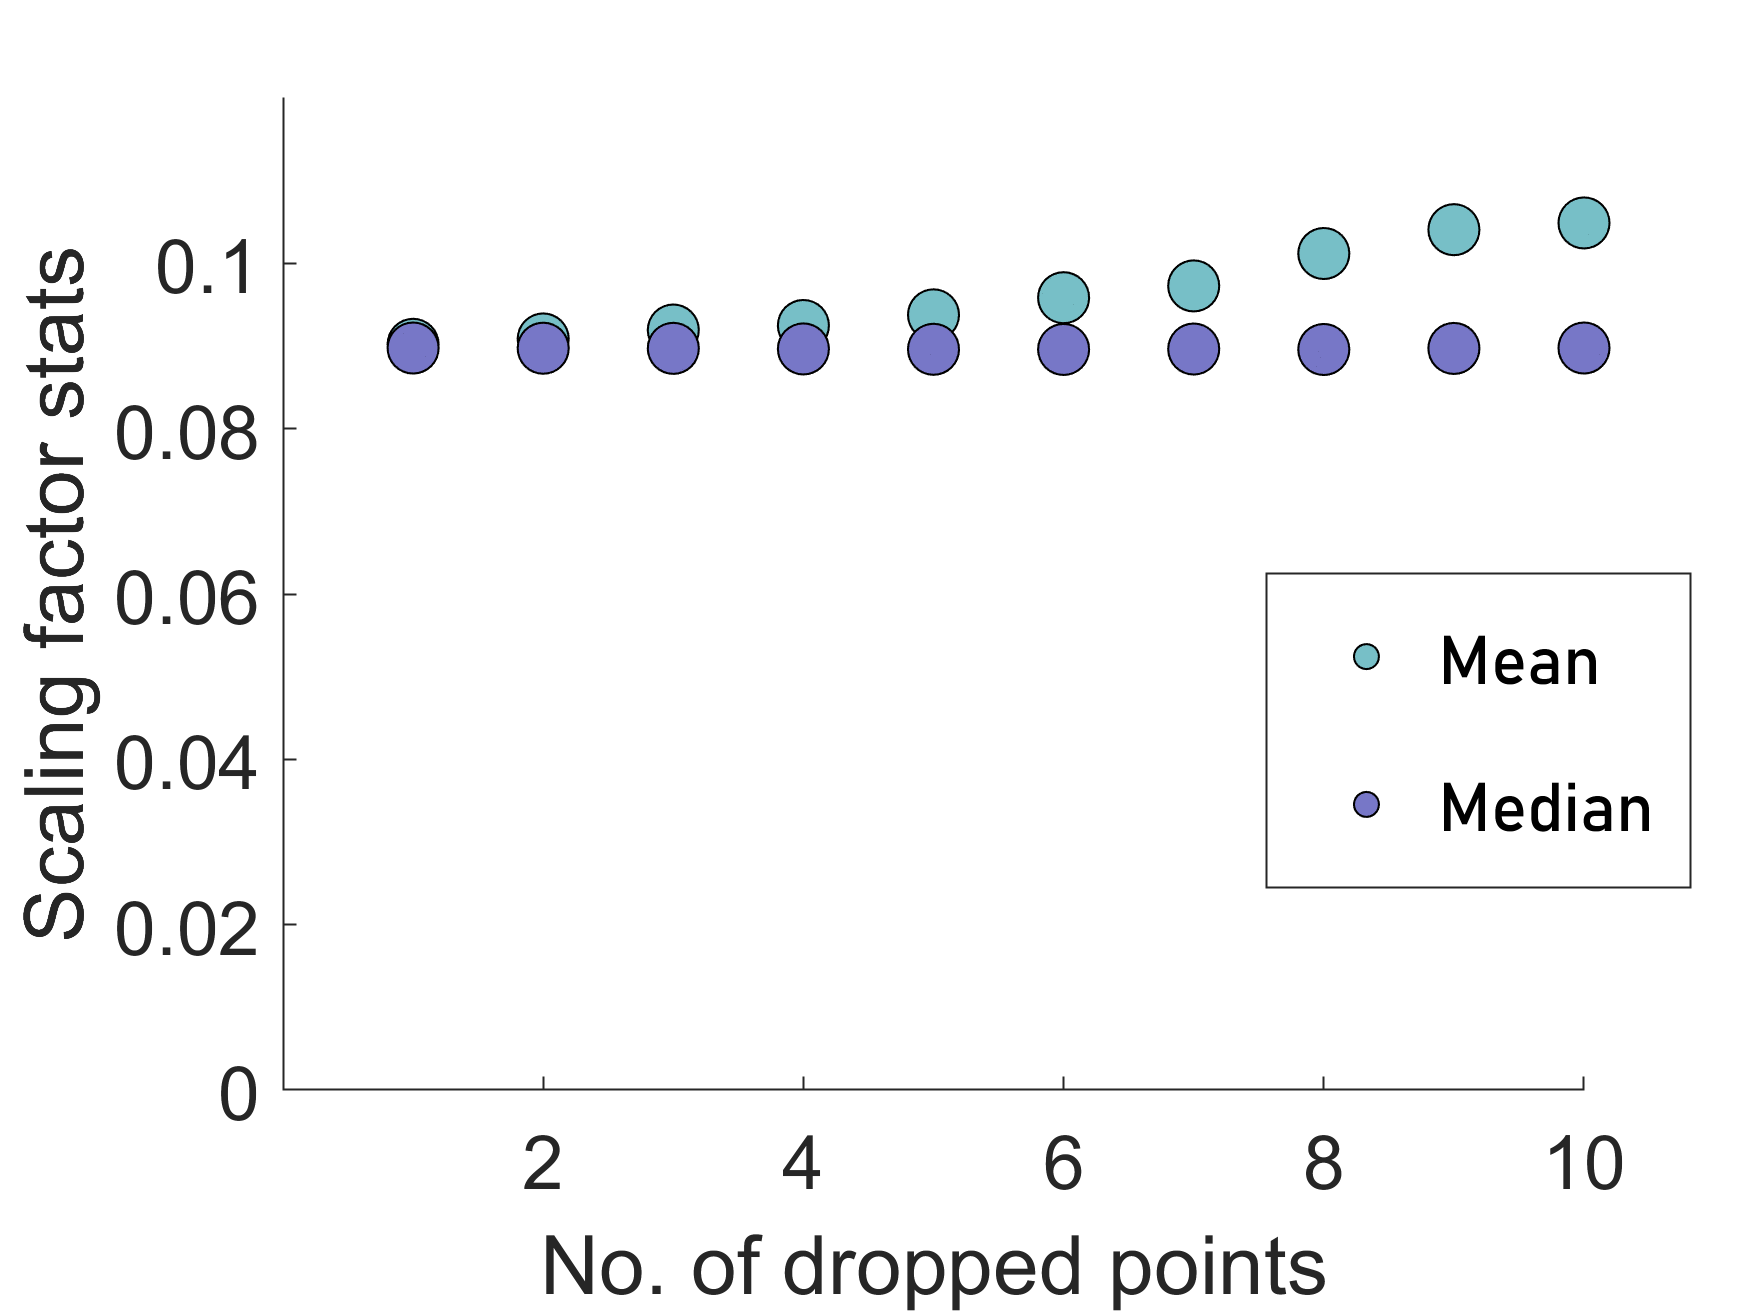
*

**Fig J.** **Sensitivity test.** Mean and median of scaling factor varies as a function of number of data points randomly dropped.

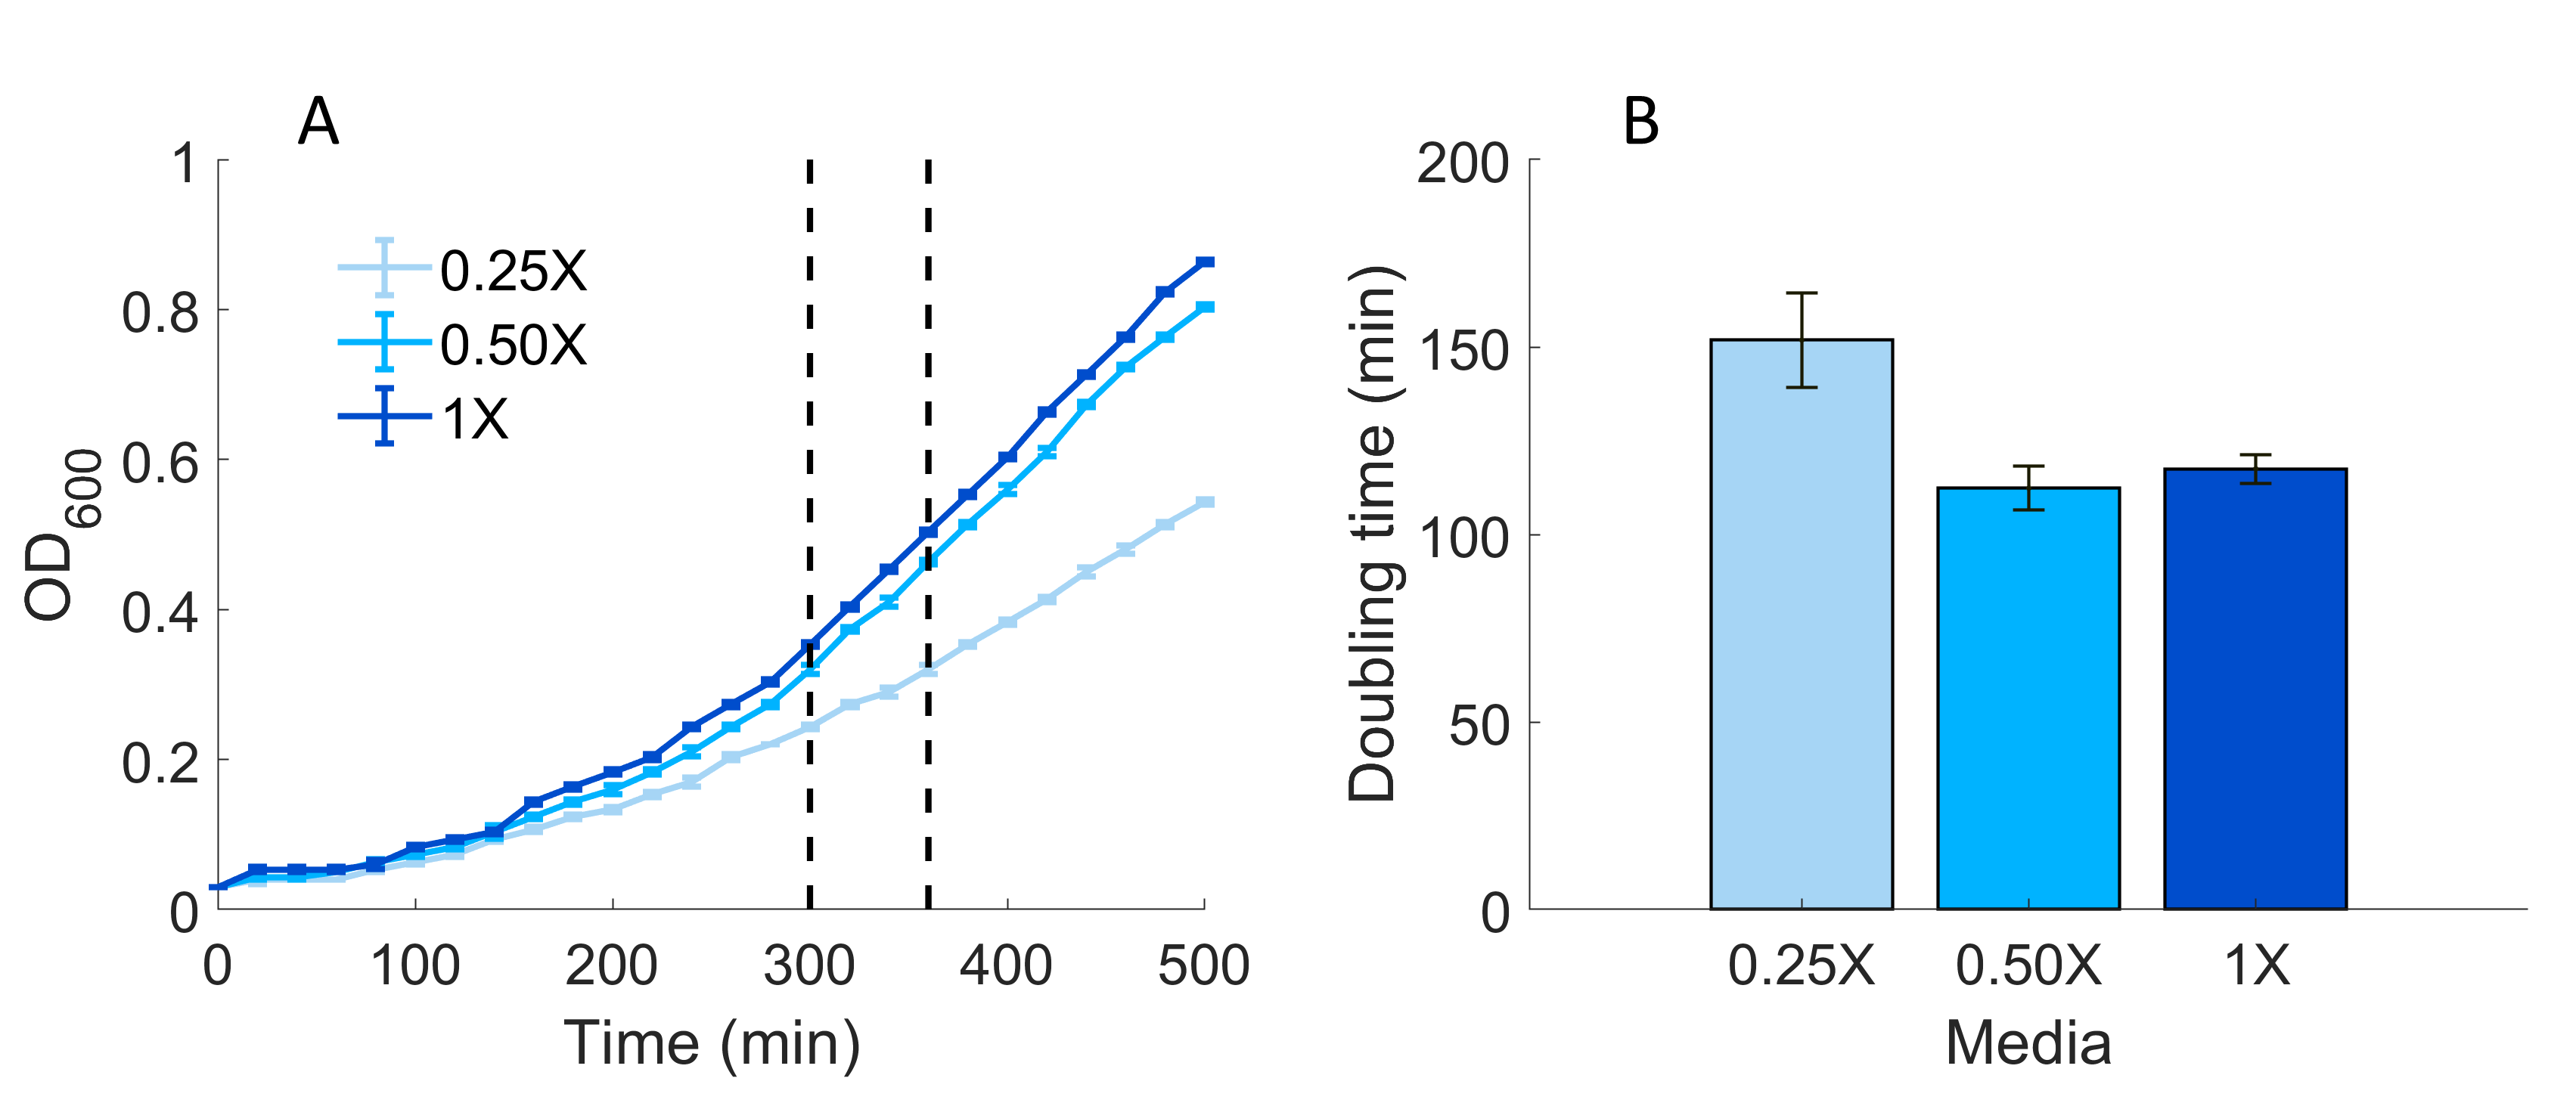

**Fig K. Growth curves and doubling times.** A. Optical density (OD600) curves of *E. coli* MG1655 cells grown in 0.25X,0.5X and 1X media (section ‘Media and Chemicals’ in S1 Appendix). B. From these curves, the doubling time was estimated to be ~112 min in 0.5X and ~118 min in 1X. We used 115 min doubling time in the models. The estimation is made using the formula , with *t2* and *t1*being the end and start times (in minutes), respectively. They are marked by two vertical dashed black lines. The error bars denote the standard error of the mean. Ref. [28] in main manuscript reported ~150 min using 96 well-plates in the same conditions. The fact that we used culture tubes may explain the difference.

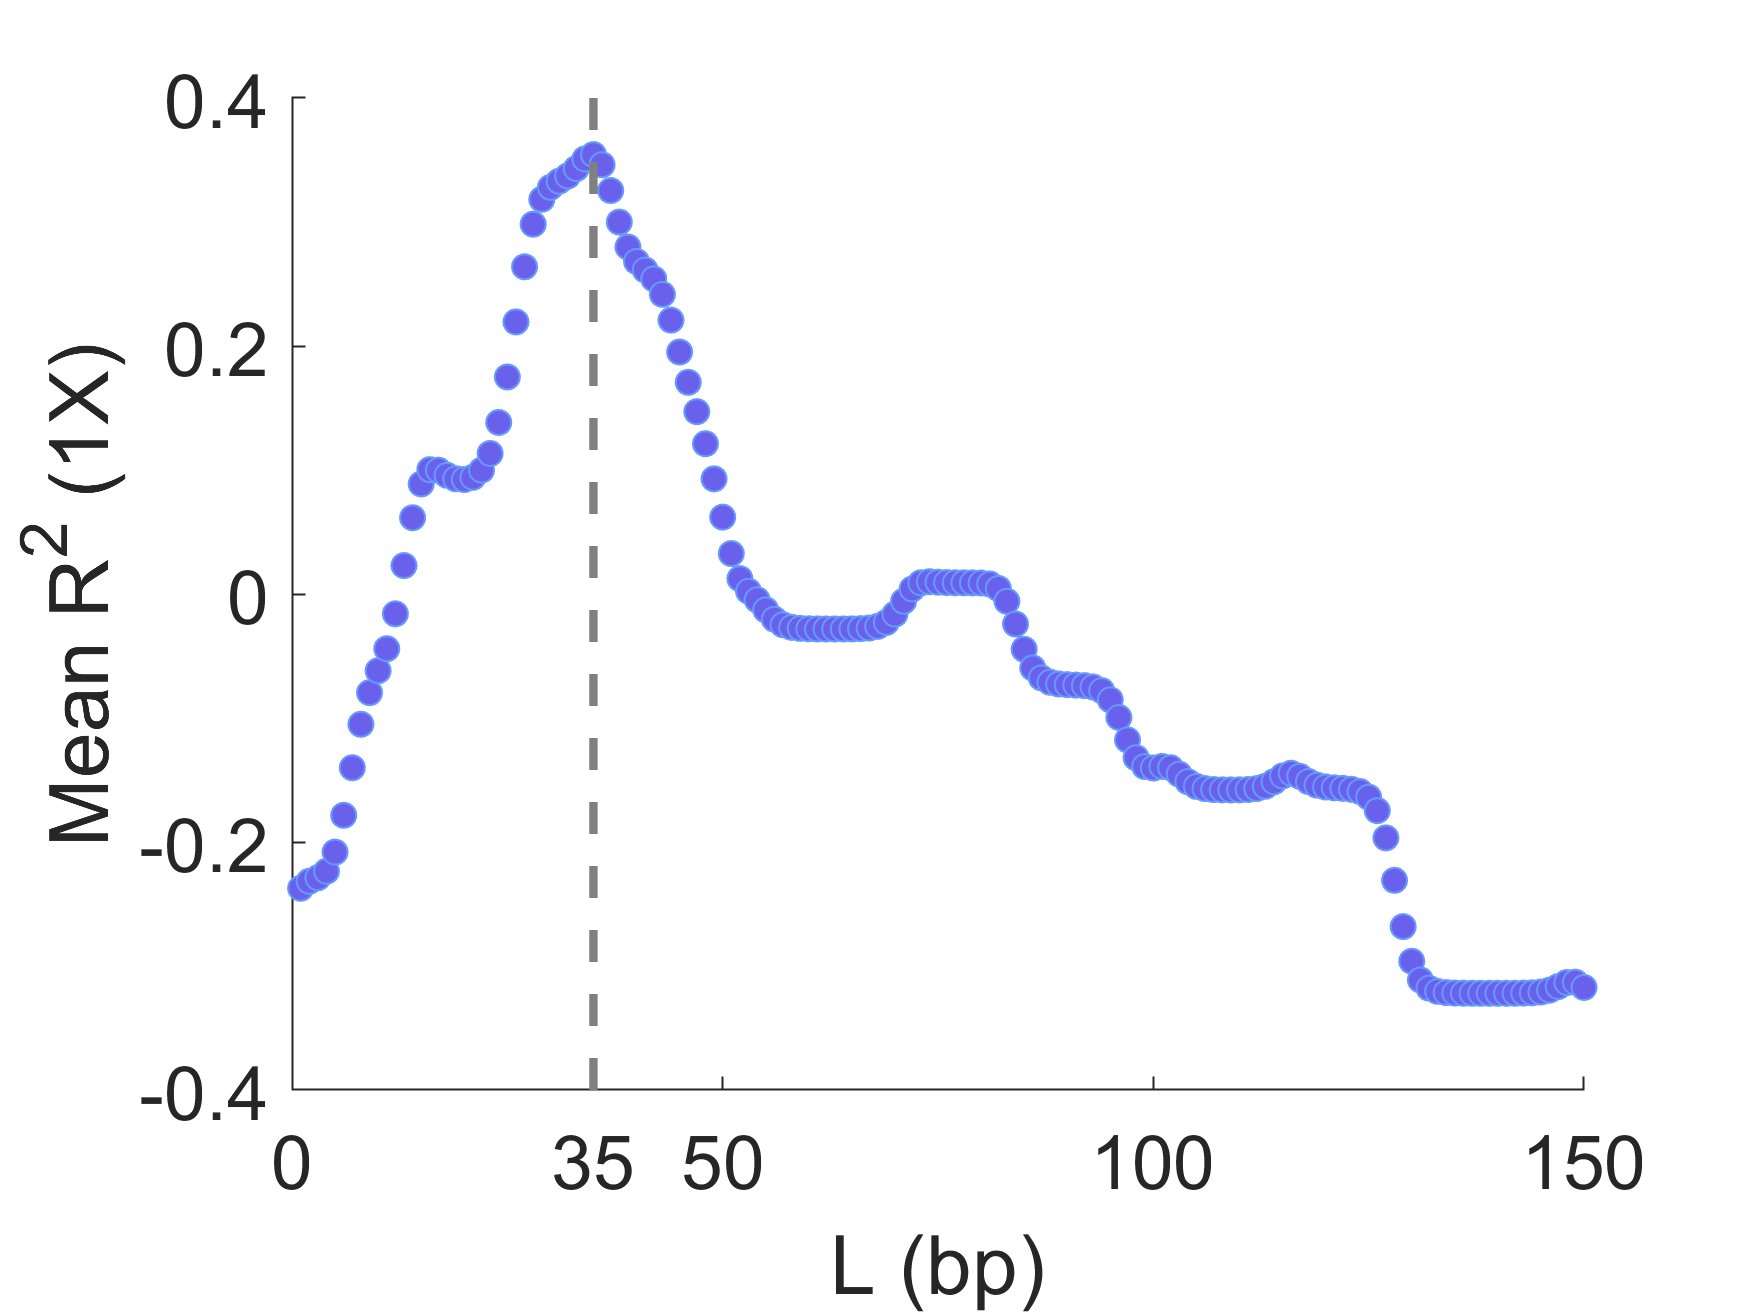

**Fig L.** **Mean R2 of the step interference model.** Mean *R2* of the step interference model to the 1X data in Fig 6A, 6B, and 6C, as a function of L (*dTSS*at which the step of the step function occurs). The Mean *R2* is visibly maximized at L = 35, which marked by a grey dashed line. Relates to Fig 6 in the main manuscript.

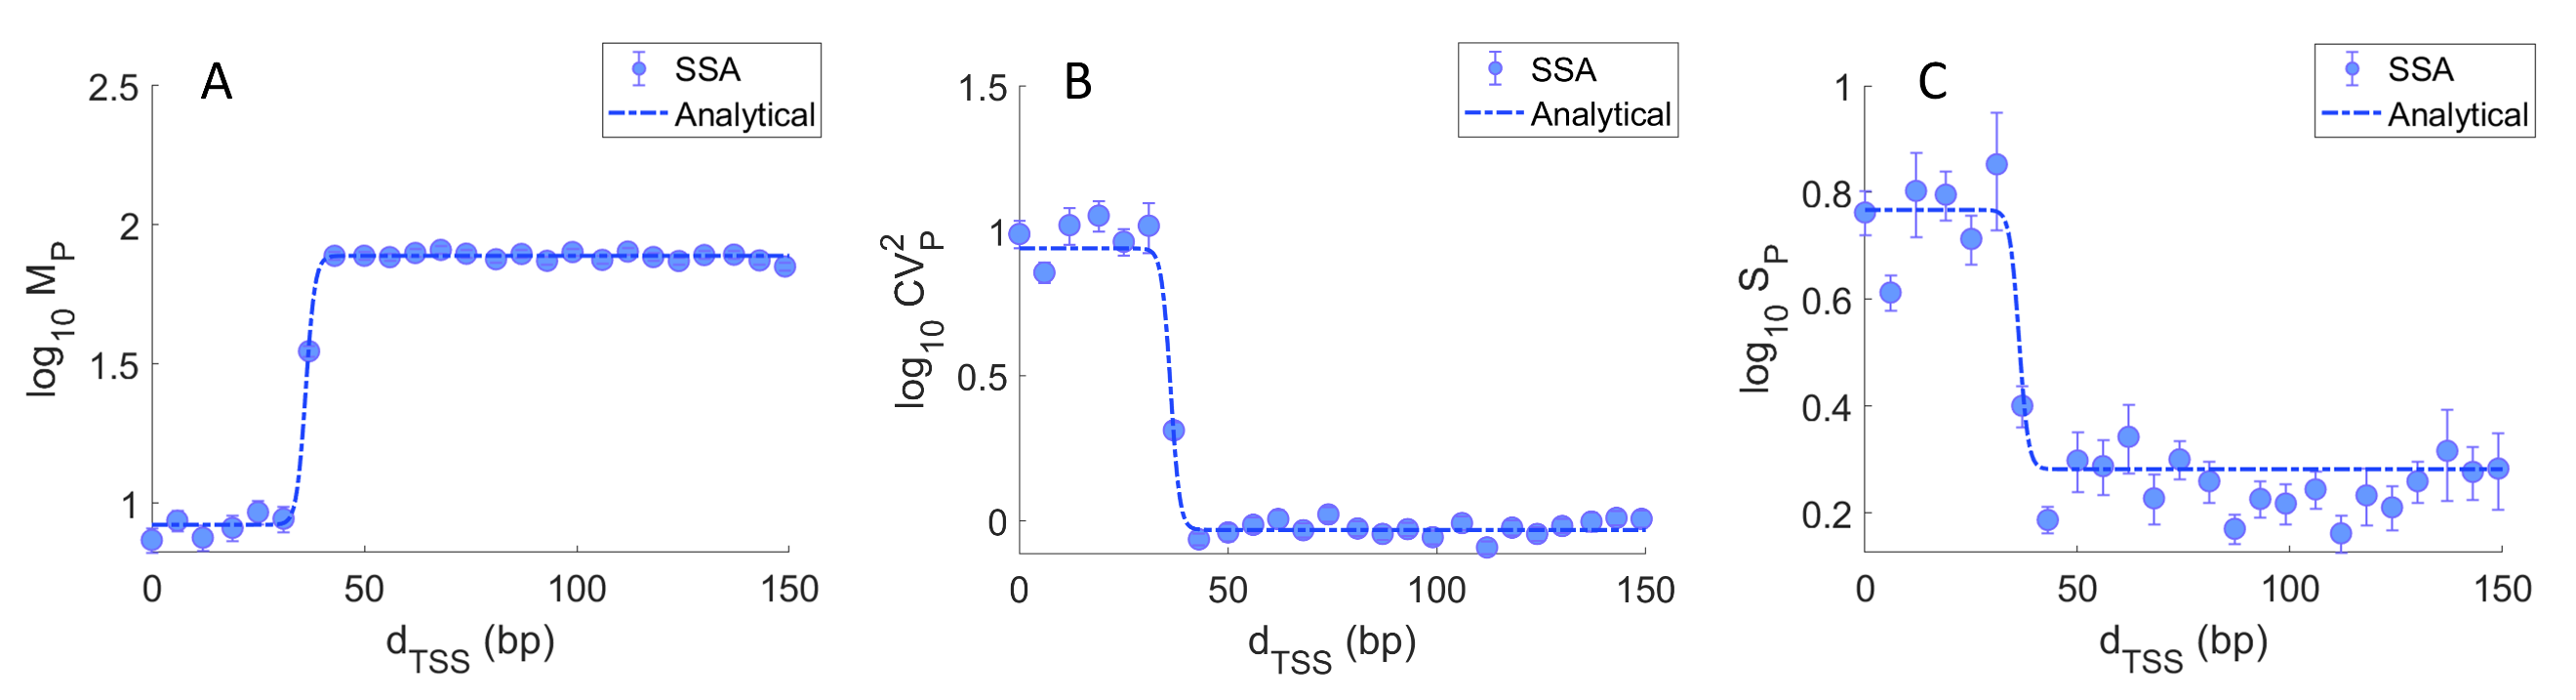
**Fig M. Confronting the solutions of the analytical and stochastic model.** (A) log10 of mean protein numbers, (B) log10 of CV2 of protein numbers and (C) log10 of Skewness of protein numbers as a function of *dTSS*. The blue line is the analytical solution of the step model. The blue dots are the mean results of stochastic simulations of the step model. The parameters used are shown in Tables 2 and 3 in the main manuscript. See Section ‘Stochastic simulations for the step interference model’ in S1 Appendix.

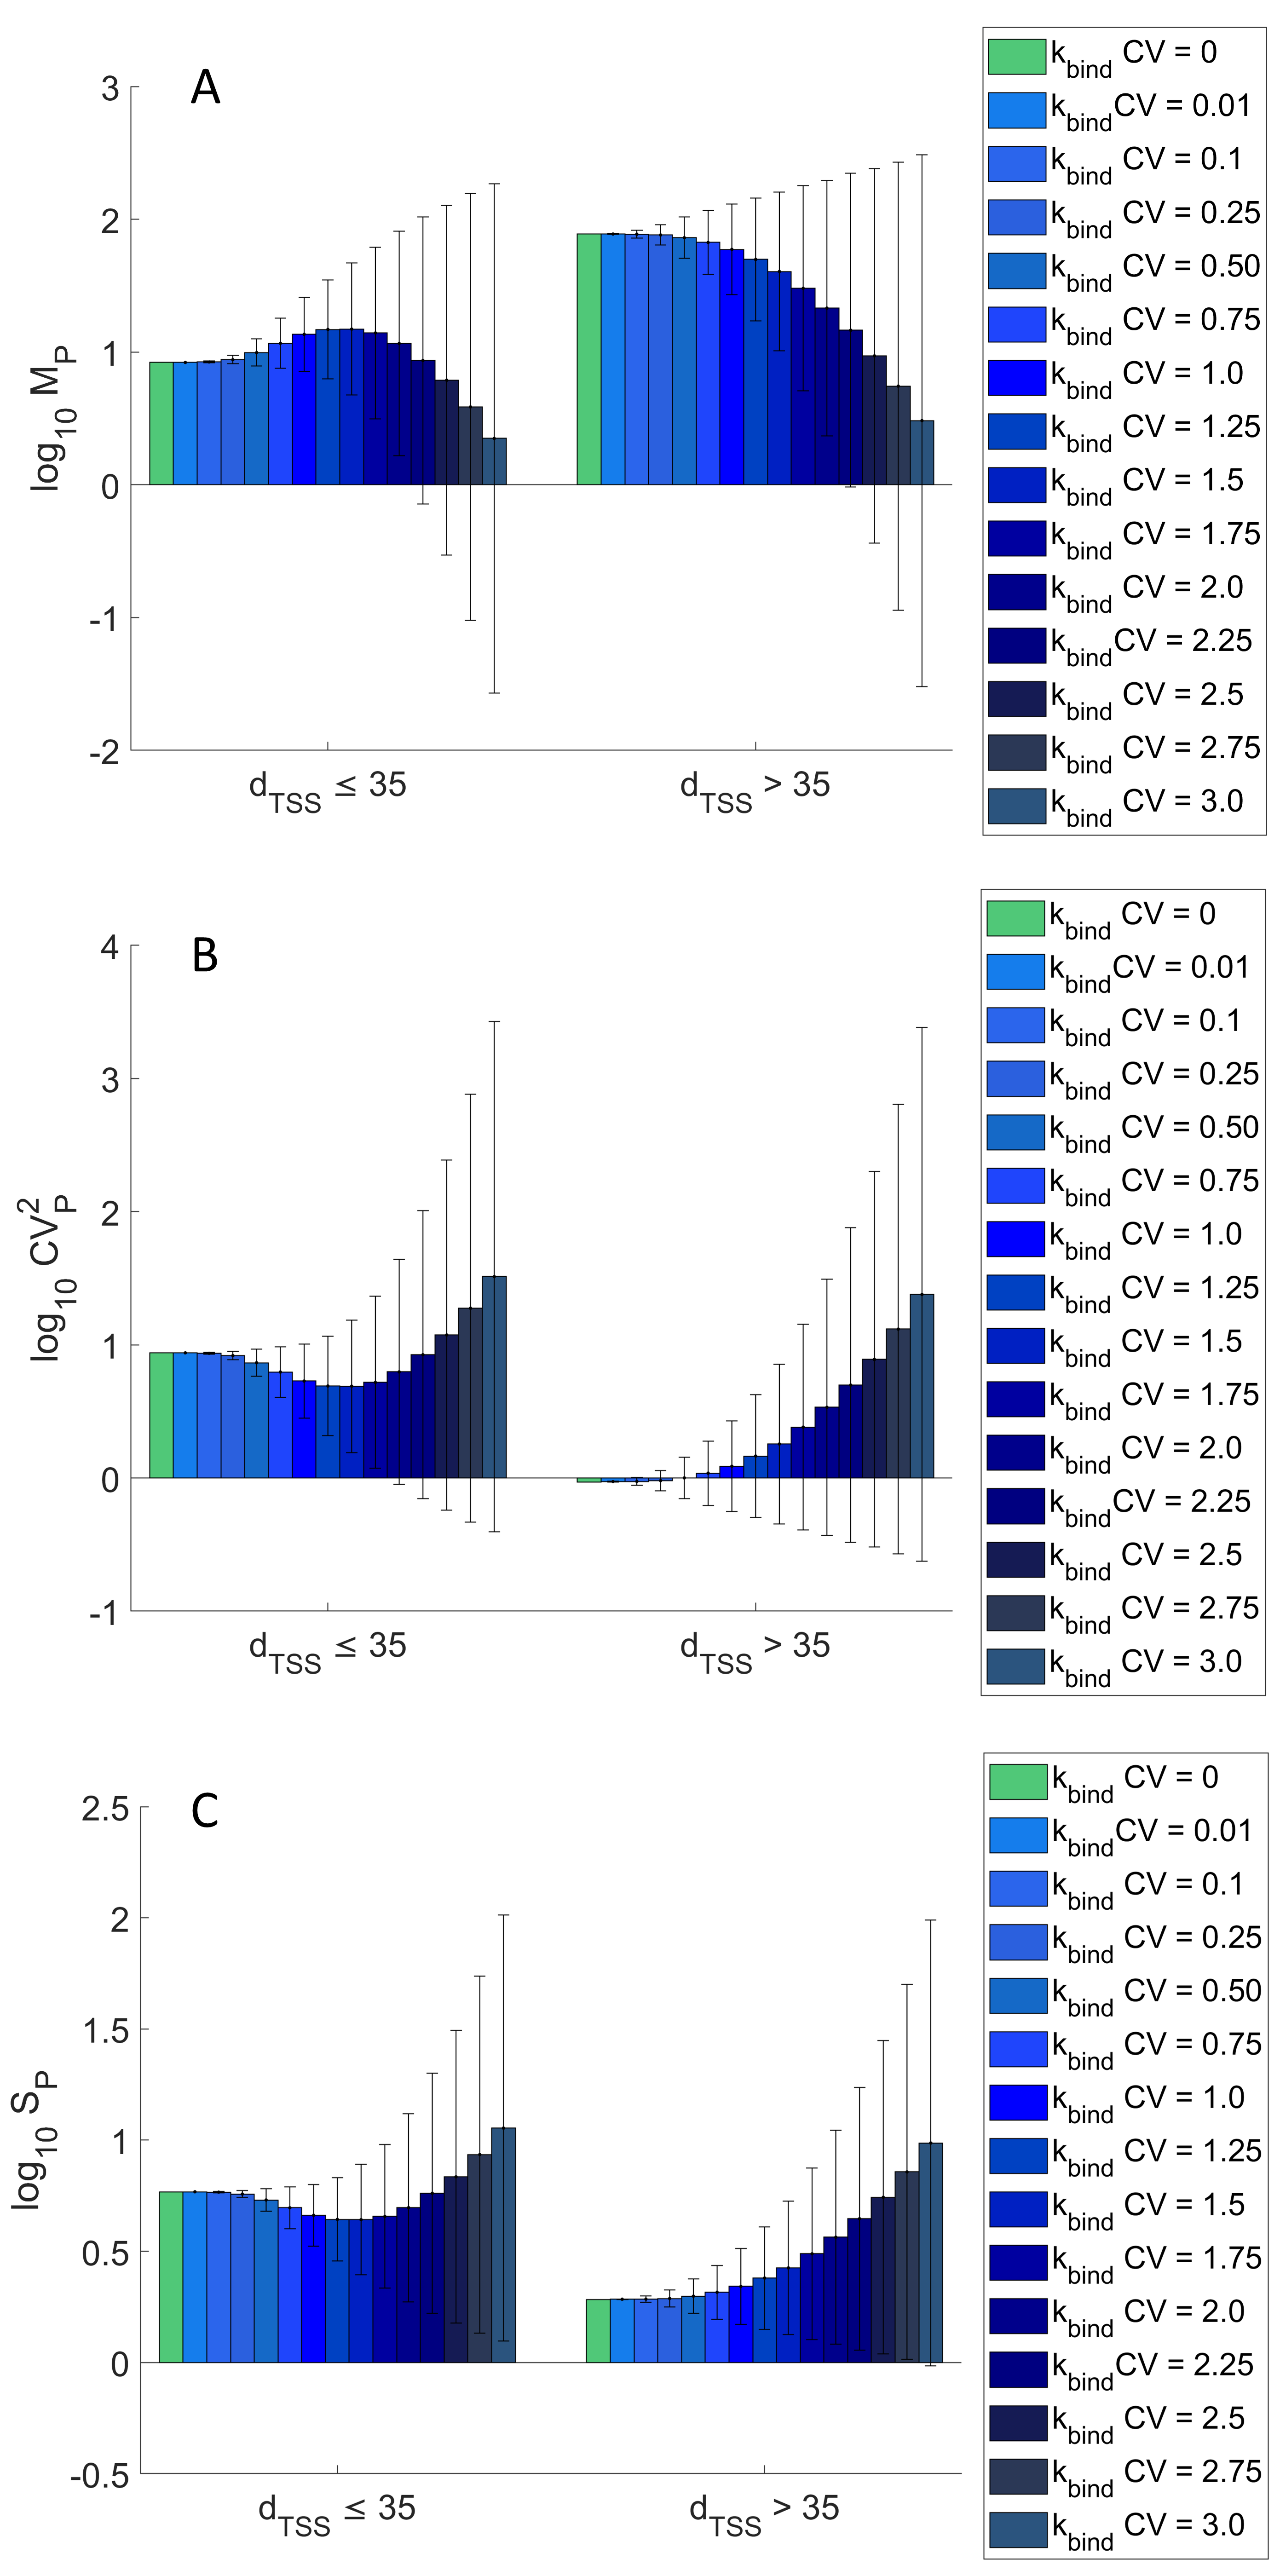

**Fig N.** **Solutions of the analytical model for different levels of variability of .** (Top) Mean, (Middle) *CV2* and (Bottom) *S* of single-cell protein numbers produced by tandem promoters when *dTSS* ≤ 35 (left) and *dTSS* > 35 (right). The green bar is the analytical solution with . The other bars are from analytical solutions for various degrees of variability of  of each promoter.

**
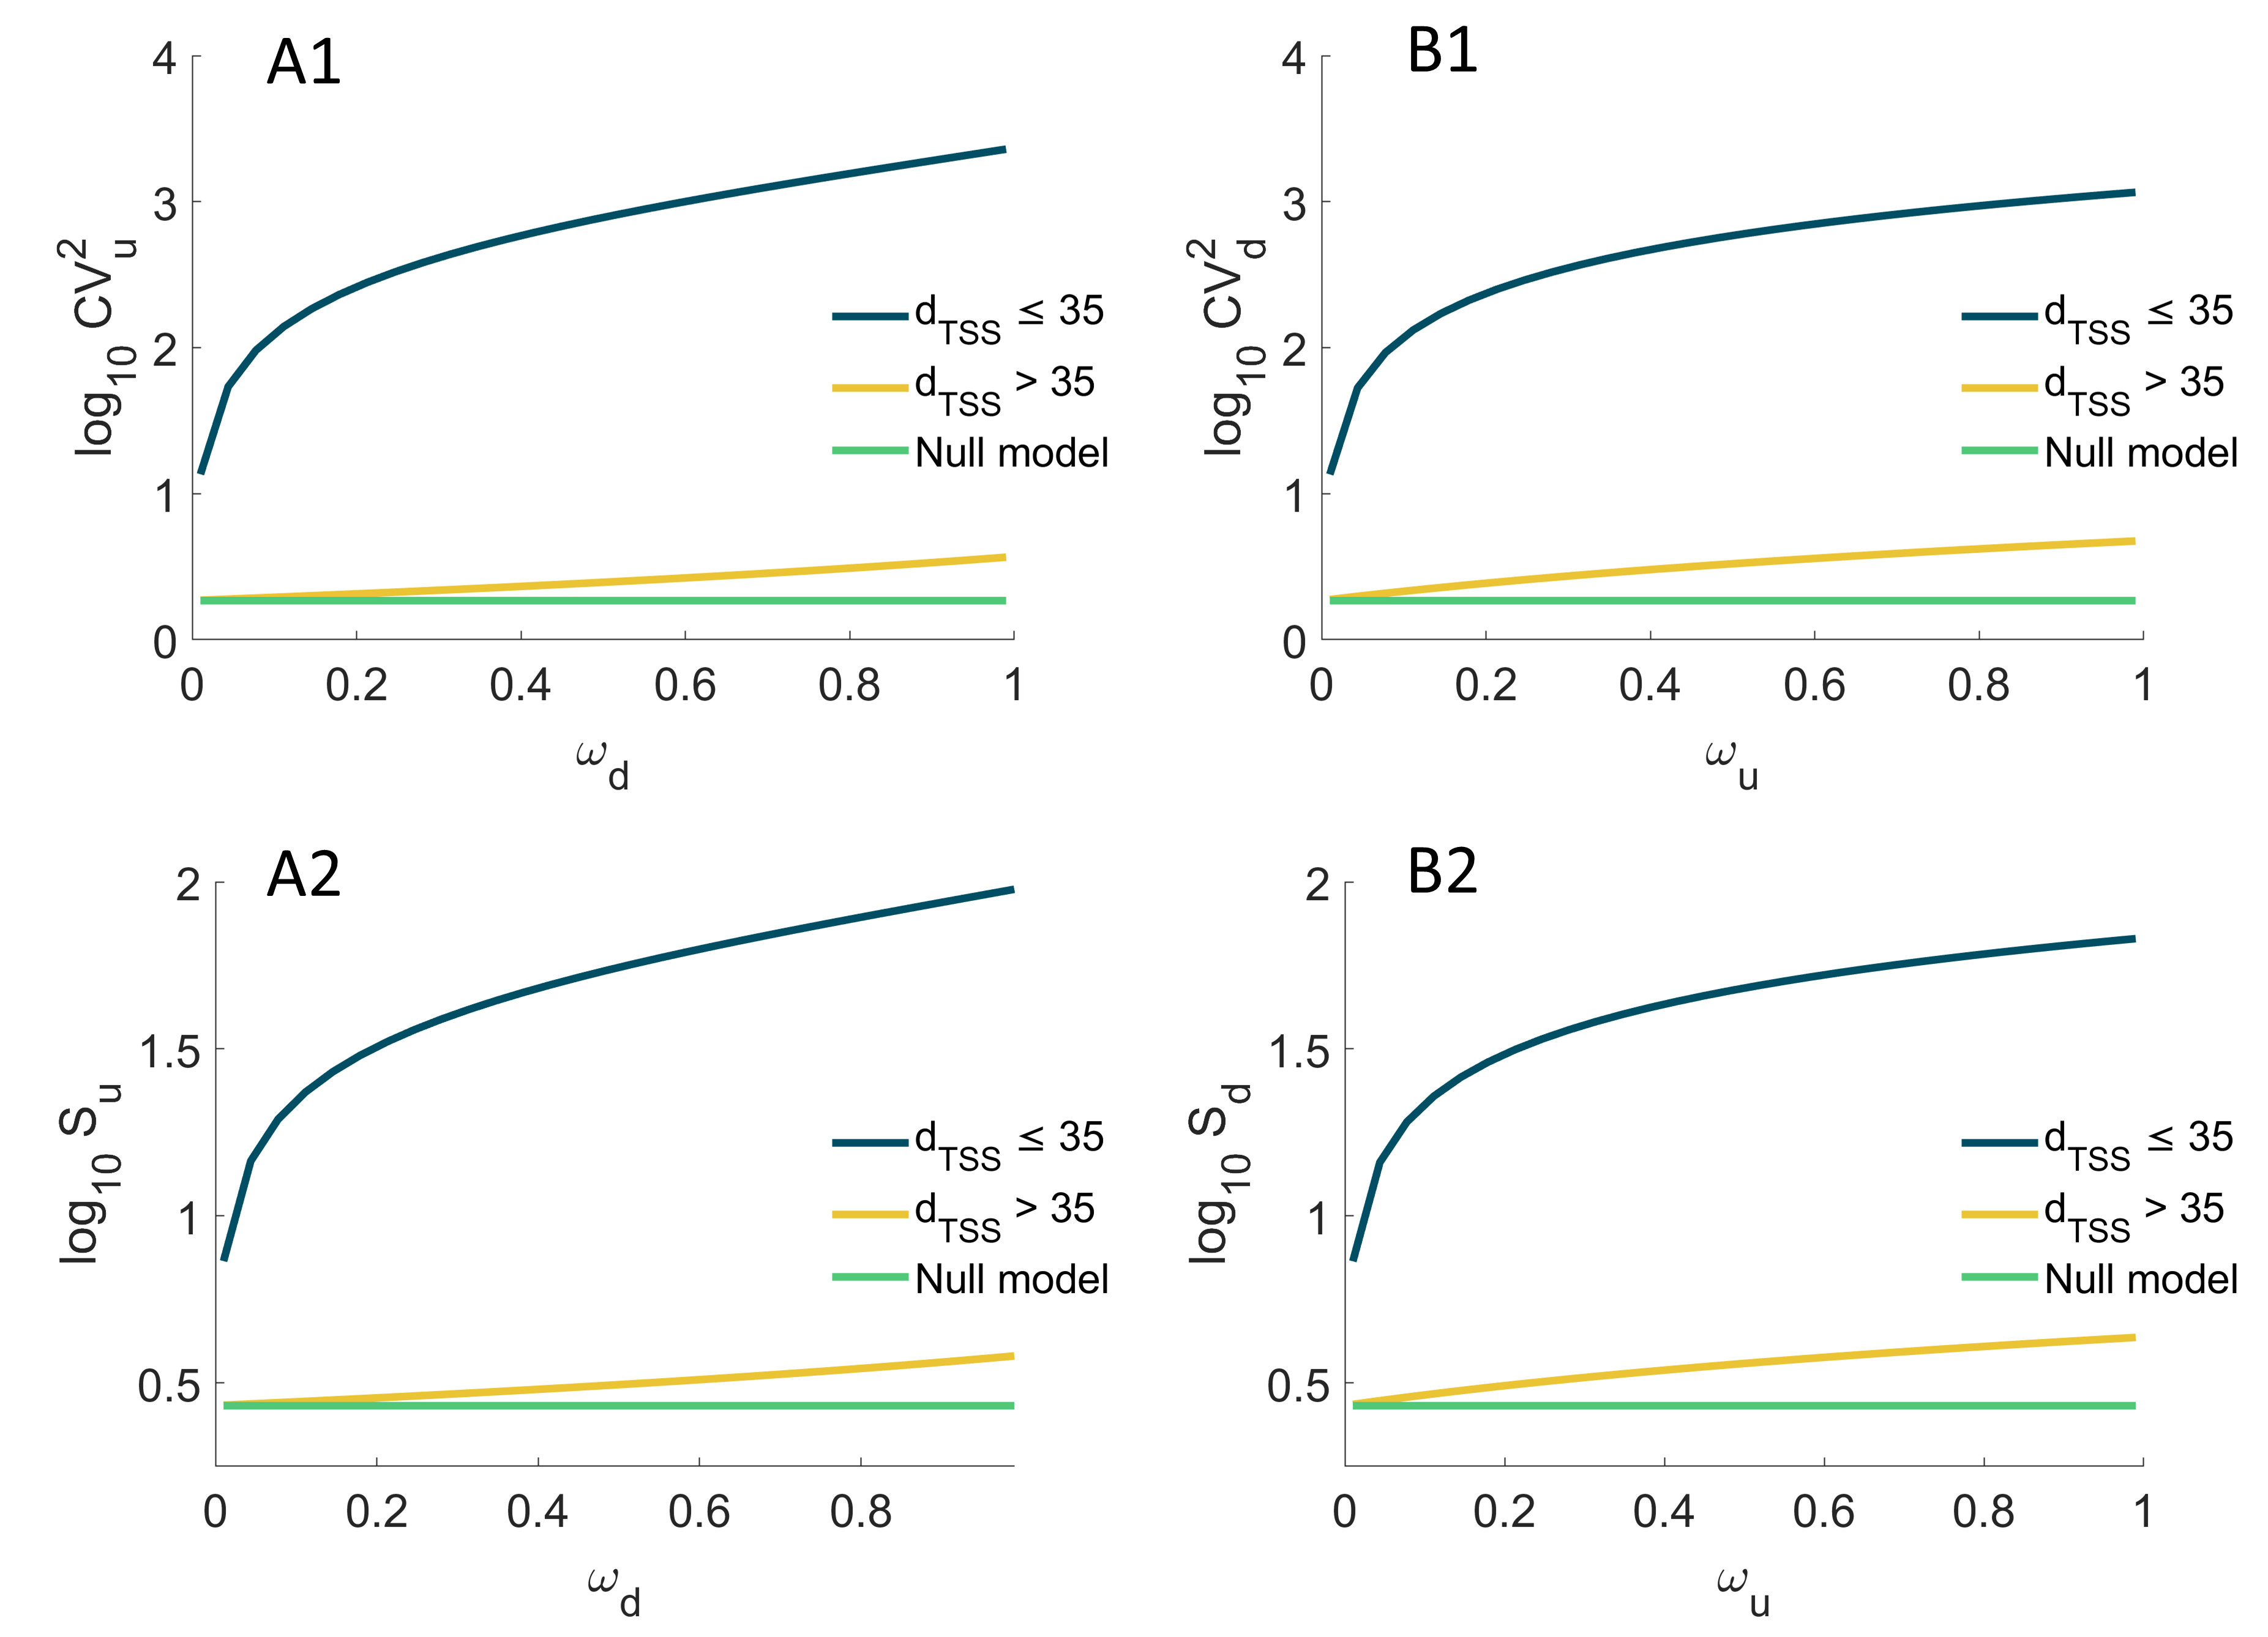
Fig O. Variability and skewness in single-cell protein numbers produced from an upstream and from a downstream promoter as a function of promoter occupancy of the other promoter.**  and *SP* of the single-cell distribution of the number of proteins produced (**A1 and A2**) by the upstream promoter alone, and (**B1 and B2**) by the downstream promoter alone. Results are shown as a function of the fraction of times that the upstream (0.01 ≤ *ωu* ≤ 0.99) and the downstream (0.01 ≤ *ωd* ≤ 0.99) promoter are occupied by RNAP. The null model is estimated by setting *kocclusion*, *ksitting*, and *ω* to zero.

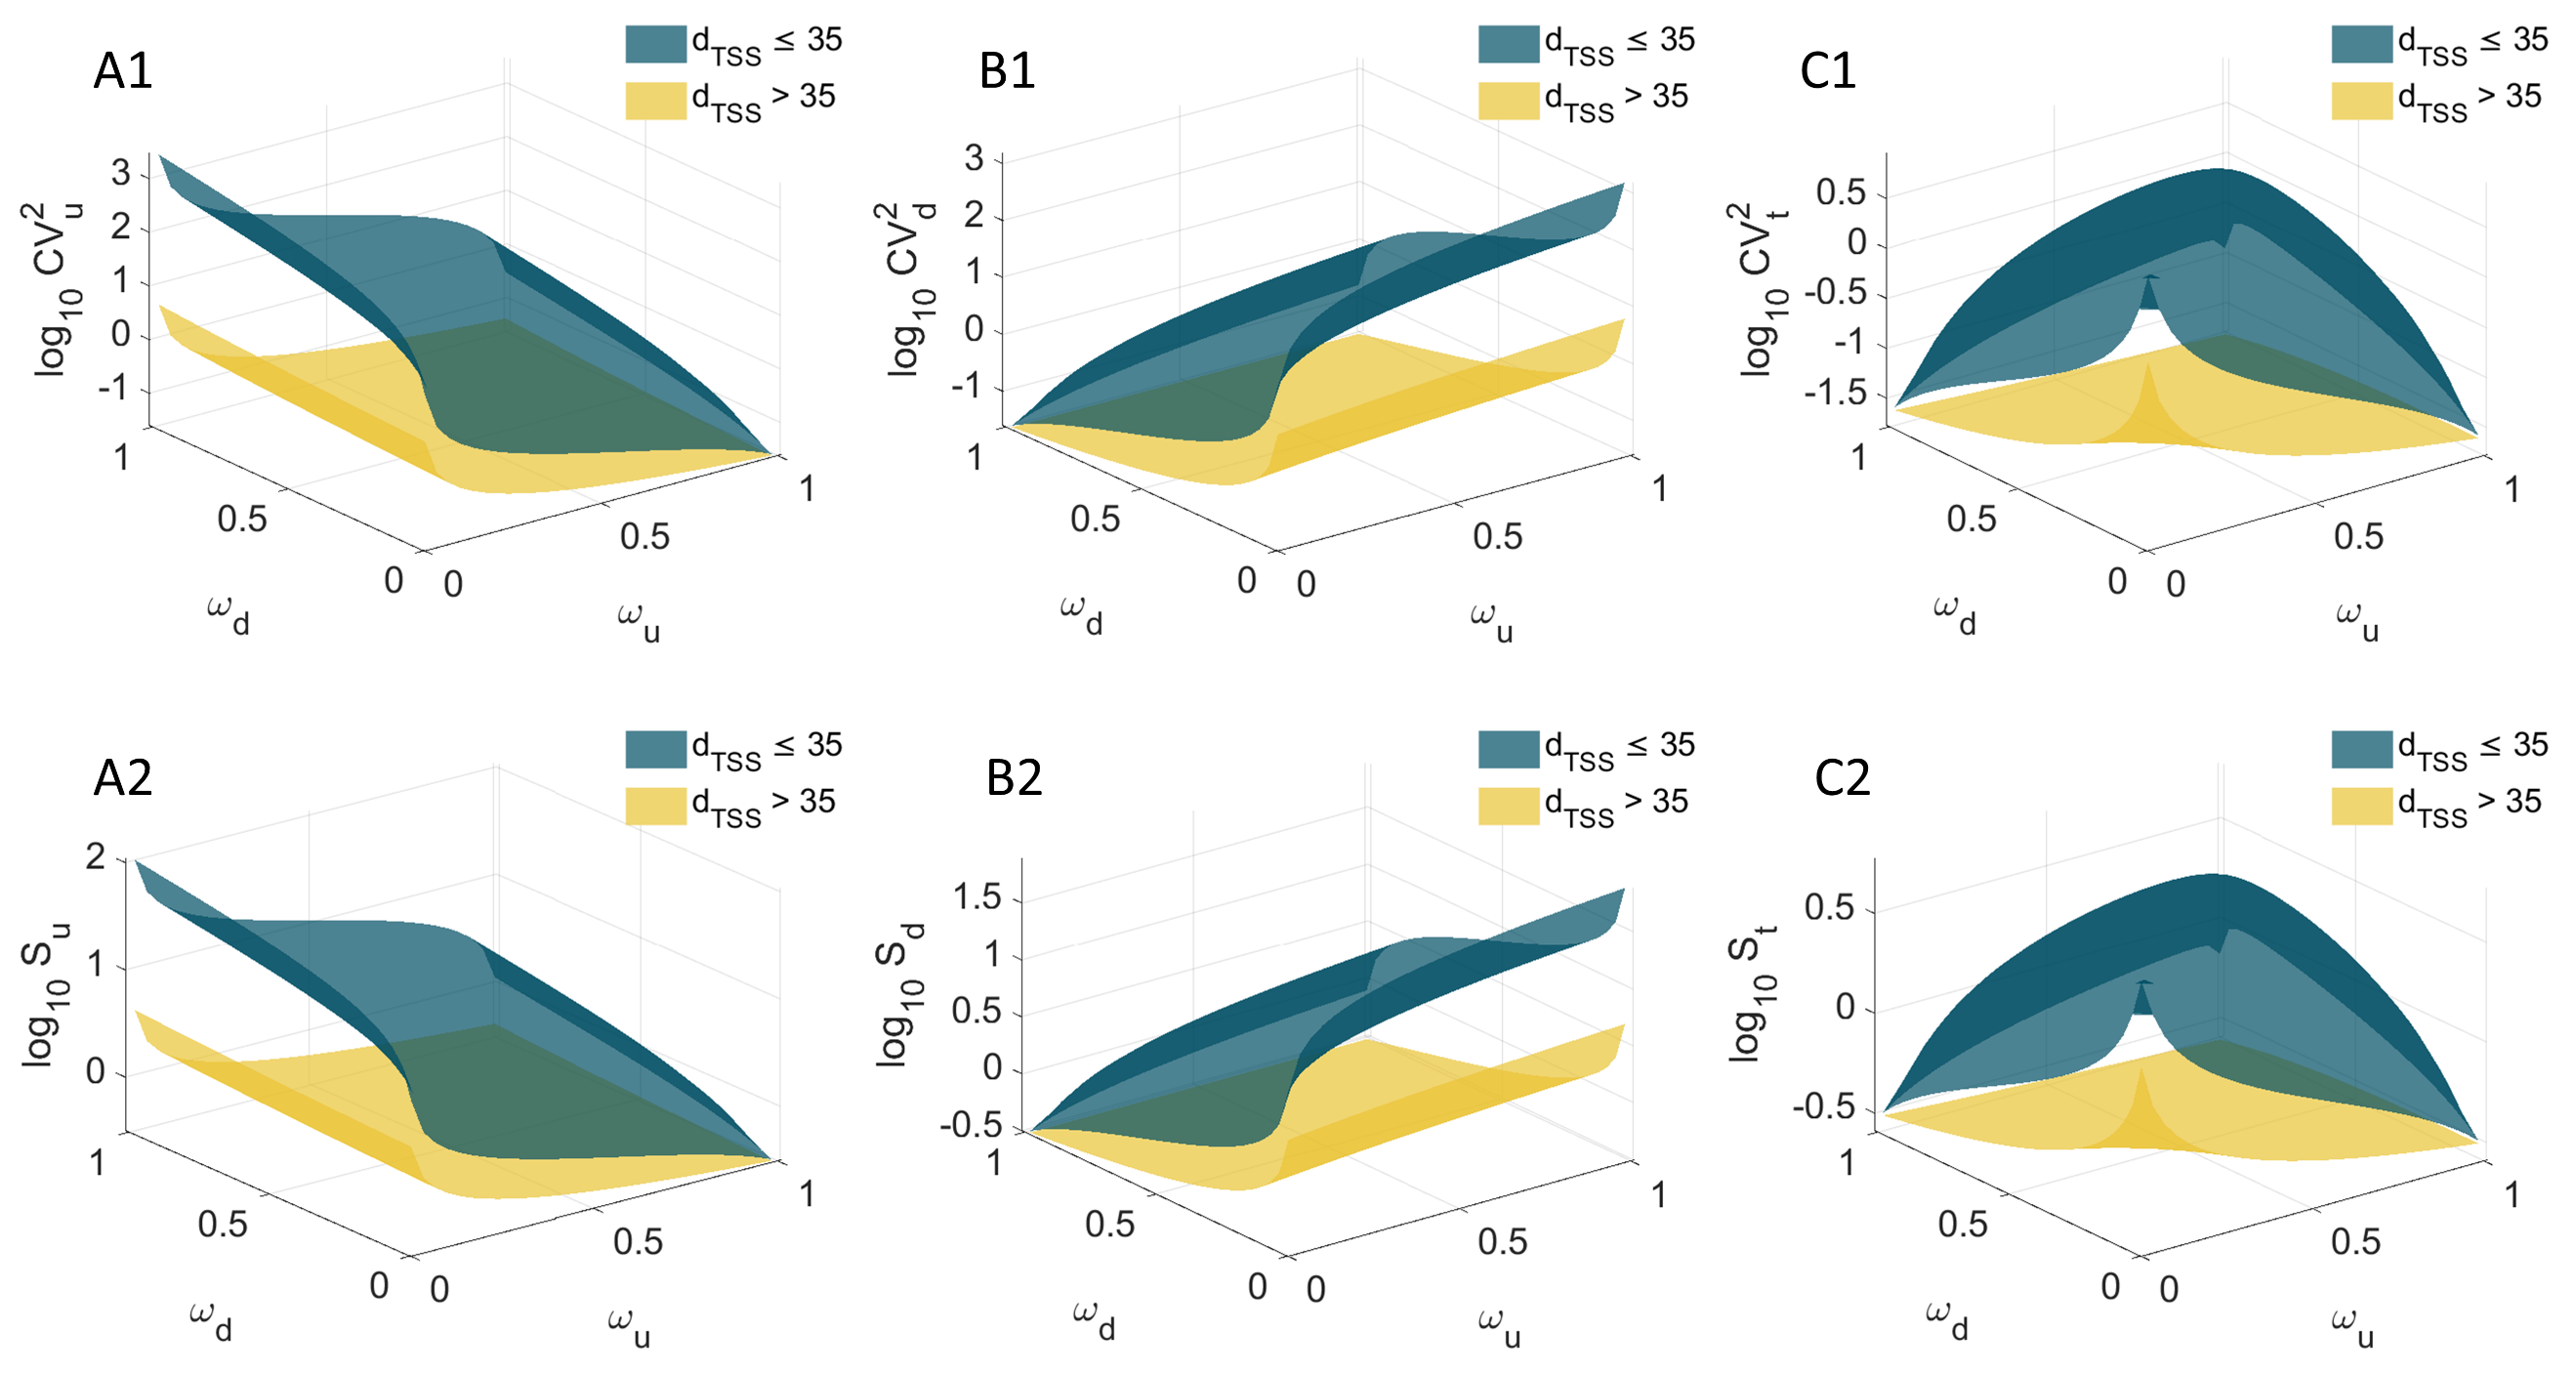

**Fig P. Variability and skewness in single-cell protein numbers as a function of promoter occupancy.** Expected variability (*CV2*) and skewness (*S*) of the single cell distribution of protein numbers due to the activity of, respectively: (**A1** and **A2**) the upstream promoter alone, (**B1** and **B2**) the downstream promoter alone, and (**C1** and **C2**) both promoters. Shown is *CV2*, *S* as a function of the fraction of times that the upstream (0 ≤ *ωu* ≤ 1) and the downstream (0 ≤ *ωd* ≤ 1) promoters are occupied by RNAP, when *dTSS* > 35 (yellow) and *dTSS* ≤ 35 (dark green) bp.

**
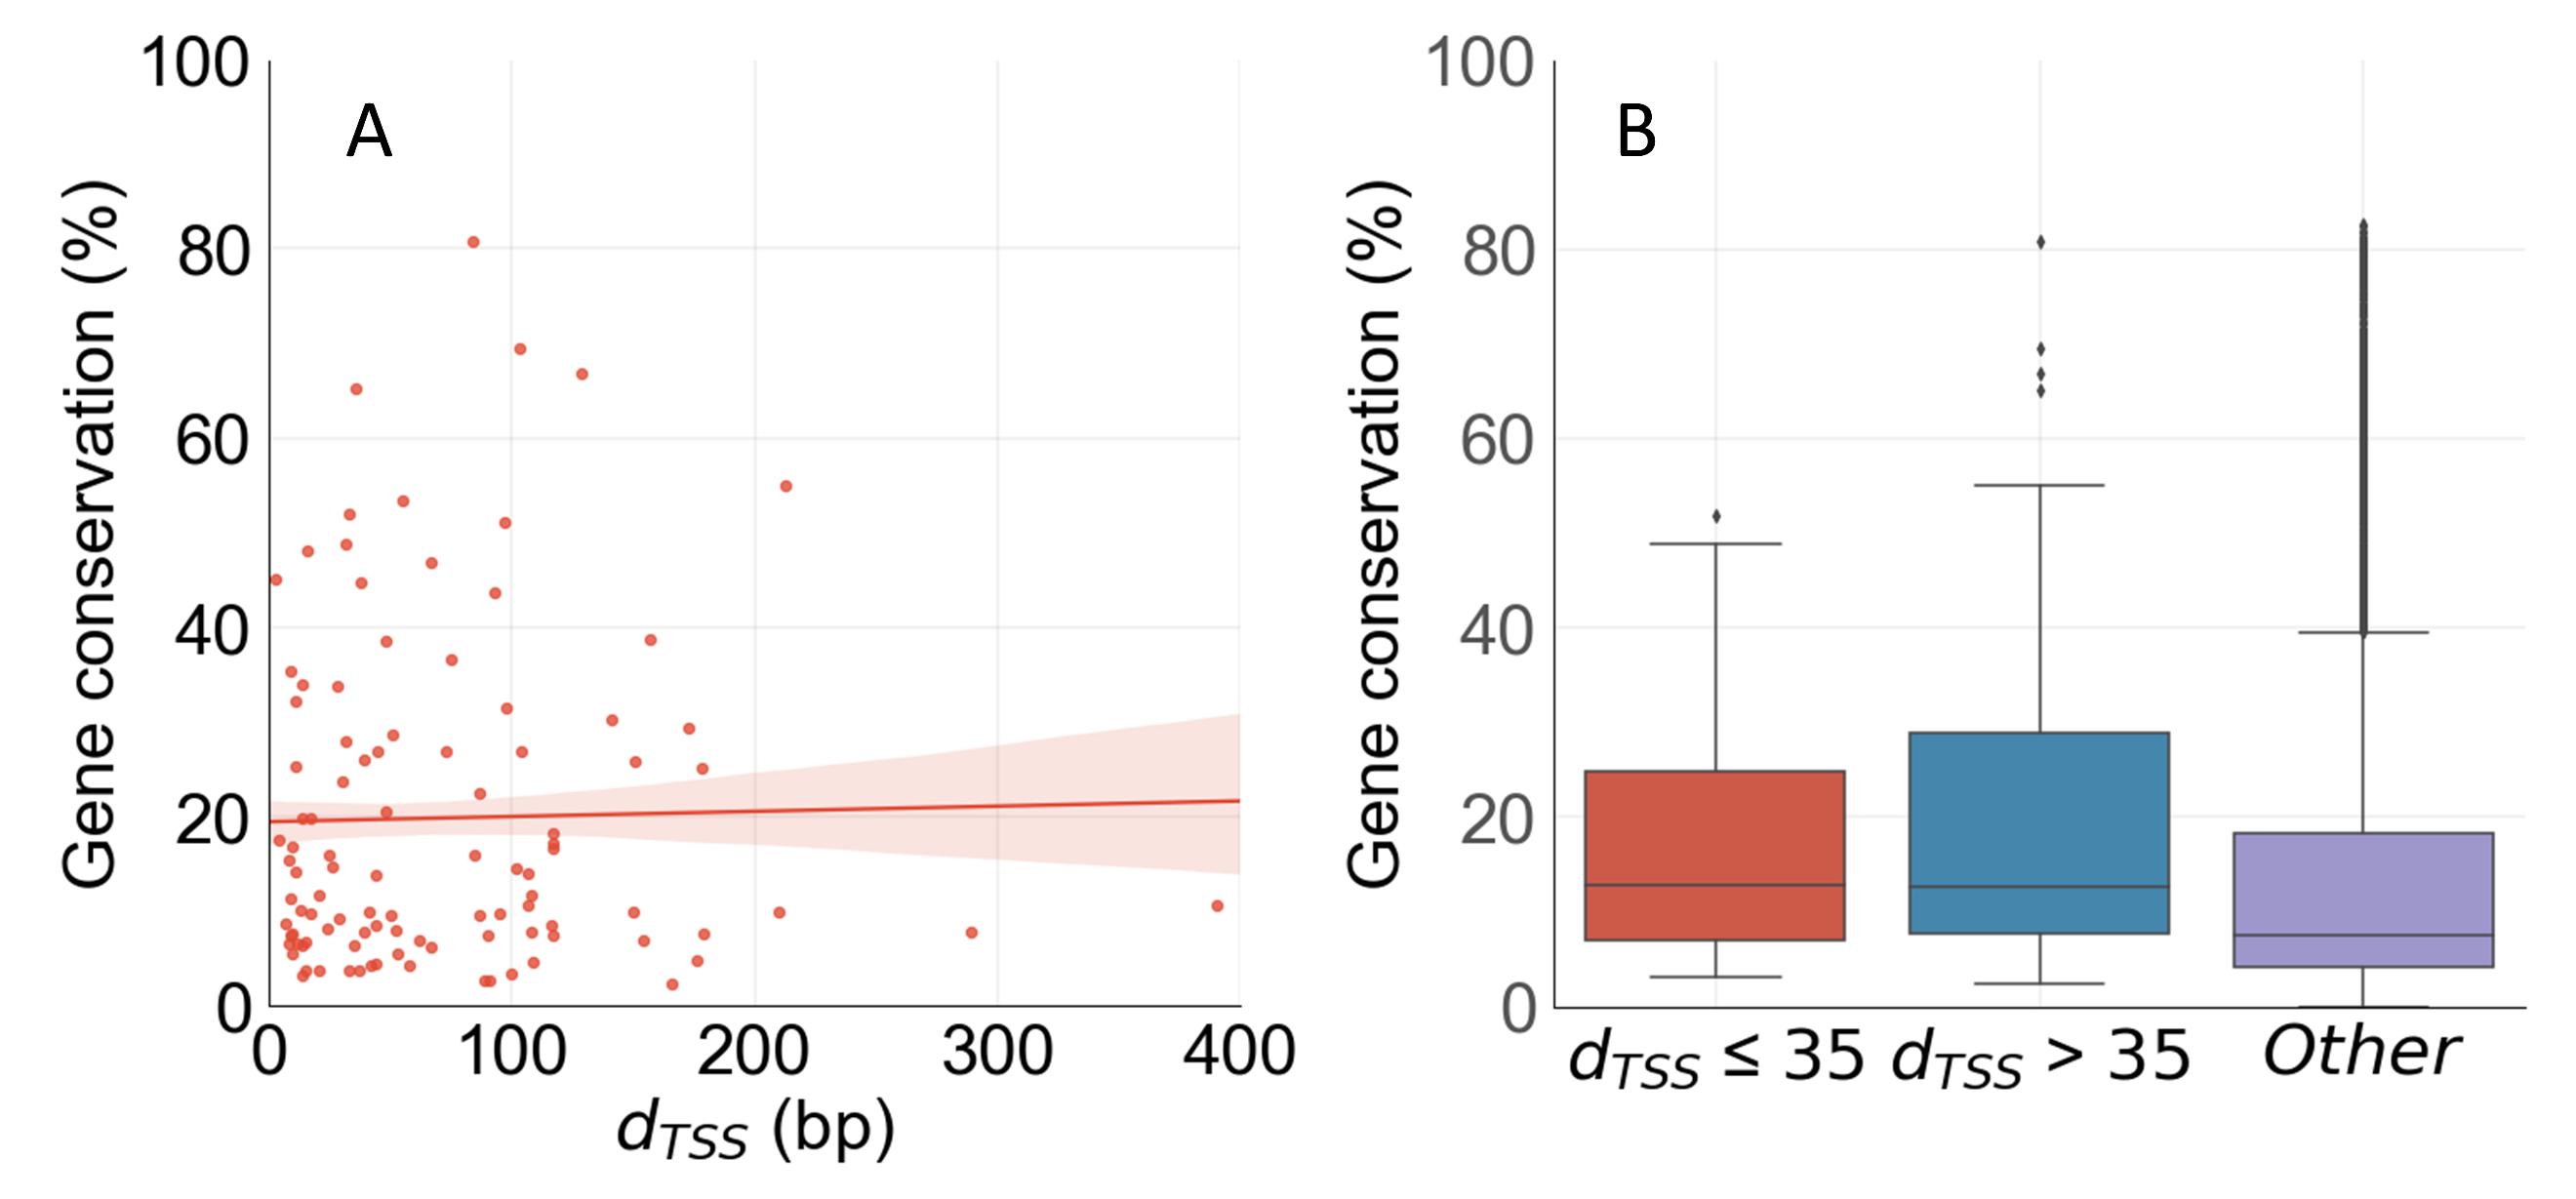
Fig Q.** **Gene conservation levels**. (A) Correlation between *dTSS* (bp) of the pairs of tandem promoters and the evolutionary conservation level of the gene that they express. The line shown is the best linear fit to the data, and its shadow is the standard error of the fit. (B) Box plot of the gene conservation levels of the cohorts of genes with *dTSS* > 35 and with *dTSS* ≤ 35, along with genes other than those in tandem formation.The horizontal black line inside each box marks the median, the top of the box shows the 3rd quartile (Q3), and the bottom of the box shows the first quartile (Q1) of each gene cohort. The error bar above the box marks the range of values within (Q3+1.5*IQR), while the error bar below the bottom shows the range of values within (Q1-1.5*IQR). Here, IQR = Q3 – Q1.

# Supplementary material for: Analytical kinetic model of native tandem promoters in E. coli
**Source:** PLoS Comput Biol. 2022 Jan 31;18(1):e1009824. doi: 10.1371/journal.pcbi.1009824
**Supplement:** S3 Appendix

**S3 Appendix: Supporting Tables**

**Table A**. **List of genes controlled by tandem promoters.**

| **S. No** | **Configuration (see Fig 1 main manuscript)** | **Gene** | **Promoters (upstream/ downstream)** | **Distance between TSS’s (bp)** |
| --- | --- | --- | --- | --- |
|
| **1** | I | aspS | aspSp1/aspSp | 84 |
| **2** | I | bolA | bolAp2/bolAp1 | 85 |
| **3** | I | cspI | cspIp/cspIp2 | 100 |
| **4** | I | glmU | glmUp2/glmUp1 | 103 |
| **5** | I | gltA | gltAp1/gltAp2 | 97 |
| **6** | I | hchA | hchAp2/hchAp | 150 |
| **7** | I | ispU | ispUp1/ispUp2 | 117 |
| **8** | I | tig | tigp1/tigp3 | 129 |
| **9** | I | nuoA | nuoAp1/nuoAp2 | 173 |
| **10** | II | acnB | acnBp/acnBp2 | 45 |
| **11** | II | bhsA | bhsAp9/bhsAp | 14 |
| **12** | II | cirA | cirAp2/cirAp1 | 13 |
| **13** | II | csgD | csgDp1/csgDp2 | 9 |
| **14** | II | cspA | cspAp1/cspAp2 | 51 |
| **15** | II | dapB | dapBp2/dapBp1 | 55 |
| **16** | II | fabI | fabIp/fabIp1 | 3 |
| **17** | II | fadR | fadRp/fadRp2 | 11 |
| **18** | II | fkpA | fkpAp1/fkpAp2 | 26 |
| **19** | II | gpmA | gpmAp2/gpmAp | 38 |
| **20** | II | lysU | lysUp1/lysUp2 | 8 |
| **21** | II | mfd | mfdp1/mfdp2 | 36 |
| **22** | II | osmC | osmCp1/osmCp2 | 10 |
| **23** | II | pfkA | pfkAp2/pfkAp1 | 48 |
| **24** | II | pfkB | pfkBp2/pfkBp1 | 28 |
| **25** | II | phoH | phoHp1/phoHp2 | 73 |
| **26** | II | serC | serCp2/serCp | 16 |
| **27** | II | sohB | sohBp1/sohBp2 | 17 |
| **28** | II | ucpA | ucpAp2/ucpAp1 | 7 |
| **29** | II | ugpB | ugpBp2/ugpBp1 | 48 |
| **30** | II | xdhA | xdhAp/xdhAp2 | 8 |

List of genes controlled by tandem promoters whose single-cell protein numbers were measured by flow-cytometry using cells of the YFP strain library. Also shown are their promoters in tandem formation, their configuration, and the distance in base pairs (bp) between their TSSs.

**Table B. List of strains of the YFP strain library observed by flow-cytometry.**

**Table C. Average ‘network’ properties of genes with 1 or more TFs.**

| Network properties | Genes controlled by tandem promoters with *dTSS* ≤ 35 | | Genes controlled by tandem promoters with *dTSS* > 35 | | All promoters of genes with 1 or more TF interactions |
| --- | --- | --- | --- | --- | --- |
| **Mean ± SEM** | **Random set from all genes**  **Mean ±SEM (p-value)** | **Mean ± SEM** | **Random set from all genes Mean ±SEM (p-value)** | **Mean ± SEM** |
| Average Shortest PathLength | 0.31 ± 0.16 | 0.17 ± 0.11 (0.23) | 0.13 ± 0.05 | 0.17±0.08 (0.60) | 0.17 ±0.01 |
| Clustering Coefficient | 0.09 ± 0.03 | 0.11 ± 0.03 (0.68) | 0.10 ± 0.03 | 0.11 ± 0.03 (0.62) | 0.11 ± 4.34×10-3 |
| Eccentricity | 0.56±0.31 | 0.25 ± 0.20 (0.22) | 0.15 ± 0.06 | 0.26 ± 0.16 (0.73) | 0.26 ± 0.03 |
| Edge Count | 5±1.64 | 4.64 ± 3.4 (0. 33) | 3.3 ± 0.83 | 4.64 ± 2.73 (0.67) | 4.63 ± 0.43 |
| Indegree | 2.33±0.48 | 2.32 ± 0.34 (0.52) | 2.02 ± 0.17 | 2.31 ± 0.27(0.83) | 2.32 ± 0.04 |
| Neighborhood Connectivity | 161.76 ± 29.09 | 131.95 ± 21.74 (0.20) | 134.63 ± 15.1 | 131.87 ± 17.36 (0. 44) | 131.91 ± 2.74 |
| Outdegree | 2.66 ± 1.34 | 2.33 ± 3.4 (0.30) | 1.28 ± 0.83 | 2.31 ± 2.71 (0. 59) | 2.32 ± 0.43 |

Shown are the network properties for genes controlled by tandem promoters at a distance dTSS ≤ 35 bp and at a distance dTSS > 35 bp. For comparison, we show the same properties, when averaged from all genes of *E. coli*’s TF network. Genes without TF’s are not considered. Note that all p-values are larger than 0.05.

**Table D:** **Genes controlled by tandem promoters without input TFs.**

| **S. No.** | **Gene** | **Availability in the YFP strain library** |
| --- | --- | --- |
| **1** | ampH |  |
| **2** | ansP |  |
| **3** | aroK |  |
| **4** | aspS | ✓ |
| **5** | bepA |  |
| **6** | cfa |  |
| **7** | cobU |  |
| **8** | crfC |  |
| **9** | degQ |  |
| **10** | fkpA | ✓ |
| **11** | ispU | ✓ |
| **12** | lpp |  |
| **13** | mepS |  |
| **14** | mfd | ✓ |
| **15** | narU |  |
| **16** | opgG |  |
| **17** | panD |  |
| **18** | pfkB | ✓ |
| **19** | serW |  |
| **20** | tig | ✓ |
| **21** | ucpA | ✓ |
| **22** | xapR |  |
| **23** | ybgI |  |
| **24** | ygiM |  |
| **25** | yheO |  |
| **26** | yobF |  |

Genes controlled by tandem promoters without input TFs. Those genes whose proteins are tagged with YFP in the YFP strain library are marked with the symbol ‘✓’.

**Table E. Genes controlled by tandem promoters regulated by one and only one input TF.**

|  | **Tandem promoter’s genes** | **Availability in YFP strain library** | **Input TF** | **Availability in YFP strain library** |
| --- | --- | --- | --- | --- |
| **1** | argR |  | argR |  |
| **2** | cvpA |  | purR |  |
| **3** | cysK |  | cysB | ✓ |
| **4** | dapB | ✓ | argP | ✓ |
| **5** | fabI | ✓ | fadR | ✓ |
| **6** | fadR | ✓ | fadR | ✓ |
| **7** | fliL |  | flhdC |  |
| **8** | ftnB |  | cpxR | ✓ |
| **9** | glgS |  | crp |  |
| **10** | glk |  | cra |  |
| **11** | glmU | ✓ | nagC | ✓ |
| **12** | gpmA | ✓ | fur | ✓ |
| **13** | hchA | ✓ | h-ns |  |
| **14** | ibaG |  | mlrA | ✓ |
| **15** | iraP |  | csgD | ✓ |
| **16** | leuL |  | leuO |  |
| **17** | livK |  | lrp |  |
| **18** | lysU | ✓ | lrp |  |
| **19** | mqsR |  | mqsA |  |
| **20** | ompA |  | crp |  |
| **21** | ompX |  | fnr |  |
| **22** | osmB |  | rcsB | ✓ |
| **23** | pfkA | ✓ | cra |  |
| **24** | phoH | ✓ | phoB |  |
| **25** | potF |  | ntrC |  |
| **26** | slyB |  | phoP |  |
| **27** | sohB | ✓ | crp |  |
| **28** | wza |  | rcsaB |  |
| **29** | xdhA | ✓ | fnr |  |
| **30** | ydbK | ✓ | soxS |  |
| **31** | yeaG |  | ntrc |  |
| **32** | yhbT |  | csgD | ✓ |
| **33** | yqjA |  | cpxR | ✓ |

When the proteins of these genes and of their input TFs can be measured using strains of the YFP strain library, they are flagged with the symbol ‘✓’.

**Table F. Genes controlled by, and only by, a TF expressed by tandem promoters.**

|  | **Genes controlled by tandem promoters** | **Availability in YFP strain library** | **Genes regulated by the protein expressed by the gene controlled by tandem promoters** | **Availability in YFP strain library** |
| --- | --- | --- | --- | --- |
| **1** | argR |  | argA | ✓ |
| **2** | argR |  | argB |  |
| **3** | argR |  | argC |  |
| **4** | argR |  | argE | ✓ |
| **5** | argR |  | argF |  |
| **6** | argR |  | argH |  |
| **7** | argR |  | argI |  |
| **8** | argR |  | argR |  |
| **9** | argR |  | artI |  |
| **10** | argR |  | artJ |  |
| **11** | argR |  | artM |  |
| **12** | argR |  | artP | ✓ |
| **13** | argR |  | artQ |  |
| **14** | argR |  | lysO |  |
| **15** | bolA | ✓ | ampC |  |
| **16** | bolA | ✓ | dacC |  |
| **17** | bolA | ✓ | mreB | ✓ |
| **18** | bolA | ✓ | mreC |  |
| **19** | bolA | ✓ | mreD |  |
| **20** | csgD | ✓ | dgcC |  |
| **21** | csgD | ✓ | iraP |  |
| **22** | csgD | ✓ | nlpA | ✓ |
| **23** | csgD | ✓ | pepD | ✓ |
| **24** | csgD | ✓ | wrbA | ✓ |
| **25** | csgD | ✓ | yccJ | ✓ |
| **26** | csgD | ✓ | yccT | ✓ |
| **27** | csgD | ✓ | yhbS |  |
| **28** | csgD | ✓ | yhbT |  |
| **29** | evgA |  | frc |  |
| **30** | evgA |  | oxc | ✓ |
| **31** | evgA |  | yegR | ✓ |
| **32** | evgA |  | yegZ |  |
| **33** | evgA |  | yfdE |  |
| **34** | evgA |  | yfdV |  |
| **35** | evgA |  | yfdX |  |
| **36** | fadR | ✓ | accA |  |
| **37** | fadR | ✓ | accD |  |
| **38** | fadR | ✓ | fabD | ✓ |
| **39** | fadR | ✓ | fabG |  |
| **40** | fadR | ✓ | fabH | ✓ |
| **41** | fadR | ✓ | fabI | ✓ |
| **42** | fadR | ✓ | fadM |  |
| **43** | fadR | ✓ | fadR | ✓ |
| **44** | xapR |  | xapA |  |
| **45** | xapR |  | xapB |  |

**Table G.** **Protein levels and *dTSS* of 10 genes as measured by Microscopy and Image Analysis**.

| **Gene** | **TSS distance (*dTSS*)** | **Mean single-cell protein level (Microscopy)** |
| --- | --- | --- |
| xdhA | 8 | 0.04 |
| csgD | 9 | 0.64 |
| serC | 16 | 0.24 |
| sohB | 17 | 0.37 |
| pfkA | 48 | 2.8 |
| dapB | 55 | 0.57 |
| aspS | 84 | 1.72 |
| gltA | 97 | 3.02 |
| hchA | 150 | 0.74 |
| nuoA | 173 | 2.04 |

Related to Fig 4C in the main manuscript.

**Table H. Number of genes controlled by a pair of tandem promoters in each configuration.**

| Configuration | Number (in RegulonDB) | Present in the YFP strain library (measured here by flow-cytometry) |
| --- | --- | --- |
| I | 40 | 9(9) |
| II | 62 | 21(21) |
| III | 7 | 3 |
| IV | 4 | 1 |
| V | 6 | 2 |
| VI | 0 | 0 |
| VII | 3 | 1 |
| VIII | 2 | 2 |
| IX | 4 | 1 |
| X | 0 | 0 |
| XI | 9 | 2 |
| Other | 6 | 0 |

Related to Fig 1 in the main manuscript and Fig A in S2 Appendix.

**Table I. Coefficient of variation, CV, of the gamma distribution.**

| **CV**  **()** |  |  |
| --- | --- | --- |
| 0.01 | 7.52 × 101 | 1.14 % |
| 0.1 | 7.64 × 10-4 | 1.16 × 101 % |
| 0.25 | 1.86 × 10-3 | 2.98 × 101 % |
| 0.5 | 3.63 × 10-3 | 7.33 × 101 % |
| 0.75 | 5.27 × 10-3 | 1.99 × 102 % |
| 1 | 6.62 × 10-3 | 2.05 × 103 % |
| 1.25 | 7.81 × 10-3 | 5.15 × 104 % |
| 1.5 | 8.66 × 10-3 | 1.95 × 107 % |
| 1.75 | 9.41 × 10-3 | 6.19 × 1012 % |
| 2.0 | 9.89 × 10-3 | 1.48 × 1015 % |
| 2.25 | 1.04 × 10-2 | 1.77 × 1017 % |
| 2.5 | 1.10 × 10-2 | 6.60 × 1018 % |
| 2.75 | 1.12 × 10-2 | 4.00 × 1024 % |
| 3.0 | 1.20 × 10-2 | 6.03 × 1030 % |

Coefficient of variation, CV, of the gamma distribution from which of each promoter in tandem configuration is sampled from. Also shown is the resulting expected mean absolute difference in between the upstream and downstream promoters. Furthermore, the last column shows how much larger (in percentage) is one of the values compared to the other.

**Table J. Location of the tandem promoters relative to the oriC.**

| Genes controlled by tandem promoters | Distance between the upstream TSS and the oriC |
| --- | --- |
| aspS | 1975043 |
| bolA | 3471395 |
| cspI | 2286932 |
| glmU | 10418 |
| gltA | 3170977 |
| hchA | 1890114 |
| ispU | 3730960 |
| nuoA | 1520409 |
| tig | 3470751 |
| acnB | 3794225 |
| bhsA | 2756725 |
| cirA | 1678802 |
| csgD | 2822400 |
| cspA | 205855 |
| dapB | 3897456 |
| fabI | 2574623 |
| fadR | 2690839 |
| fkpA | 448219 |
| gpmA | 3138074 |
| lysU | 428830 |
| mfd | 2751716 |
| osmC | 2369148 |
| pfkA | 181499 |
| pfkB | 2119421 |
| phoH | 2840879 |
| serC | 2968165 |
| sohB | 2596460 |
| ucpA | 1381073 |
| ugpB | 333318 |
| xdhA | 925487 |

# Supplementary material for: Analytical kinetic model of native tandem promoters in E. coli
**Source:** PLoS Comput Biol. 2022 Jan 31;18(1):e1009824. doi: 10.1371/journal.pcbi.1009824
**Supplement:** S4 Appendix

**S4 Appendix: Supplementary Results**

**Pause sequences**

We investigated if the nucleotide sequence of and in between the natural tandem promoters is coding for specific sequences known to perturb RNAP elongation. There are several events that compete with stepwise elongation. However, arrest, misincorporation and editing, pyrophosphorolysis, and premature termination are too rare in optimal growth conditions (rate constants listed in [1]) to be influential in several genes, and/or are not sequence dependent. Only sequences known to enhance transcriptional pausing [2] could fit both of these requirements. In *E. coli*, the mean rate of non-sequence specific pauses is 1 per 100 base pairs. These last 3 s on average [3-4]. However, a few sequences can enhance pausing frequency and/or duration (up to 15 or more seconds) [5] via various mechanically processes, which explains their variability in half-life and frequency of occurrence. For example, ‘*his*’ pauses occur when the assembling RNA forms a hairpin-like loop, while ‘*ops*’ pauses do not require it. Likely because of it, *his* pauses have longer half-life [6]. We searched in (and in between) the sequences of the 102 pairs of tandem promoters for the 14 sequences (each 12 nucleotides long) known to enhance pausing [7] (section ‘Sequences prone to causes transcriptional pauses’ in S1 Appendix) but found none. Thus, sequence-dependent transcriptional pausing should not be a common phenomenon in the tandem promoters of arrangements I and II. Even when allowing for 3 or less mistakes (sequence gaps, misalignments, duplicates, etc.), we only found 5 matches in the 30 of the 102 tandem promoter pairs studied with protein measurements below (Fig B in the S2 Appendix, note the 5 bars crossing the threshold).

**Over-representation test**

We performed an over-representation test to search for biological functions (as defined in [8,9] that are overrepresented by genes controlled by tandem promoters (using PANTHER 14 [10]). While based on a Fisher test, some biological processes appear to be overrepresented in our genes of interest (e.g., regulation of catabolic processes), none of them were significant to ‘FDR correction’ (FDR < 0.05, [10]. As such, we failed to identify a biological process significantly associated to genes controlled by tandem promoters (S1 Table).

**Input-output transcription factor relationships**

From time-lapse RNA-seq data, we assessed if the 102 genes controlled by tandem promoters (arrangements I and II, Fig 1) are affected by their input TFs. To facilitate this, we considered only those that have one and only input TF. I.e., we did not consider the 26 genes that do not have known input TFs (Table D in S3 Appendix), neither the 43 genes that have more than one input TF, making the detection of input-output relationships problematic. As such, of the 102, we considered only 33 genes (Table E in S3 Appendix). In these, we did not observe influences from input TFs (Fig C, Panel A in Fig D in the S2 Appendix). 

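The 33 pairs of Table E hold 24 input TFs. Of the 25 genes that encode these TFs, 13 had an adjusted p-value under 0.05 at 20 min against 0 min in edgeR's quasi-likelihood test, 4 with higher and 9 with lower RNA, and 13 when adjusted over the list alone. These directions are relative to the TMM scaling. Among all genes called at 20 min, 53.0% were higher with TMM, 41.3% with DESeq2 and 72.7% with library size only. The LFCs of the TFs lay between -0.68 and 0.69. Of the 33 genes controlled by tandem promoters, 29 passed the same threshold at 180 min, 16 higher and 13 lower, and 29 when adjusted over the list alone. Their LFCs lay between -4.63 and 8.17. Spearman's rho over the pairs was 0.213 (permutation test, p = 0.232). Without the 2 pairs farthest from the median LFC of the TFs, r was 0.275 (permutation test, p = 0.134).
The largest changes among the TFs were those of *flhC* (b1891, from 1977266 to 1977844 of the MG1655 chromosome, assembly ASM584v2), with an LFC of -0.74 (standard error 0.096, adjusted p = 4.94e-05), *mlrA* (b2127), with an LFC of 0.69 (standard error 0.084, adjusted p = 3.21e-05), *flhD* (b1892), with an LFC of -0.61 (standard error 0.12, adjusted p = 0.00117), *cra* (b0080), with an LFC of -0.44 (standard error 0.059, adjusted p = 7.37e-05), and *argR* (b3237), with an LFC of -0.44 (standard error 0.047, adjusted p = 1.34e-05). The sign of these changes held in each fit that left out a single replicate. The RNA of *fliL* (b1944, from 2019618 to 2020082), whose input TF is encoded by *flhD* and *flhC*, fell from 66.4 ± 0.208 CPM (SD, n = 3) at 0 min to 2.70 ± 0.553 CPM (SD, n = 3) at 180 min, an LFC of -4.63 (standard error 0.19). The RNA of *ibaG* (b3190), regulated by MlrA, had an LFC of -2.76 (standard error 0.11), opposite in sign to that of its TF. The targets of Cra moved apart. The LFC of *glk* (b2388) was -1.53 (standard error 0.13) and that of *pfkA* (b3916) was 0.56 (standard error 0.092). The gene *argR*, which regulates itself, had an LFC of -0.56 (standard error 0.048) at 180 min. All these LFCs at 180 min had an adjusted p-value of at most 9.98e-05 in edgeR's quasi-likelihood test.
The largest rises at 180 min among the genes of Tables A and E with replicates that do not overlap were those of *yeaG* (b1783), from 12.3 ± 0.793 CPM (SD, n = 3) to 3556 ± 14.7 CPM (SD, n = 3), an LFC of 8.17 (standard error 0.095), of *osmB* (b1283), with an LFC of 7.32 (standard error 0.094), and of *hchA*. Besides *fliL*, the largest falls were those of *cspA* (b3556), with an LFC of -4.12 (standard error 0.25), and of *tig* (b0436), with an LFC of -3.64 (standard error 0.057). At 20 min, the LFC was 0.30 for NtrC, the input TF of *yeaG* (adjusted p = 0.00158 from edgeR's quasi-likelihood test), and 0.11 for RcsB, the input TF of *osmB* (adjusted p = 0.0670). Both *yeaG* and *osmB* belong to a list of 29 genes known to depend on RpoS. The median LFC of that list was 6.74 at 180 min, so these rises cannot be assigned to the named TFs. Leaving out the TFs named as complexes gave an r of 0.0882 over 31 pairs.

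**Figure D1:**
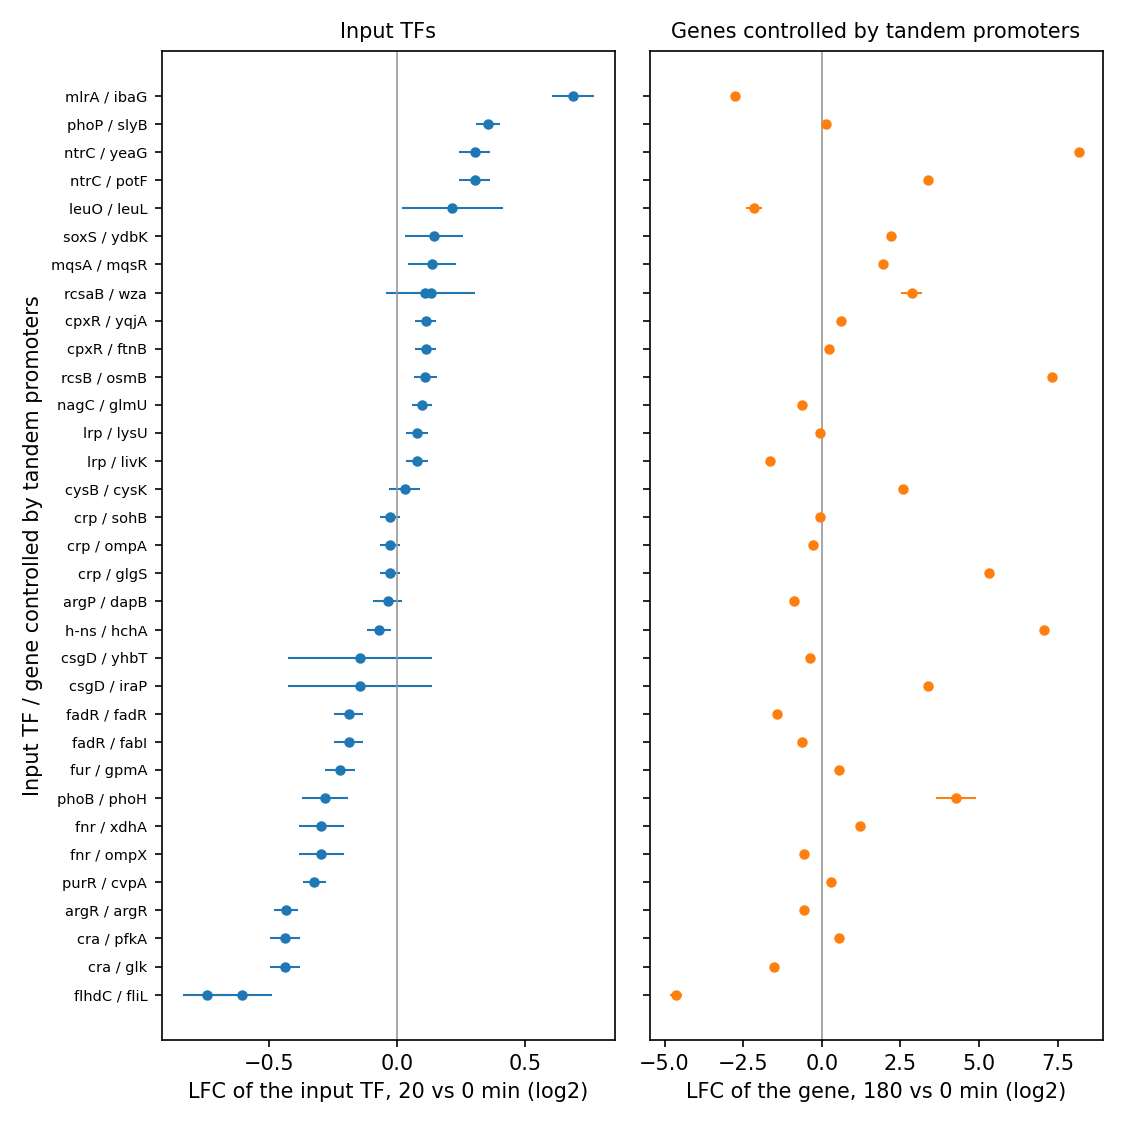
LFC (log2) of the input TF from 0 to 20 min (left) and of the gene controlled by tandem promoters from 0 to 180 min (right) for the 33 pairs of Table E, ordered by the LFC of the TF. Points are LFCs from edgeR and bars their standard error, subunit genes of a complex are drawn as separate points, and the scales of both panels differ: the LFCs of the genes reach 8.17 and those of the TFs 0.69.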

Finally, and similarly, we observed genes whose only input TF is expressed by tandem promoters (Table F in S3 Appendix). 

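The regulators *argR*, *bolA*, *csgD*, *evgA*, *fadR* and *xapR* are themselves controlled by tandem promoters, and Table F in S3 Appendix lists 45 interactions with output genes, of which 44 had an LFC for both genes. The pair of *evgA* and *yegZ* had none, and 44 pairs were also found without the count filter. From 0 to 20 min, 5 of these 6 regulators had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, and 5 when adjusted over the list alone. The RNA of *argR* fell from 129 ± 1.33 CPM (SD, n = 3) to 95.2 ± 5.69 CPM (SD, n = 3). The RNA of *bolA* (b0435) rose from 78.9 ± 0.716 CPM to 101 ± 6.40 CPM (SD, n = 3 each), an LFC of 0.35 (standard error 0.048, adjusted p = 7.18e-05). The gene *evgA* (b2369) had an LFC of 0.22 (standard error 0.052, adjusted p = 0.00450), which no longer passed the threshold with DESeq2 (adjusted p = 0.0756). For *fadR* (b1187) the LFC was -0.19 (standard error 0.058, adjusted p = 0.0178). It no longer passed the threshold with library size in place of TMM normalization (LFC of -0.063, adjusted p = 0.325) or without replicate 2 at 0 min (LFC of -0.13, adjusted p = 0.0829). The LFC of *xapR* (b2405) was 0.26 (standard error 0.10, adjusted p = 0.0469), and in none of the 6 fits that each left out a replicate at 0 or 20 min did it pass the threshold. The gene *csgD* (b1040) was expressed at 2.16 ± 0.739 CPM (SD, n = 3) at 0 min, and its LFC of -0.15 (standard error 0.28, adjusted p = 0.693) was smaller than the spread between replicates and changed sign, to 0.18, without replicate 2 at 0 min. By 180 min *bolA* had reached 1211 ± 5.02 CPM (SD, n = 3), and *csgD* 5.00 ± 1.05 CPM (SD, n = 3), an LFC of 1.19 (standard error 0.26, adjusted p = 0.00106).
Of the 44 output genes, 41 passed the threshold at 180 min, 24 higher and 17 lower, and 41 when adjusted over the list alone. The largest rise was that of *wrbA* (b1004), an output gene of *csgD*, with an LFC of 6.76 (standard error 0.11, adjusted p = 2.47e-14), and the largest fall that of *accA* (b0185), an output gene of *fadR*, with an LFC of -2.05 (standard error 0.050, adjusted p = 7.85e-13). The genes *wrbA*, *bolA* and *csgD* are also on the list of genes known to depend on RpoS. Spearman's rho over the 44 pairs was 0.00571 (permutation test, p = 0.971). The pairs share 6 regulators, and when the LFCs of the regulators were exchanged among them with the output genes kept together, 0.908 of the 720 orders gave an r at least as far from 0 as the observed value (exact permutation test, two-sided). Without the 2 regulators farthest from the median LFC, r was 0.196 (permutation test, p = 0.350) and rho 0.488 (permutation test, p = 0.0152) over 25 pairs. These 25 pairs share 4 regulators, which were not exchanged here, so both p-values treat pairs of the same regulator as independent. With absolute LFCs r was -0.332 (permutation test, p = 0.0241), with a p-value of 0.145 after Benjamini-Hochberg adjustment over 18 correlations and of 0.0778 when the regulators were exchanged (exact permutation test). The authors' LFCs were also used, with both lookups chosen after seeing the data. Matched by locus tag, r was -0.0187 (permutation test, p = 0.904). Looked up by symbol, r was 0.290 over 43 pairs (permutation test, p = 0.0596). For 4275 of 4291 genes these symbols differ from those of the count table, so the value by symbol mostly compares other genes.

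**Figure D2:**
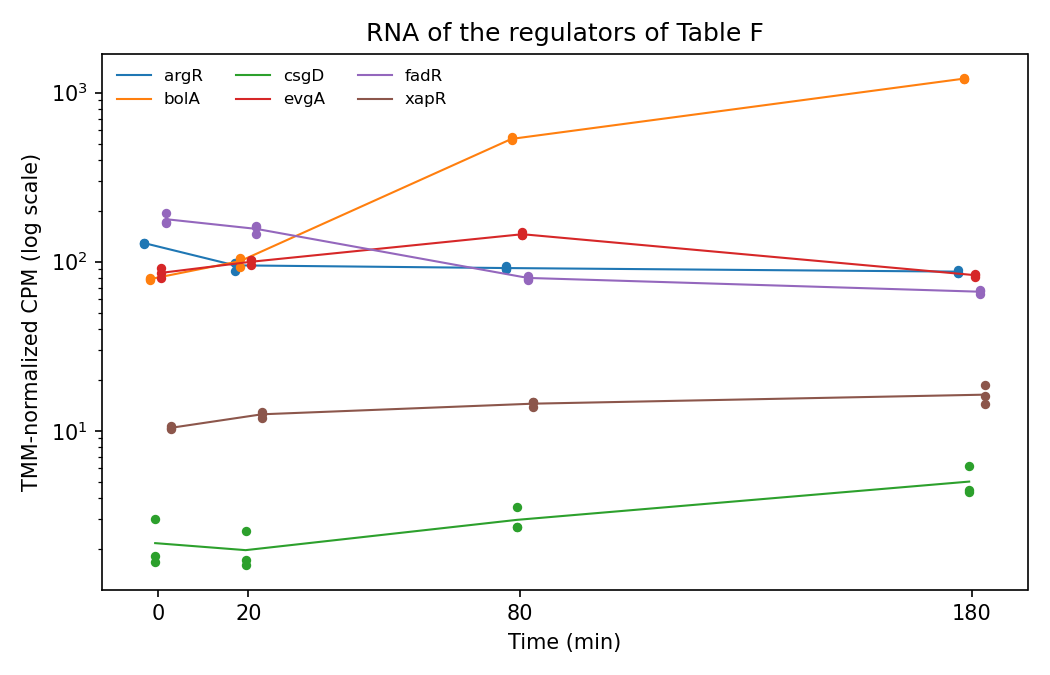
TMM-normalized CPM (log scale) against time (min) of the regulators of Table F. Points are the 3 replicates at each moment, shifted slightly in time for each gene, and lines join their means: *bolA* rises to 1211 CPM at 180 min, and *csgD* is the lowest at each moment, with 2.16 CPM at 0 min.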

Again, we found no correlation (Panel B in Fig D in the S2 Appendix). Note that, while we did not find influences from TF interactions in the conditions of our measurements, we expect these interactions to become active in other conditions (e.g., stress conditions).

**Proteins with membrane-related positionings**

From RegulonDB [11], of the 30 genes measured by flow-cytometry (Table A in S3 Appendix), only 3 are known to be related to membrane transportation and binding: bhsA, which is an outer membrane protein that is involved in copper permeability, stress resistance and biofilm formation, cirA, which is also an outer membrane transporter, and ugpB which is a periplasmic binding protein. Such membrane localizations could affect their quantification by YFP fusion, potentially by enhancing effects from avidity due to weakened diffusion.

However, none of these proteins significantly affect our results since, first, cirA and ugpB were removed from our analysis of the 1X condition, after preprocessing (gating, background subtraction and protein number conversion) (marked in red in S2 Table). Meanwhile, all three genes were removed from our analysis of the 0.5X condition after preprocessing (marked in red in S2 Table). Specifically, their removal was due to lack of expression above background autofluorescence.

**Relationship with the OriC region**

From EcoCyc [12], the OriC region has a length of 232 base pairs and is located in positions 3 925 744 and 3 925 975 in the DNA of *E. coli*. We calculated the shortest distance between the TSS of the upstream promoter and the Oric region. These positions in the DNA are shown in Table J in the S3 Appendix. Meanwhile, the corresponding protein expression levels of these genes in the 1X condition are shown in the S2 Table. Finally, we show a Fig E in the S2 Appendix of these distances from OriC plotted again log_10_ M_p_ which shows that the two quantities do not correlate statistically.

**Regulation by H-NS**

From RegulonDB [11], we investigated how many of the 102 genes controlled by tandem promoters (arrangements I and II) and how many of 30 of them observed by flow-cytometry are expected to be regulated by H-NS.

Of the 102 genes, 14 are regulated by H-NS (14%). Meanwhile, of the 30 genes, 5 are regulated by H-NS (17%). From this, we conclude that H-NS is not consistently a master regulator of these genes.

Nevertheless, of 4698 genes in E. coli, only 4 % are regulated by H-NS. This is significantly lower than in the case of the genes controlled by tandem promoters (p-value < 0.05 based on a Fisher test). As such, one could argue that H-NS regulation does occur higher than expected by chance. Future studies of the dynamics of those genes during environmental changes may thus be of interest.

**References**

How the deposited data were processed for this re-analysis (not part of the article)

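RNA-seq measurements of *E. coli* K12 MG1655 cells in LB medium were used, with 3 biological replicates at each of 4 moments (0, 20, 80 and 180 min). The samples were assigned to moments and replicates from their labels and from the S1 Appendix, which describes 0, 20 and 180 min. According to the S1 Appendix, the authors depleted ribosomal RNA, trimmed the reads with Trimmomatic, aligned them with STAR to the MG1655 reference genome and counted unique hits per gene with featureCounts. The count table deposited by the authors holds these counts without normalization for 4419 genes. The TPM table deposited by the authors holds the count of each gene divided by its length and scaled to the same total in each sample over 4291 genes. The authors' comparison tables give the log2 fold change and its standard error, the p-value and the adjusted p-value from the Wald test of DESeq2 for each later moment against 0 min. A further table of counts divided by DESeq2 size factors was not used, as the counts hold the same data.

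Genes were matched by locus tag, and their symbols were taken from the count table, where 97.2% of the symbols are those of the reference annotation (assembly ASM584v2) for the same locus tag. Names of the supplementary tables were looked up in these symbols without regard to case and then in the synonyms of the reference. H-NS was taken as *hns* and NtrC as *glnG*, and the complexes FlhDC and RcsAB as the mean of their subunit genes.

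Genes with less than 5 counts in more than 3 samples and genes with a mean count under 10 were removed, which left 4293 of 4419 genes. The test was edgeR's quasi-likelihood test (edgeR 4.0.16 and limma 3.58.1 in R 4.3.3) with TMM normalization, a prior count of 0.125, all 12 samples in a single fit, no term for the replicate number, and Benjamini-Hochberg adjustment with a threshold of 0.05. The standard error of an LFC is its size divided by the square root of the F statistic. The gene set tests were those of camera in limma, with fry as an alternative. Correlations and differences across genes were tested with two-sided permutation tests with 100000 resamples, whose smallest p-value is 1e-05, and with exact permutation where fewer than 10 values entered (scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3 in Python 3.11.15; figures with matplotlib 3.10.9).

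The total counts per sample lay between 13100694 and 18886623. In the shallowest sample 5 counts are worth 0.382 CPM. Sampling of reads alone would give a median chi-square of 0.455 per gene between replicates, and the observed medians lay between 0.691 and 6.34, so no samples were counted as duplicates.

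The fit was tested on simulated data, in which counts were drawn for the real genes from their means at 0 min and the library sizes of the samples. Of 193 genes changed at 20 min by 1 or 2 log2 units among 4209 tested, 188 were recovered (97.4%), and 6 of the calls were false (3.09%). The simulation had a single dispersion of 0.01 and no deviating replicate. It also changed far fewer genes than the 2054 called at 20 min, so these rates need not hold for the data. The correlation test was tested on 200 simulated sets of 33 pairs: with a true r of 0.6 the mean r was 0.595 and 97% of the sets passed the threshold, and with no correlation 7% did. The simulated pairs were independent, whereas the 33 pairs of Table E share 24 TFs and the 44 pairs of Table F share 6 regulators. The 97% therefore does not give the power for these pairs, nor for a true r under 0.6.

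The alternatives tried were DESeq2 1.42.0, DESeq2 size factors or library size in place of TMM, no filter or a minimum of 10 counts in every sample, fits on fewer samples, the replicate number as a term, each replicate left out in turn, a prior count of 5, and LFCs from TPM with a pseudocount of 1 or 0.1. For the correlations, they also were Spearman's rho, absolute LFCs, a single point per regulator, and leaving out self-regulated pairs, complexes or the pairs farthest from the median. These choices and the lists of genes were set before the data were examined, except for a list of 12 cold shock genes and the lookup of the authors' LFCs by locus tag or by symbol. The genes named individually were also chosen by a rule: the regulators of Table F, the 5 input TFs of Table E with the largest change and their targets, the 3 largest rises and falls among the genes of Tables A and E and among all genes with a mean count of at least 100 and replicates that do not overlap, the pair of H-NS, the output genes with the largest rise and fall, and genes named in the paper.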

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

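The tests of a few genes taking most of the counts, of the growth stage and of the scaling of the samples were chosen after the results they bear on had been seen. The tests of library size and gene length at 80 min were chosen before.

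The paper does not analyse the samples of 80 min. Against 0 min, 3574 of 4293 genes had an adjusted p-value under 0.05 at 80 min in edgeR's quasi-likelihood test, 1860 higher and 1714 lower. Among genes with a mean count of at least 100 and replicates that do not overlap, the largest rises were those of *gadB*, with an LFC of 9.98 (standard error 0.092), *gadC*, with 9.59 (standard error 0.14), and *gadA*, with 8.98 (standard error 0.088), where *gadA* and *gadB* are near-identical copies whose reads cannot be assigned with certainty. The largest falls were those of *glpA*, with an LFC of -7.68 (standard error 0.17), *btsT*, with -7.33 (standard error 0.13), and *yhjX*, with -7.09 (standard error 1.34). *glpA* overlaps *glpB* by 11 bp. The adjusted p-values of these 6 genes were at most 0.000354. The tables argue against library size, as 3559 genes passed when all samples were thinned to the total of the shallowest. They argue against a few genes taking most of the counts: the 10 most abundant genes held 15.2% of the counts at 0 min and 26.6% at 80 min, but such a shift moves all other genes by the same factor, and with library size as the only scaling 1197 genes were higher and 931 lower by over 1 log2 unit. This test replaced that of leaving out the 10 genes of highest count, which decides nothing, as the number under TMM stayed at 3574. Gene length does not account for the changes either, with 2092 of 2099 genes still beyond 1 log2 unit once the trend with length was removed, and a Spearman correlation of 0.0520 between length and LFC. Of the 10 splits of the 6 samples of 0 and 80 min into groups of 3, only the real split gave as many genes, and the same held at 20 and 180 min (1 of 10 each). The design cannot give a share under 0.1, so the splits decide nothing. A candidate explanation is entry into stationary phase. A list of 29 genes known to depend on RpoS had a median LFC 5.37 above that of all genes at 80 min. The density of the cultures at each moment was not analysed here, and exhaustion of nutrients, a change in pH and ageing of the medium all stay open.

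At 180 min the same list had a median LFC of 6.74, which is 6.67 above the median of all genes (camera with a preset correlation, adjusted p = 1.0e-11 over 6 tests), with 28 of the 29 genes higher. All 29 passed the threshold in edgeR's test, with *xthA*, named after its value was seen, as the single lower gene, and 29 also when adjusted over the list alone. The list holds *bolA*, *csgD*, *osmB*, *osmC* and *yeaG* of Tables A and E and *wrbA* and *dacC*, output genes of Table F. The 54 ribosomal protein genes had a median LFC 2.88 below that of all genes (a difference of -2.88, adjusted p = 2.49e-17), with 0 genes higher. At 20 min the difference was 0.73 for the RpoS list and -0.39 for the ribosomal protein genes (adjusted p = 7.61e-11 and 5.28e-17). All 6 calls held under fry and under camera with an estimated correlation, whose adjusted p-values were at most 0.0357. The scaling of the samples cannot produce this pattern, since it shifts all genes of a sample by the same factor, and the medians of the 2 lists lay 9.55 log2 units apart at 180 min. This test replaced the comparison of each list with all genes under another scaling, in which such a factor cancels. Slower growth at the later moments is consistent with the opposite shifts of the 2 lists, as a hypothesis. The S1 Appendix describes the cells as being in exponential growth phase.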

How the results depend on the processing

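Of the comparisons of RNA levels, that by the distance between TSSs kept its direction and had no p-value under 0.05, with differences between 1.12 and 1.97. The correlation with protein numbers kept a p-value under 0.05, with an r between 0.496 and 0.801, except in the 0.5X medium, where Spearman's rho did not (permutation test, p = 0.0941) and r was 0.355 without the 2 genes farthest from the median. That with the distance from oriC had no p-value under 0.05, with an r between -0.121 and -0.0153, and of 0.0385 without the 2 genes farthest from the median. The difference in the size of change between genes with and without an input TF lay between 0.019 and 0.55, with no p-value under 0.05.

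For the pairs of Table E, r stayed between 0.0513 (absolute LFCs) and 0.275 (without the 2 farthest pairs) under the alternatives other than a lookup by symbol, with no p-value under 0.05, and lay between 0.205 and 0.251 in the fits that each left out a replicate. With the authors' LFCs matched by the symbols of their comparison tables, a setting chosen after seeing the data, r was -0.111 over 31 pairs. Most of these symbols stand at another locus tag, so that value mostly compares other genes. Matched by locus tag, the authors' LFCs gave 0.227.

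For the pairs of Table F the r of -0.0281 has no stable sign. It was 0.00571 as Spearman's rho, 0.196 without the 2 regulators farthest from the median, and between -0.124 and 0.104 in the fits that each left out a replicate, with positive values without replicate 2 at 0 min and without replicate 1 at 20 min. With the authors' LFCs matched by locus tag, r was -0.0187 (permutation test, p = 0.904). Matched by symbol it was 0.290 (permutation test, p = 0.0596), and both lookups were chosen after seeing the data. As most of these symbols stand at another locus tag, the value by symbol mostly compares other genes and says nothing about the sign. With absolute LFCs r was -0.332, with a p-value of 0.0241 over pairs, of 0.0778 when the 6 regulators were exchanged (exact permutation test), and of 0.145 after adjustment over the 18 correlations. The cause of the other differences was not tested.

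The numbers of changed genes stayed within 1.5 times of 2054, 3574 and 3712 under each alternative. The fits that each left out a replicate gave from 1759 to 2462 genes at 20 min, from 3455 to 3476 at 80 min and from 3613 to 3633 at 180 min. No gene called both in the fit with TMM and under an alternative had opposite signs in them. The direction of the calls at 20 min depended on the scaling: 53.0% were higher with TMM, 72.7% with library size only, 42.3% with DESeq2 size factors in edgeR and 41.3% with DESeq2. Library size in place of TMM moved the median LFC of all genes from 0.070 to 0.20 at 20 min and from 0.11 to 0.23 at 80 min, so that small LFCs at 20 min are relative to the scaling.

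Samples with the same replicate number did not deviate together, with correlations of deviations from -0.265 to 0.150 (median 0.0141) over 18 comparisons. No shared deviation was thus detected, which does not exclude that a replicate number stands for the same culture followed over time. With the replicate block, 1993, 3572 and 3724 genes passed at 20, 80 and 180 min, r was 0.227 and -0.0207 in the pairs of Tables E and F, and among the genes named here *xapR* and *cspG* at 20 min no longer passed.

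Among single genes, 3 LFCs changed sign, each of them past no threshold. The LFC of *csgD* at 20 min lay between -0.39 and 0.18 in the fits that each left out a replicate, that of *evgA* at 180 min between -0.087 and 0.0037, and that of *hns* at 20 min was 0.055 with library size only. Of the 656 values of single genes under alternatives, 17 were no longer past the threshold, all at 20 min, and 1 newly passed it.

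A minimum TPM of 1 removed no gene of Table A and tests nothing. The lookup of the shorter way around the circular chromosome for the distance from oriC was not run, as the genome length is not used here. At the depth of these samples, *csgD* with 23 to 49 counts at 0 min allows no firm statement on changes of the size seen at 20 min.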

Differences from the paper's values

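For panel A of Fig D, the paper's R2 is about 0 and its P about 0.84, read by eye from Fig D, against an R2 of 0.0513 and a p of 0.205 here. Of the alternatives set before the data were examined, absolute LFCs came within the paper's values (R2 of 0.00263, p = 0.779), leaving out the TFs named as complexes came within its P (p = 0.635), and the others did not. The lowest and highest LFCs of the input TFs are about -0.44 and about 1.2 in Fig D, read by eye, against -0.68 and 0.69 here. The lowest and highest LFCs of the genes controlled by tandem promoters are about -6.7 and about 6.7 in Fig D, read by eye, against -4.63 and 8.17 here. Only for the lowest LFC of a TF did alternatives set before the data were examined come within the error (-0.51 and -0.54 from TPM with a pseudocount of 1 and 0.1, -0.55 with library size only, and -0.44 either without the TFs named as complexes or without the 2 farthest pairs). With the authors' LFCs matched by the symbols of their comparison tables, a setting chosen after seeing the values, the highest LFC of a TF was 1.25 and the lowest of a gene -6.74. Leaving out in addition the pairs of NtrC, also chosen after seeing the values, gave -0.44 for the lowest TF and 6.698 for the highest gene. Over 4 other sets of pairs matched by symbol, all chosen after seeing the values, p lay between 0.578 and 0.675, within 1.5 times of the paper's. The legend gives 29 input TF genes, and 33 pairs were compared here. The lookup by symbol without the pairs of NtrC holds 29 pairs, as does that without the TFs named as complexes.

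For panel B of Fig D, the paper's R2 is about 0.08 and its P about 0.06, read by eye from Fig D, against an R2 of 0.000789 and a p of 0.856 here. The lowest and highest LFCs of the regulators are about -0.13 and about 1.1 in Fig D, read by eye, against -0.44 and 0.35 here, and those of the output genes about -3.8 and about 5.9, against -2.05 and 6.76 here. Of the alternatives set before the data were examined, only absolute LFCs came within the paper's R2 (0.110), and none came within the other values. With the authors' LFCs matched by symbol, chosen after seeing the values, R2 was 0.0843, p was 0.0596, the LFCs of the regulators lay between -0.13 and 1.13 and those of the output genes between -3.797 and 5.87, over 43 pairs, the number in the legend.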

Other observations

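The tests of the gene symbols, of the points of Fig D and of library size in replicate 2 at 20 min were chosen after the results had been seen. The idea of a cold shock came from seeing *cspI*, *ynfQ*, *ynaE*, *ydfK* and *yhjX* high in that sample. The list of cold shock genes holds none of these and was written before the values of its genes were seen.

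In the authors' TPM and comparison tables, 4275 of 4291 genes carry another symbol than the same locus tag in their count table. Each of the 4291 symbols is the symbol that stands, in the genome order of the count table, at the alphabetical rank of the row's locus tag. The lengths argue against wrong locus tags, as the deposited gene length was that of the locus tag in the reference for 99.1% of 4146 genes where the lengths of tag and symbol differ, and that of the symbol for 0. With the authors' LFCs looked up by locus tag, the LFCs of the 3 comparisons correlated with those of edgeR at 0.995 (20 min) and at 1.00 (80 and 180 min). Looked up by symbol, the pairs of Table F gave an R2 of 0.0843, which rounds to the value drawn in panel B of Fig D, and the lowest LFC among the genes of Table E was -6.74, where the lowest point of panel A is drawn. The other outermost points of panel A match in part. The highest LFC of a TF was 1.25, as drawn, but the highest LFC of a gene was 8.98 (*potF*) and the lowest of a TF -0.62 (NtrC), which the panel does not show. Among the lookups by symbol tried, leaving out the pairs of NtrC, a set chosen after seeing the points, gave 6.698 and -0.44, as drawn. The lowest LFC of a TF decides nothing here, as it was also -0.44 with the LFCs of edgeR, matched by locus tag, without the TFs named as complexes. The lowest LFC was taken as the value of this test after all 4 outermost values had been seen, so for panel A the explanation cannot be told apart from others. A candidate explanation for the points of panel B is that LFCs were looked up by these symbols. The R2 of panel A leaves it open too: it was 0.0124 over the 31 pairs found by symbol, and over 5 sets of pairs that were tried it lay between 0.00640 and 0.0124, with p-values between 0.548 and 0.675, so that no set gave the R2 or the P of the panel at 2 decimals. The set without NtrC holds 29 pairs, the number in the legend, and gives all 4 outermost values as drawn, with an R2 of 0.00640 and a p of 0.672 (permutation test). The set without the TFs named as complexes also holds 29 pairs, so the pairs used in the panel stay open.

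At 20 min, replicate 2 stood apart from replicates 1 and 3. It had 83 genes more than 1 log2 unit from the mean of the moment, 81 of them higher, and the median chi-square against the other replicates was 6.34 and 6.31, against 0.778 between those. The largest differences from the mean of replicates 1 and 3 were those of *cspI* (6.95 log2 units), *yhjX* (5.65), *ydfK* (4.94) and *ynaE* (4.81), which were named after their values were seen. Library size does not explain this, since the sample of lowest total count, replicate 3 at 0 min, had 11 such genes. A swapped sample of another moment does not either, since 80.7% of the 83 genes lay outside the range of all samples of the other moments. A candidate explanation is a cold shock during handling of this sample. The 12 cold shock genes had a median difference of 0.86 log2 units, 11 of them higher, and 0 of 10000 random lists of matched expression had a median as high. The list holds *cspB* (4.15), *cspG* (4.03) and *deaD* (1.60), and its members *cspA* (1.05) and *tig* (-0.19) are also genes of Table A. The replicates share their condition, so the design names no biological difference between them.

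Over all pairs of moments, those of 20 and 180 min in the paper included, 18 correlations of Tables E and F were computed, and r lay between -0.0589 and 0.239. None had an adjusted p-value under 0.05, and 0 had an unadjusted p under 0.05. With Spearman's rho 4 had an unadjusted p under 0.05, and the smallest adjusted p was 0.0544. With absolute LFCs 3 did, all of them in the pairs of Table F with the regulators at 20 min. With the output genes at 20, 80 and 180 min, r was -0.407, -0.363 and -0.332. The smallest adjusted p was 0.0506, with the output genes at 20 min. When the 6 regulators that these pairs share were exchanged, the p-values were 0.208, 0.161 and 0.0778 (exact permutation test). Among the rho values were that of 0.477 between the TFs at 80 min and the genes of Table E at 20 min, and that of 0.407 between the regulators at 180 min and the output genes at 20 min. In both, the regulator is taken later than its target.

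Genes with a single input TF and genes without a known input TF (Tables E and D in S3 Appendix) did not differ detectably in the size of their change. The median size of the LFC at 180 min was 1.43 over 33 and 1.27 over 26 genes (difference 0.15, permutation test across genes, p = 0.726). The 30 genes of Table A were compared by their TPM at 0 min, on the scale of log2 with a pseudocount of 1. The 17 genes with TSSs more than 35 bp apart had a mean of 7.27 and the other 13 genes a mean of 6.11 (difference 1.16, permutation test, p = 0.304). Over the 25 genes with protein numbers in the 1X medium in the paper's S2 Table, this RNA level and log10 of the paper's mean protein number had an r of 0.784 (p = 1e-05, the smallest the test can give) and a rho of 0.775, and an r of 0.738 without the 2 genes farthest from the median RNA level, although medium and strain differ. With RNA at 180 min r was 0.542. With protein in the 0.5X medium r was 0.496 over 16 genes (permutation test, p = 0.0483), with a rho of 0.435 (permutation test, p = 0.0941). Without the 2 farthest genes this r fell to 0.355, so that part of it depends on those genes. No p-value was computed without them. The RNA level and the distance from oriC in Table J had an r of -0.121 (p = 0.524) and a rho of -0.0656. These correlations are across genes, which are not independent replicates. Of the genes named in the S4 Appendix as related to the membrane, *bhsA* had an LFC of 3.91 at 180 min, *cirA* of -2.46 and *ugpB* of 3.30, with adjusted p-values of at most 3.18e-05 in edgeR's test.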
